# Transcriptomic and metabolomic analyses of *Lycium ruthenicum* and *Lycium barbarum* fruits during ripening

**DOI:** 10.1038/s41598-020-61064-5

**Published:** 2020-03-09

**Authors:** Jianhua Zhao, Haoxia Li, Yue Yin, Wei An, Xiaoya Qin, Yajun Wang, Yanlong Li, Yunfang Fan, Youlong Cao

**Keywords:** Gene expression, Gene expression, Transcriptomics, Transcriptomics

## Abstract

Red wolfberry (or goji berry, *Lycium barbarum*; LB) is an important agricultural product with a high content of pharmacologically important secondary metabolites such as phenylpropanoids. A close relative, black wolfberry (*L. ruthenicum*; LR), endemic to the salinized deserts of northwestern China, is used only locally. The two fruits exhibit many morphological and phytochemical differences, but genetic mechanisms underlying them remain poorly explored. In order to identify the genes of interest for further studies, we studied transcriptomic (Illumina HiSeq) and metabolomic (LC-MS) profiles of the two fruits during five developmental stages (young to ripe). As expected, we identified much higher numbers of significantly differentially regulated genes (DEGs) than metabolites. The highest numbers were identified in pairwise comparisons including the first stage for both species, but total numbers were consistently somewhat lower for the LR. The number of differentially regulated metabolites in pairwise comparisons of developmental stages varied from 66 (stages 3 vs 4) to 133 (stages 2 vs 5) in both species. We identified a number of genes (e.g. *AAT1*, *metE*, *pip*) and metabolites (e.g. rutin, raffinose, galactinol, trehalose, citrulline and DL-arginine) that may be of interest to future functional studies of stress adaptation in plants. As LB is also highly suitable for combating soil desertification and alleviating soil salinity/alkalinity/pollution, its potential for human use may be much wider than its current, highly localized, relevance.

## Introduction

Goji berry (also known as red wolfberry), used in China as food and medicine for millennia, recently achieved almost global popularity due to it being advertised as a healthy, ageing-preventing food. In the traditional Chinese medicine, goji is traditionally consumed for its alleged anti-aging, tranquilizing and Yin strengthening properties^1,2^. Although the clinical efficacy remains to be fully confirmed, there is some evidence that goji extracts may be beneficial for the prevention and treatment of age-related disorders, diabetes, hyperlipidaemia, cancer, hepatitis, immune disorders, thrombosis, and male infertility^1,3^. Specifically, *Lycium* fruits have relatively high content of bioactive components believed to be pharmacologically important, e.g. possessing immuno-enhancement and antioxidative activities, such as polyphenols, phenylpropanoids, carotenoids and polysaccharides^3–6^.

Two closely related species are sometimes sold as goji berries, *Lycium barbarum* and *L. chinense* (Chinese boxthorn) but nearly 90% of all commercially available goji berries belong to the former species^2^. Although the native range of this species is probably in the Mediterranean Basin, a majority of global commercial production takes place in arid and semi-arid areas of two provinces in Northwest China, Ningxia and Xinjiang^1^. *Lycium ruthenicum* (Russian box thorn or black wolfberry), a very close relative of *L. barbarum* and *L. chinense*^7^, is a wild perennial thorny shrub native to Northwest China, whose resistance to the harsh environment of saline deserts makes it a popular choice plant for combating soil desertification and for alleviating soil salinity/alkalinity^8,9^. It is also used in the local folk medicine and as food^8^, and studies indicate that it has notable pharmaceutical effects^9,10^. As these two species, and their fruits, are referred to by a range of (often overlapping) names^1^, to avoid confusion we refer to the fruit of *L. barbarum* (LB) as red wolfberry, and fruit of *L. ruthenicum* (LR) as black wolfberry. Despite their close phylogenetic relationship, the fruits of these two species exhibit distinct phenotypic profiles of during all developmental stages, including their shape, size, colour, taste, nutritional value and pharmacological properties^3,4,11^. As opposed to the red and elongated mature red wolfberry, black wolfberry is dark-purple or black, round, and smaller. It is also known that metabolic phenotypes of these two fruits differ significantly, particularly in the content of fatty acids, phenols and antioxidant capacities, which are much higher in black wolfberry, while the content of carotenoids, sugars, amino acids and osmolytes is higher in the red wolfberry^3,4^.

Fruit ripening is a complex developmental process, coordinated by a network of interacting genes and signalling pathways^12^, so genetic mechanisms underpinning these phenotypic differences remain only partially understood. The objective of this study was to contribute to our understanding of the complexity of ripening processes of these two fruits in different environments. To achieve this, we collected *L. barbarum* and *L. ruthenicum* fruits at five developmental stages, from young to ripe fruit, and sequenced their transcriptomes and metabolomes. These data shall help us better understand genetic underpinnings of both within- and between-species phenotypic differences that fruits of these two species exhibit during their respective ripening processes.

## Materials and methods

### Sample collection

Fruits were collected between July 1^st^ and August 20^th^ 2017 from nine wild *L. ruthenicum* (LR) shrubs growing in the vicinity of Bayan Taolaisu Wooden, Ejina, Alxa, Inner Mongolia, China (38 °38′49″ N; 106 °91′10″E; elevation = 1162 m) and nine 5-year-old cultured *L. barbarum* (LB) shrubs from the germplasm nursery of the Ningxia Academy of Agriculture and Forestry Science, Lu Hua Tai plantations, Xixia District, Yinchuan, Ningxia, China (41 °84′86″N; 100 °97′69″E; elevation = 948 m) (Fig. 1). Environmental characteristics of the two locations are (respectively): the average annual rainfall is <40 and <150 mm, the average temperature in July and August is 26.3 and 23.4 °C, soil types are salinized meadow and light sierozem, and surface salinity is 1.11% and 0.09%. The LB shrubs were regularly watered, so they did not undergo a major drought stress. As the two species have slightly different and variable fruit ripening periods, to be able to compare different ripening stages, we roughly divided the ripening period into five stages, and collected samples in the following time-windows after the flowering (anthesis): S1 - young fruit (9–12 days); S2 - green fruit (14–19 days); S3 - colouring fruit (20–26 days); S4 - immature fruit (30–37 days); S5 - mature fruit (34–45 days). Each sampling was conducted in the morning between 9am and 10am, from the south-facing side of the tree, approximately from the same spot on the same branch. At each sampling time-point several fruits were collected from three trees of each species. The three trees represented biological replicates in the transcriptome analysis. All samples were frozen immediately in liquid nitrogen and stored at −80 °C for further use.

**Figure 1:**
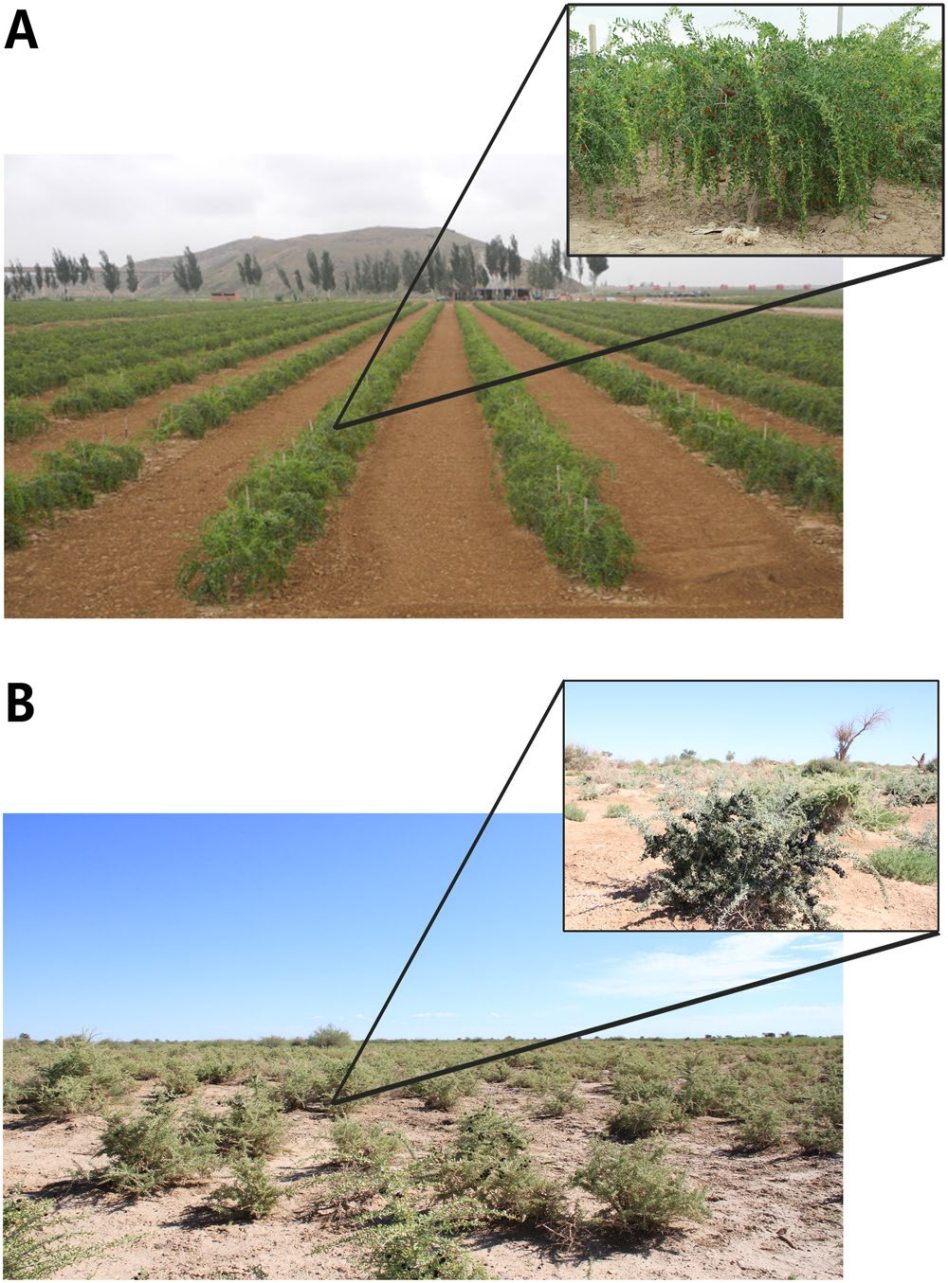
The studied species and sampling localities. (**A**) Cultured *Lycium barbarum* and (**B**) wild *Lycium ruthenicum* shrubs growing at the sampling locations.

### Transcriptome analysis

#### RNA extraction and sequencing

All fruit samples were ground to a powder in liquid nitrogen, and total RNA was extracted using MiniBEST Universal RNA Extraction Kit (Takara, Dalian, China). The extracted total RNA was treated with RQ1 DNase (Promega), and its quality and quantity then determined by measuring the absorbance at A260/A280 and A260/A230 using Smartspec plus (BioRad) spectrophotometer. RNA integrity was further verified by agarose gel electrophoresis. For each sample, 10 μg of total RNA was used for RNA-seq library preparation. Polyadenylated mRNAs were purified and concentrated with oligo (dT)-conjugated magnetic beads (Invitrogen) before being used for directional RNA-seq library preparation. The cDNA libraries were prepared from the purified mRNAs using the TruSeq Stranded Total RNA LT Sample Prep Kit (Illumina, CA, USA). Briefly: purified mRNAs were iron-fragmented at 95 °C, followed by end repair and 5′ adaptor ligation. Reverse transcription was then performed with RT primer included in the kit, harbouring a 3′ adaptor sequence and a randomized hexamer. The cDNAs were purified and amplified, and PCR products in the range 200–500 bp were purified, quantified and stored at −80 °C until the sequencing step. For high-throughput sequencing, the libraries were prepared following the manufacturer’s instructions and Illumina HiSeq. 2000 system used for 150 nt single-end sequencing.

#### Gene annotation

Raw reads were filtered using Cutadapt 1.7.1^13^: firstly we discarded all reads containing more than two N bases, then reads were processed by clipping the adaptor, removing low quality bases, and discarding short (<16 nt) reads. Uniquely localized clean reads were used to analyse the data quality with dupRadar^14^ with default parameters, and to calculate the read number and FPKM value (fragments per kilobase of transcripts per million mapped fragments) for each unigene according to reads and their genomic location^15^. *De novo* transcriptome assembly was conducted using Trinity program^16^, with default settings. The assembled transcriptomes were clustered using Corset^17^, a software designed for obtaining gene-level counts from any *de novo* transcriptome assembly. Unigenes were annotated by querying them against several public databases: Nr (NCBI non-redundant protein sequences), Nt (NCBI non-redundant nucleotide sequences), Pfam (Protein family)^18^, KOG/COG (Clusters of Orthologous Groups of proteins)^19,20^, Swiss-Prot (manually annotated and reviewed protein sequences)^21^, KO (KEGG Ontology)^22^, and GO (Gene Ontology)^23^. To further analyse the metabolic pathways different between the two sets of samples, all unigenes were queried against the KEGG pathway database. All BLASTx^24^ searches were performed with the e-value of 1E^**−**5^.

#### Differentially expressed genes (DEGs)

As our samples represented a time-series experiment, to explore temporal profiles of DEGs during the fruit development, we analysed the gene expression patterns using a time-series analysis tool maSigPro, an R package designed for identification of significantly different temporal expression profiles in RNA-seq data and microarray experiments^25^. The fold–changes in gene expression were also estimated with this package, and False Discovery Rate (FDR) thresholds were set to 0.01 and 0.7 R^2^. After obtaining the expression level of all genes in all of the samples, differentially expressed genes (DEGs) between the two fruits in the same developmental stages were analysed using Edge R^26^ with TMM normalization^27^. The following parameters were used to set the threshold for identifying DEGs: FDR < 0.01 and |fold change| ≥ 2.0. For each gene, the p-value was obtained on the basis of the model of negative binomial distribution. Benjamini-Hochberg procedure^28^ was used to control the false discovery rate (FDR) and infer the q-value (an adjusted p-value, taking in to account the FDR).

### Functional analysis of differentially expressed genes (DEGs)

Cluster analysis of gene expression patterns was performed with Cluster^29^ and Java Treeview^30^ software programs. To predict gene functions and calculate the functional category distribution frequency, KEGG analyses were employed using DAVID bioinformatics resources^31^. Functional networks were constructed by calculating the Pearson correlation coefficient (PCC) of the DEGs, and Cytoscape 3.0.2 was used to display the co-expression network^32^. Reliability of the RNA-seq data was corroborated by studying the expression of five randomly selected DEGs by qPCR (all details are provided in the Supplementary file: Supplementary Results).

### Metabolome analyses

Five fruit samples were used for each stage (5 biological replicates). About 100 mg of fruit tissue was crushed using a mixer mill (MM 400, Retsch) with a zirconia bead for 1.5 min at 30 Hz and extracted overnight at 4 °C with 0.6 ml 70% aqueous methanol. Following centrifugation at 10,000 g for 10 min, the extracts were absorbed (CNWBOND Carbon-GCB SPE Cartridge, 250 mg, 3 ml; ANPEL, Shanghai, China) and filtrated (SCAA-104, 0.22 μm pore size; ANPEL) before LCMS analysis. The sample extracts were analysed using an LC-ESI-MS/MS system (HPLC, Shim-pack UFLC SHIMADZU CBM30A system; MS, Applied Biosystems 4500 Q TRAP). The analytical conditions were as follows: HPLC column, Waters ACQUITY UPLC HSS T3 C18 (1.8 µm, 2.1 mm × 100 mm); and the mobile phase consisted of solvent A (pure water with 0.04% acetic acid) and solvent B (acetonitrile with 0.04% acetic acid). Sample measurements were performed with a gradient program that employed the starting conditions of 95% of solvent A and 5% of B solvent. Within 10 min, a linear gradient to 5% A / 95% B was programmed, and 5% A / 95% B was maintained for 1 min. Subsequently, a composition of 95% A / 5.0 % B was adjusted within 0.1 min and maintained for 2.9 min. The column oven was set to 40 °C, and the injection volume was 4 μl. The effluent was alternatively connected to an ESI-triple quadrupole-linear ion trap (QTRAP)-MS. LIT and triple quadrupole (QQQ) scans were acquired on a triple quadrupole-linear ion trap mass spectrometer (Q TRAP), API 4500 Q TRAP LC/MS/MS System, equipped with an ESI Turbo Ion-Spray interface, operating in positive and negative ion mode and controlled by Analyst 1.6.3 software (AB Sciex). The ESI source operation parameters were as follows: ion source, turbo spray; source temperature 550 °C; ion spray voltage (IS) 5500 V (positive ion mode)/-4500 V (negative ion mode); ion source gas I, gas II, and curtain gas were set at 50, 60, and 30.0 psi, respectively. The collision gas was high. Instrument tuning and mass calibration were performed with 10 and 100 μmol/L polypropylene glycol solutions in QQQ and LIT modes, respectively. QQQ scans were acquired as MRM experiments with collision gas (nitrogen) set to 5 psi. DP and CE for individual MRM transitions was done with further DP and CE optimization. A specific set of MRM transitions were monitored for each period according to the metabolites eluted within this period. Feature extraction and pre-processing of the raw data were conducted using XCMS^33^, and then normalized and edited into a two-dimensional data matrix in Excel 2010. Retention index (RT), mass-to-charge ratio (MZ), observations (samples) and peak intensity were calculated. Multivariate analysis (PCA) was performed using SIMCA-P 13.0 software (Umetrics AB, Umea, Sweden). Metabolites were assigned to pathways using the KEGG database. Significantly different metabolic pathways were identified using the PLS-DA (Partial Least Squares Discrimination Analysis), and the following criteria: VIP (Variable Importance in the Projection) value > 1 and P-value < 0.05. Data were processed and analysed by the Wuhan Metware Biotechnology Co., Ltd. (Wuhan, China).

### Statistical analyses

All values are presented as mean ± SD. The significance of differences between means was determined in Excel using Student’s *t-*test, with *P* < *0.05* as the threshold.

## Results

We collected fruits of *L. barbarum* and *L. ruthenicum* at five developmental stages, from young fruit (≈10 days post-flowering) to mature (ripe) fruit (34–45 days post-flowering), and studied their transcriptome and metabolome.

### RNA-seq *de novo* assembly and functional annotation of unigenes

We prepared a total of 30 cDNA libraries from fruits of *L. barbarum* and *L. ruthenicum*, with three biological replicates (three fruits from three trees) at each time point: 2 species × 5 time-points × 3 biological replicates. 

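Lycium barbarum (LB) bears red fruit and Lycium ruthenicum (LR) bears black fruit. RNA of 3 fruits from 3 trees per species was sequenced at each of 5 stages, from young fruit (S1) to mature fruit (S5), which makes 15 libraries per species and 30 in all. Clean reads per library ranged from 41.3 M to 80.2 M, with a median of 55.3 M. The authors trimmed the reads with Cutadapt, assembled them with Trinity and grouped the transcripts with Corset into unigenes, each a cluster of transcripts that stands for a gene. They deposited the level of each unigene in each library as FPKM, the fragments per kilobase of transcript scaled to the mapped fragments of the library, to 2 decimals. Read counts per unigene were not analysed here, so the counting error of a single value is unknown. The columns of the deposited table carry the codes B and R, which the legend of Fig. S9 gives to LR and to LB, whereas the titles of the deposited samples give the opposite species to the same columns. The code was followed here. Of 210 values that the supplement prints under LB and LR for 7 unigenes, 210 equal the column with that species' code and 6 equal the column with that species' title. Differences are LR minus LB, or later minus earlier stage, of log2 (FPKM + 0.5), and means of FPKM are given with the SD of 3 libraries. The offset of 0.5 shrinks the differences of unigenes with a low FPKM. The 111217 unigenes with an FPKM of 1 or more in at least 3 libraries were tested with limma over all 30 libraries in 10 groups. A unigene was called, or a DEG, at an adjusted p under 0.01 and a difference of 1 or more on the log2 scale, in either direction. An exact permutation test of 3 libraries against 3 cannot give a two-sided p under 0.1, so each adjusted p rests on limma's model. The model takes 1 spread per unigene over all 10 groups, with 20 residual degrees of freedom, and moderates it across unigenes. It assumes that the spread is alike in both species and at all stages.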

Samples were labelled LB/LR(1–5)-(1–3), where LB is *L. barbarum* and LR is *L. ruthenicum*, 1–5 are developmental stages of fruit (S1–S5), and 1–3 are individual samples (biological replicates); so for example LB1-1 represents *L. barbarum*, 1^st^ sampled developmental stage (S1), fruit sample No.1 (out of three). We generated over 1.72 billion pair-end reads for these 30 cDNA libraries, corresponding to an average of 57.2 million reads per sample (Supplementary Dataset S1). Stringent quality assessment and data filtering yielded a total of 801,766 high-quality reads with the average length of 730 and N50 of 1107 bp (Table 1). Finally a total of 326,276 unigenes with the average length of 596 bp and N50 of 847 bp were obtained from the transcripts (Table 1). 

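The deposited table lists 326276 unigenes, of which 291201 were above 0 in at least 1 library and 35075 were listed at 0 in all 30. LB libraries held 52460 to 84959 unigenes at an FPKM of 1 or more and LR libraries 46024 to 62882. At that level in all 15 libraries of LB, 1210 unigenes were listed at 0 in all 15 libraries of LR, and 1277 unigenes showed the reverse. A few unigenes took much of the FPKM of LR. The 28 unigenes with a mean FPKM of 10000 or more in LR and under 1% of that in LB, singled out after their values were seen, took 32.6% ± 7.46 (SD, n = 3) of the FPKM at S1 and 33.8% ± 9.53 at S2. Their share was 52.8% ± 14.3 at S3, 57.5% ± 11.8 at S4 and 33.7% ± 4.63 at S5. In LB they took at most 0.028% of the FPKM of any library. The most abundant of them, TRINITY_DN65867_c1_g1, had a mean FPKM of 101376 in LR. What these unigenes encode was not analysed here.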

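Libraries of 1 species and 1 stage resembled each other most, libraries of other stages of the same species less, and libraries of the other species least. Between the 30 pairs of replicate libraries the median Pearson r of log2 (FPKM + 0.5) was 0.893, with a range of 0.855 to 0.924. The median was 0.906 in LB and 0.884 in LR. Between stages it was 0.837 in LB and 0.828 in LR, over 90 pairs each. Between LR and LB it was 0.6, with a range of 0.523 to 0.661 over 225 pairs. The widest spread within a group was at LB S4, where r ran from 0.867 to 0.917. Neighbouring stages overlapped. All 3 LB libraries of S4 had a higher mean r with the LB libraries of S3 than with each other, 0.903 against 0.892 in the first of them. In LR the libraries LR2-2 and LR2-3 were closest to S1, LR3-3 to S4 and LR4-1 to S3. These r were computed across 111217 unigenes, which are not independent replicates, and no p is given. On FPKM without the logarithm, where the few most abundant unigenes weigh most, the medians were 0.932 between replicates and 0.055 between the species.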

Correlation coefficients for RNA-seq data for the 30 samples indicate very good consistency of results among biological replicates (Fig. 2).

**Table 1:** Characteristics of assembled transcripts and unigenes.

Length (bp)	Transcripts	Unigenes
200–500	437,035	213,009
500–1 kbp	189,544	65,557
1 k–2 kbp	124,529	34,372
>2 kbp	50,658	13,338
Total	801,766	326,276
N50	1,107	847
Average	730	596
Min	201	201
Median	450	354
Max	17,104	17,104
Total nucleotides	585,430,380	194,467,186

**Figure 2:**
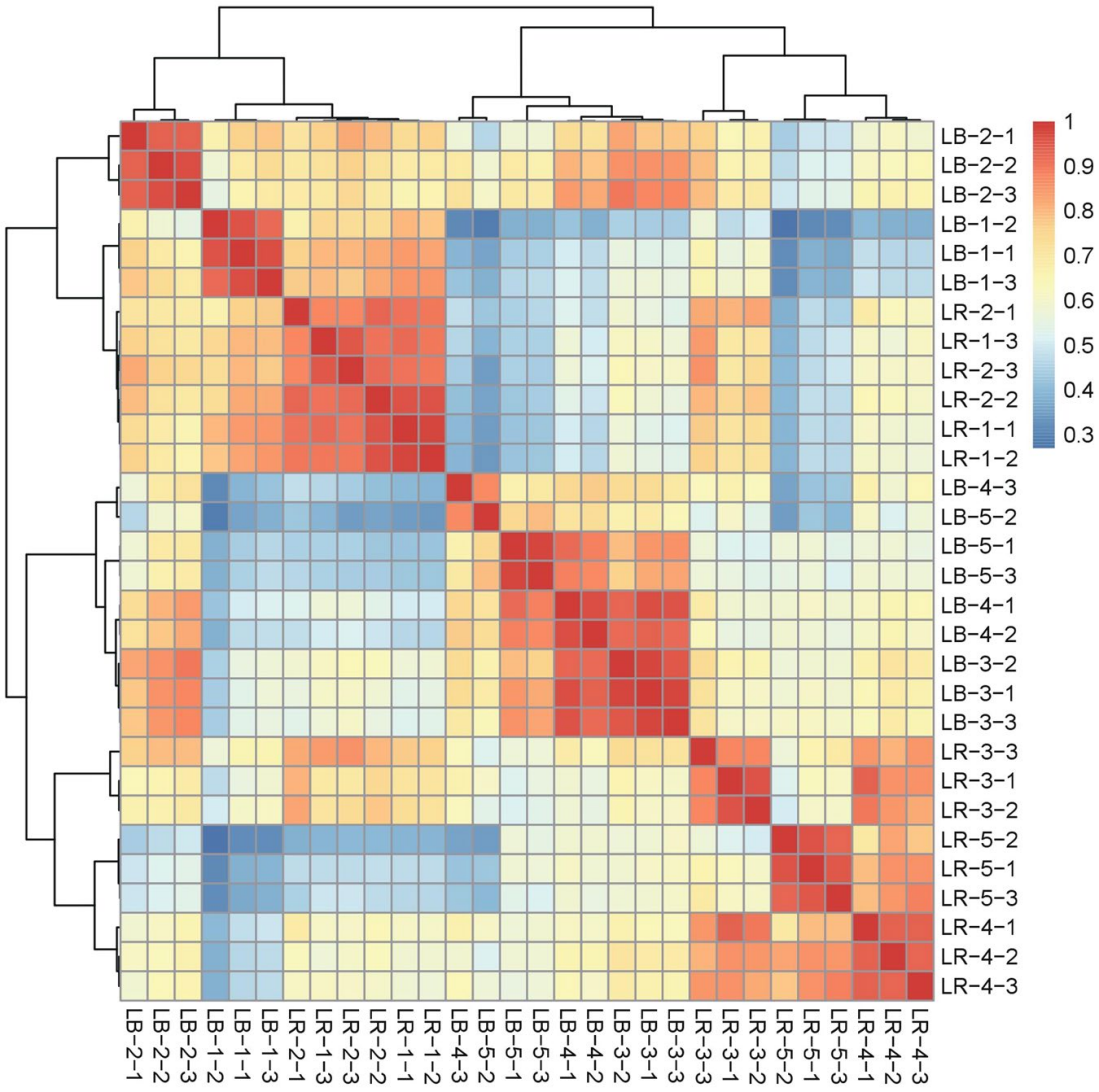
Heatmap of correlation coefficients for RNA-seq data for 30 samples of *L. barbarum* (LB) and *L. ruthenicum* (LR) fruits at five different developmental stages. Samples are labelled LB/R1–5_1–3, where LB is *L. barbarum*, LR is *L. ruthenicum*, 1–5 are fruit developmental stages, and 1–3 individual samples. Samples were grouped by hierarchical clustering; dendrograms above and left of the heatmap indicate relatedness of samples.

Among all 326,276 unigenes queried against public databases, a total of 193,021 (59.15%) matched genes and/or proteins in at least one database, and 12,171 (3.73%) were annotated in all databases. The largest number of unigenes (149,863, 45.93%) was annotated in the NT database, and the lowest number (24,017; 7.36%) in the KOG database.

### *Lycium barbarum* (LB): pairwise interstage analyses

#### LB Transcriptome

The highest numbers of DEGs were identified in all pairwise comparisons of the 1^st^ stage, and in the 2^nd^ vs. 5^th^ stage comparison (all > 10,000 DEGs; Table 2). 

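In LB the youngest fruit differed most from later fruit. From S1 to S3 19487 unigenes were called, 5653 higher and 13834 lower at S3. From S1 to S4 there were 19145 (5887 higher and 13258 lower) and from S1 to S5 16170 (6187 and 9983). The S2 vs. S5 comparison gave 10431 DEGs (4692 and 5739), S2 vs. S4 7615 (2262 and 5353), S1 vs. S2 7019 (2771 and 4248) and S2 vs. S3 5869 (1359 and 4510). Alcohol dehydrogenase 3, of an enzyme family that interconverts alcohols and aldehydes, fell from a mean FPKM of 422 ± 64.1 (SD, n = 3) at S1 to 26 ± 6.18 at S2, a log2 difference of -4.01 (SE 0.52, limma adjusted p = 9.1e-06). The beta-glucosidase TRINITY_DN80120_c0_g1, of a family that frees aglycones from their glucosides, rose over the same step from 45.7 ± 2.79 to 399 ± 86.7 (log2 difference 3.09, SE 0.41, adjusted p = 1.1e-05). The paper's Table 2 has more up than down for S1 vs. S3, S1 vs. S4 and S1 vs. S5, unlike the split here. The excess of lower over higher unigenes depends on how libraries are scaled. With median-of-ratios scaling the share that was higher went from 29% to 42.6% for S1 vs. S3 and from 30.7% to 43% for S1 vs. S4. It went from 23.2% to 40.2% for S2 vs. S3 and from 29.7% to 43.1% for S2 vs. S4. Without the first LB library of S2 the S2 vs. S3 count was 3696.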

The smallest numbers were identified in 3^rd^ vs. 4^th^ and 4^th^ vs. 5^th^ stage comparisons (255–257). 

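From S3 to S4 of LB 300 unigenes were called, 120 higher and 180 lower at S4. From S4 to S5 1352 were called, 1001 higher and 351 lower in the ripe fruit. Of the 113 unigenes that the study assigns to phenylpropanoid biosynthesis, 111 were tested, and limma called 0 of them from S3 to S4, against 21 at an unadjusted p under 0.05 and 2 higher and 2 lower adjusted over the list alone. From S4 to S5 2 peroxidases, enzymes that polymerise lignin precursors in the cell wall, were higher. TRINITY_DN75475_c1_g2 rose from an FPKM of 5.39 ± 2.14 (SD, n = 3) to 24.5 ± 4.95, a log2 difference of 2.13 (SE 0.34, limma adjusted p = 0.00072). TRINITY_DN76654_c0_g1 rose from 0.497 ± 0.156 to 3.61 ± 0.493 (log2 difference 2.05, SE 0.24, adjusted p = 1.8e-05). The call of TRINITY_DN75475_c1_g2 is lost with an offset of 0.1 (2.22), and with only the 6 libraries compared limma called 0 phenylpropanoid unigenes at this step, with 17 at an unadjusted p under 0.05. DFR, the reductase that makes leucoanthocyanidins, was already down to 2.07 at S3 and 0.0667 at S4, a further difference of -2.04 that was not called (adjusted p = 0.053). After median-of-ratios scaling the S4 vs. S5 step gave 816 higher and 778 lower. Single libraries moved both counts, to 182 for S3 vs. S4 without the third library of S3 and to 769 for S4 vs. S5 without the third library of S5.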

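The level of 21573 unigenes in LB depended on the stage, and 61.2% of them had their highest mean early. The highest mean was at S1 for 10466, at S2 for 2746, at S3 for 2403, at S4 for 1916 and at S5 for 4042. The unigene HCT 2 (TRINITY_DN90116_c2_g1), a hydroxycinnamoyltransferase of the lignin branch, fell from 261 ± 79.4 FPKM (SD, n = 3) at S1 to 13.7 ± 2.23 at S5, a log2 difference of -4.17 (SE 0.51, limma adjusted p = 1e-06). The beta-glucosidase TRINITY_DN80120_c0_g1 went the other way and reached 1033 ± 236 at S5 (log2 difference from S1 4.46, SE 0.41, adjusted p = 1.3e-08). Of the 13212 unigenes with an early maximum 9218 differed at least 2-fold between the means of early and late stages, and of the 8361 with a late maximum 3833 did. The test was limma's F test over the 15 LB libraries at an adjusted p under 0.01, with an R2 of 0.7 or more. With median-of-ratios scaling, an alternative chosen after seeing the data, 52.1% had an early maximum.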

Heatmap analysis of DEGs in LB shows that fairly different sets of genes were highly upregulated in the early developmental stages (1 + 2) and in later stages (3 to 5) (Fig. 3A). Sample relatedness analysis indicates that the samples could be divided into two clades (stages 1 + 2 and 3 + 4 + 5), with the latter clade further subdivided into two clades: stages 3 + 4 and stage 5. 

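Within LB the 3 fruits of S1 separated from the other 12 first. The 3 fruits of S2 separated next from the 9 fruits of S3 to S5, and these then parted into 6 fruits of S3 and S4 and 3 fruits of S5. Every fruit stayed with its own stage, apart from S3 and S4, which formed 1 cluster. These clusters come from average linkage on 1 minus Pearson r over the stage-dependent unigenes of LB. Those unigenes were selected for their dependence on stage, which favours grouping by stage. With all 111217 tested unigenes the divisions of LB were the same. With complete linkage on the Euclidean distance of z-scores the first division put the 6 fruits of S1 and S2 on 1 side and the 9 fruits of S3 to S5 on the other. Clustering gives no p.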

Intraspecific KEGG functional classification analysis of these DEGs identified 15 pathways significantly (P < 0.05) differentially regulated among different developmental stages (Supplementary Dataset S2). Particularly strongly differentially regulated were ‘plant hormone signal transduction’, ‘phenylpropanoid biosynthesis (b.)’, ‘linoleic acid metabolism (m.)’, ‘starch and sucrose m.’, and ‘zeatin b.’ 

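In LB most calls among the readable unigenes of lipid oxidation, sugar use and hormone response fell before S3, which is the course of all unigenes, with 7019 and 5869 called at the steps before S3 and 300 and 1352 after. The study lists the DEGs of each pathway, and for the 4 pathways here 17 or 18 unigene names each could be read from the lists in its supplement, so the counts cover part of the lists, from 17 of 33 for linoleic acid metabolism to 18 of 156 for starch and sucrose metabolism. The study chose them on these libraries, so their number is not independent evidence of change. In linoleic acid metabolism 3 of 17 were lower at S2 than at S1 and 0 higher, and 9 were lower at S3 than at S2 and 0 higher by limma, with 13 at an unadjusted p under 0.05 at each step. TRINITY_DN100378_c2_g2 fell from an FPKM of 170 ± 13.7 (SD, n = 3) at S1 to 27.5 ± 6 at S2, a log2 difference of -2.63 (SE 0.52, limma adjusted p = 0.0012). TRINITY_DN95597_c14_g5 fell from 115 ± 28.5 at S2 to 3.13 ± 3.17 at S3 (-5.36, SE 0.98, adjusted p = 0.00069). In plant hormone signal transduction 4 of 18 were higher and 4 lower at S2, and in zeatin biosynthesis, the cytokinin pathway, 1 was higher and 5 lower. The zeatin unigene TRINITY_DN70125_c0_g3 rose from 3.72 ± 1.31 at S1 to 34 ± 9.1 at S2 (3.05, SE 0.65, adjusted p = 0.0022). The signalling unigene TRINITY_DN96146_c3_g3 rose from 6.23 ± 5.33 to 44.2 ± 8.99 (3.28, SE 0.58, adjusted p = 0.00033). Adjusted over the list alone, the S1 vs. S2 counts were 0 higher and 10 lower for linoleic acid, 5 and 5 for hormone signalling, and 1 and 7 for zeatin. The lists give no enzyme for these unigenes.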

(Fig. 3A).

**Table 2:** Total numbers of significantly regulated genes and metabolites in pairwise comparisons of developmental stages in the two studied species.

Stages	Transcriptome						Metabolome					
	*Lycium barbarum*			*Lycium ruthenicum*			*Lycium barbarum*			*Lycium ruthenicum*		
	All	Down	Up	All	Down	Up	All	Down	Up	All	Down	Up
1 vs 2	11327	5809	5518	966	159	807	117	35	82	117	36	81
1 vs 3	19590	9273	10317	7743	2979	4764	117	42	75	117	44	73
1 vs 4	13565	5293	8272	7047	2922	4125	117	38	79	119	39	80
1 vs 5	16066	6209	9857	9328	2970	6358	97	47	50	98	48	50
2 vs 3	8046	3787	4259	2574	1383	1191	100	57	43	102	59	43
2 vs 4	5528	1953	3575	2899	1703	1196	108	56	52	114	61	53
2 vs 5	11193	4406	6787	5973	2233	3740	129	87	42	133	90	43
3 vs 4	257	23	234	39	11	28	66	28	38	66	27	39
3 vs 5	5284	1611	3673	3111	1073	2038	102	66	36	105	67	38
4 vs 5	255	114	141	783	103	680	104	72	32	104	71	33

**Figure 3:**
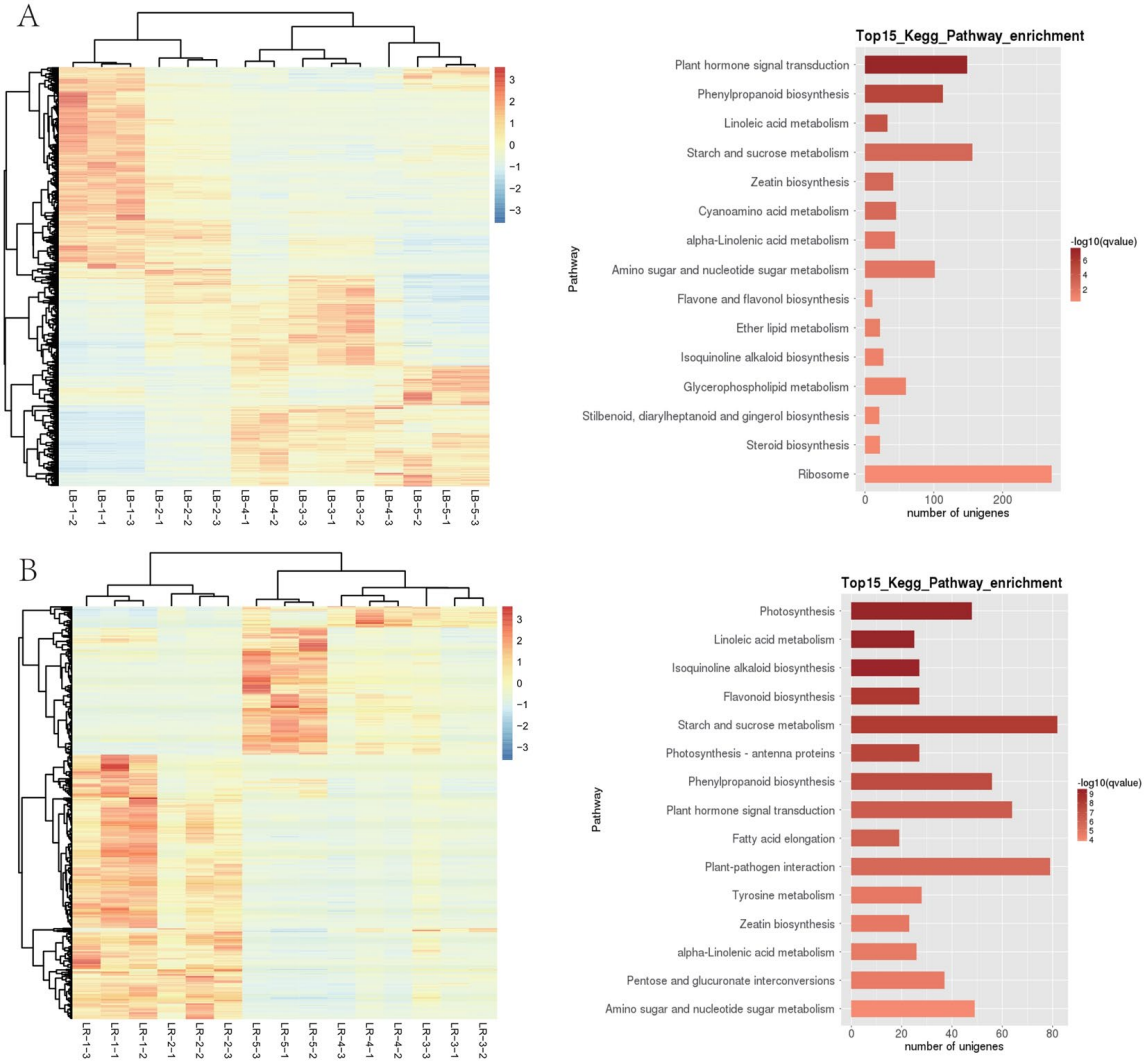
Heatmaps and functional pathway analyses of differentially expressed genes (DEGs) in *Lycium barbarum* (panel A) and *L. ruthenicum* (panel B) fruits. Heatmaps were generated by a hierarchical analysis of DEGs (y-axis) and individual samples (x-axis), where dendrograms above and left of the heatmap indicate relatedness of samples. Samples are labelled LB/R_1–5_1–3, where the species acronym (LB or LR) is followed by the developmental stage of fruit (1–5), and the sample number (1–3). Intraspecific KEGG pathway analyses of DEGs in all five developmental stages in the two species are shown to the right of the heatmaps. Only the top 15 enriched pathways are listed. q-value is an FDR-adjusted p-value.

For a more in-depth analysis of the data, we focused on the comparison of most significantly regulated pathways in successive developmental stages. In the first pairwise comparison (S1 vs S2), ‘phenylpropanoid b.’ was the most highly differentially regulated pathway, followed by ‘starch and sucrose m.’ (Fig. 4). Very large numbers of DEGs (>100) were identified in both pathways. 

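In LB the first step of ripening lowered most of the lignin-forming peroxidases and raised a group of beta-glucosidases. Of the 113 phenylpropanoid unigenes 16 were higher and 40 lower at S2 than at S1 (22 and 58 adjusted over the list alone). The study chose this list on the same libraries, so neither count is independent evidence. Among 31 peroxidases 16 were lower and 1 higher. The peroxidase TRINITY_DN76898_c0_g2 fell from an FPKM of 298 ± 73.6 (SD, n = 3) to 0.12 ± 0.0819, a log2 difference of -8.89 (SE 0.77, limma adjusted p = 2.5e-08). Of 10 cinnamyl-alcohol dehydrogenases, which make the monolignols, 8 were lower. Among 27 beta-glucosidases 10 were higher and 5 lower. TRINITY_DN80120_c0_g3 rose from 21.8 ± 24.2 to 2747 ± 663 (8.47, SE 1.23, adjusted p = 3.4e-05) and TRINITY_DN100868_c4_g2 rose to 2992 ± 611 (5.26, SE 0.52, adjusted p = 2.2e-07). Cinnamoyl-CoA reductase, the entry enzyme of lignin synthesis (TRINITY_DN84683_c0_g2), rose from 11.8 ± 7.56 to 140 ± 25.9 (3.75, SE 0.57, adjusted p = 6.3e-05). Of the 18 readable unigenes of starch and sucrose metabolism 8 were lower and 1 higher. TRINITY_DN71309_c3_g1 fell from 20.7 ± 6.72 to 0.157 ± 0.238 (-5.02, SE 0.47, adjusted p = 8.3e-08) and TRINITY_DN68847_c0_g1 from 307 ± 170 to 11.1 ± 15.7 (-5.63, SE 0.67, adjusted p = 2.8e-06).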

A similar result was observed in the following pairwise comparison, S2 vs. S3, but despite the fairly large number of DEGs (>80) ‘starch and sucrose m.’ exhibited somewhat lower q-value. 

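From S2 to S3 LB raised coniferyl-aldehyde dehydrogenases, 3 of 4 by limma, which turn coniferyl aldehyde into ferulic acid. TRINITY_DN91848_c1_g4 rose from an FPKM of 159 ± 54.5 (SD, n = 3) to 1868 ± 127, a log2 difference of 3.6 (SE 0.32, limma adjusted p = 7.1e-08). TRINITY_DN72438_c0_g2 rose from 209 ± 85.8 to 2164 ± 55.4 (3.45, SE 0.66, adjusted p = 0.001) and TRINITY_DN91848_c1_g2 from 93.54 ± 35.2 to 913.6 ± 191 (3.33, SE 0.57, adjusted p = 0.00037). TRINITY_DN91848_c1_g3 went from 123.8 ± 16 to 1379 ± 130 and was not called (3.48, SE 0.9, adjusted p = 0.013). The peroxidase TRINITY_DN75127_c1_g1 fell from 53.9 ± 15.2 to 1.54 ± 0.0702 (-4.7, SE 0.74, adjusted p = 0.00013). Of the 111 tested phenylpropanoid unigenes 9 were higher and 13 lower (15 and 28 adjusted over the list alone). With median-of-ratios scaling the counts were 12 and 11, so the larger number of lower unigenes depends on the scaling. Without single libraries the number called was 10 (LB2-1), 13 (LB2-2), 14 (LB3-1) and 13 (LB3-3). Among 18 unigenes of starch and sucrose metabolism 2 were higher and 3 lower (2 and 7 adjusted over the list alone). TRINITY_DN77404_c0_g2 fell from 60.6 ± 39.6 to 2.46 ± 0.302 (-4.19, SE 0.45, adjusted p = 1.3e-06).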

In the In the S3 vs. S4 comparison, ‘carbon fixation in photosynthetic, organisms’ was the most significantly regulated pathway, but the numbers of genes were much lower. 

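Between S3 and S4 of LB, limma called 0 of the readable unigenes of linoleic acid metabolism, starch and sucrose metabolism, hormone signal transduction and zeatin biosynthesis. At an unadjusted p under 0.05 there were 6 of 17, 3 of 18, 2 of 18 and 1 of 18. Adjusted over the list alone, 1 linoleic acid unigene was higher and 2 lower, and 0 of the others were called. The phenylpropanoid unigenes of coniferyl-aldehyde dehydrogenase and cinnamoyl-CoA reductase were not called either. Coniferyl-aldehyde dehydrogenase TRINITY_DN72438_c0_g2 was at an FPKM of 2289 ± 1060 (SD, n = 3) at S4, a log2 difference from S3 of -0.06 (SE 0.66, limma adjusted p = 1), and cinnamoyl-CoA reductase at 535 ± 124 (-0.11, SE 0.57, adjusted p = 1). The carbon fixation list could not be read and was not used here.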

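In ripening from S4 to S5 LB lowered the zeatin unigene TRINITY_DN70125_c0_g3 from an FPKM of 46.3 ± 17.4 (SD, n = 3) to 4.36 ± 1.39, a log2 difference of -3.24 (SE 0.65, limma adjusted p = 0.0053). It was the only called member of 18 read for zeatin biosynthesis. Among 18 for starch and sucrose metabolism 1 was called, TRINITY_DN83924_c3_g1, which rose from 7.22 ± 1.54 to 16.6 ± 0.996 (1.16, SE 0.24, adjusted p = 0.0072). Of 18 for hormone signal transduction 1 was called, TRINITY_DN89415_c0_g1, which rose from 8.02 ± 0.589 to 32.4 ± 1.79 (1.95, SE 0.41, adjusted p = 0.0081). In linoleic acid metabolism limma called 0 of 17, with 8 at an unadjusted p under 0.05 and 2 higher adjusted over the list alone. With median-of-ratios scaling the hormone unigene was not called. CHS, which makes the first flavonoid skeleton, went from 13.1 ± 15.6 to 39.3 ± 8.99 and was not called (2.27, SE 0.64, adjusted p = 0.049).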

In the last pair, S4 vs. S5, ‘zeatin b.’, flavonoid b.’, fatty acid b.’ and ‘galactose m.’ were the most significantly regulated pathways, but none of the pathways exhibited more than two DEGs.

**Figure 4:**
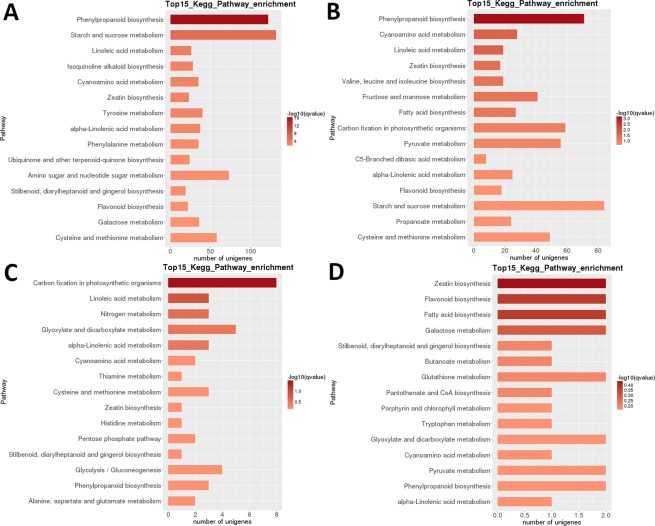
LB transcriptome: pairwise interstage KEGG metabolic pathway enrichment. (**A**) Stage 1 vs. stage 2. (**B**) Stage 2 vs. stage 3. (**C**) Stage 3 vs. stage 4. (**D**) Stage 4 vs. stage 5. Top 15 (or all if total <15) significantly enriched pathways are shown. Colour of the bar represents the magnitude of the q-value (an FDR-adjusted p-value). Colour chart is shown in the figure.

#### LB Metabolome

We conducted pairwise developmental stage comparisons to identify the enrichment of metabolites between all stage pairs. The number of differentially regulated metabolites in pairwise comparisons of developmental stages in LB varied from 66 (stages 3 vs 4) to 129 (stages 2 vs 5). The largest number in successive stage comparisons was observed between 1^st^ and 2^nd^ stage (117). These were assigned to a large number of pathways; with the largest number of metabolites assigned to ‘b. of secondary metabolites’ (also the lowest p-value), followed by ‘protein digestion and absorption’ and ‘b. of amino acids’ (Fig. 5; Supplementary Figures). In the successive stage pair comparison (S2 vs. S3), ‘ABC transporters’ was the most significantly enriched pathway, followed by ‘purine m.’. In the S3 vs. S4 pair comparison, ‘microbial m. in diverse environments’ was the most significantly enriched pathway, followed by ‘carbapenem m.’. In the S4 vs. S5 pair comparison, a relatively large number of pathways exhibited similar results (two metabolites and similar p-values), but notable is the appearance of ‘isoflavonoid b.’ and ‘flavonoid b.’ among them (Fig. 5; Supplementary Figures).

**Figure 5:**
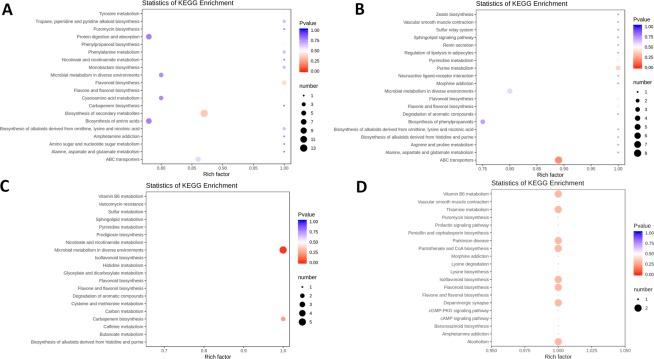
LB metabolomic data: pairwise interstage KEGG metabolic pathway enrichment. (**A**) Stage 1 vs. stage 2. (**B**) Stage 2 vs. stage 3. (**C**) Stage 3 vs. stage 4. (**D**) Stage 4 vs. stage 5. Rich factor is the ratio of the number of significantly regulated metabolites in the pathway and the total number of metabolites annotated in that pathway (range = 0 to 1.0). The size of the point represents the number of significantly enriched metabolites in the corresponding pathway, and the colour of the point represents the P-value (both legends shown in the figure).

As regards individual metabolites, in the S1 vs. S2 comparison, the list of metabolites upregulated in the S1 was topped by Trehalose, Glactinol and L-Malic acid (all ≈20 log2FC). Oleic acid, 2-Oxoadipic acid and Stearic acid were the most highly upregulated metabolites in S2 (all ≈15 to 18 log2FC). The list of most highly upregulated metabolites in S2 compared to S3 was topped by Dihydroxyacetone, LysoPC(18:1(9Z)), and Adenine (all ≈16 to 17.5 log2FC). The list of most highly upregulated metabolites in the S3 (compared to S2) was topped by Trehalose, Galactinol and L-Malic acid (all ≈19 to 20 log2FC). In the S3 vs. S4 comparison, the list of most highly upregulated metabolites in the S3 was topped by L-Malic acid, DL-Arginine and Oleic acid (all ≈18 to 19 log2FC), whereas the list of most highly upregulated metabolites in the S4 was topped by D-Mannose, N-Acetyllactosamine and LysoPC(18:1(9Z)) in LB (all ≈16 log2FC). In the S4 vs. S5 comparison, the list of most highly upregulated metabolites in the S4 was topped by Trehalose, Palmitic acid, N-Acetyllactosamine (all ≈17 to 18 log2FC) in LB. The list of most highly upregulated metabolites in the S5 was topped by L-Norleucine, Anthranilic acid (Vitamin L1) and DL-Arginine (all ≈16 to 18 log2FC) (Supplementary Dataset S3).

### *Lycium ruthenicum* (LR): pairwise interstage analyses

#### LR Transcriptome

Heatmap analysis of DEGs in LR shows that almost completely different sets of genes were highly upregulated in the early developmental stages (1 + 2) and in ripe fruit (stage 5), with an apparent transcriptomic reset occurring after the second stage (Fig. 3B). 

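In LR 5577 unigenes depended on the stage, and 70.6% of them had their highest mean at S1 or S2. The maximum lay at S1 for 2869, at S2 for 1067, at S3 for 90, at S4 for 254 and at S5 for 1297. The anthocyanin genes belong to the late side. CHS rose from an FPKM of 10.8 ± 4.38 (SD, n = 3) at S1 to 3414 ± 1610 at S5, a log2 difference of 8.21 (SE 0.64, limma adjusted p = 3.5e-09), and LDOX from 12.4 ± 7.74 to 2948 ± 706 (7.96, SE 0.55, adjusted p = 3.9e-10). HCT 2, the lignin-branch transferase, fell from 103 ± 6.31 to 11.6 ± 7.41 (-3.29, SE 0.51, adjusted p = 5.5e-05). Of the 3936 unigenes with an early maximum 3591 differed at least 2-fold between early and late means, and of the 1641 with a late maximum 1172 did. Single LR libraries moved the count, to 3383 and 2999 without the first or second of S1, 3411 without the second of S4, and 3360 and 3368 without the first or second of S5. With median-of-ratios scaling, chosen after seeing the data, 54.7% had an early maximum. The paper describes an apparent transcriptomic reset after S2 from its heatmap of these DEGs.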

Sample relatedness analysis indicates that the samples could be divided into two clades (stages 1 + 2 and 3 + 4 + 5), with the latter clade further subdivided into two clades: stages 3 + 4 and stage 5. 

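The 6 LR fruits of S1 and S2 parted from the 9 fruits of S3 to S5, and these parted into 6 fruits of S3 and S4 and 3 fruits of S5. In a division into 4, the 3 fruits of S1 and the 3 fruits of S2 separated, while S3 and S4 still formed 1 cluster. Complete linkage on Euclidean distance gave the same divisions of LR. Both rest on the stage-dependent unigenes, whose selection favours grouping by stage. When all 111217 unigenes were used in place of the stage-dependent ones, the first division was the same, the first fruit of S2 then stood alone, and the third fruit of S5 joined those of S3 and S4.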

Intraspecific KEGG functional classification analysis of these DEGs identified 35 pathways significantly (P < 0.05) differentially regulated among different developmental stages (Supplementary Dataset S2). 

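From S2 to S3 of LR some photosynthesis unigenes were called lower and some of flavone and flavonol biosynthesis and of galactose metabolism higher. The calls of this step rest on single libraries, since the count over all unigenes was 2231, and 3951, 877, 1327, 1024, 1173 and 4342 without LR2-1, LR2-2, LR2-3, LR3-1, LR3-2 or LR3-3. Of 18 photosynthesis unigenes read from the study's list 7 were lower and 0 higher by limma, and all 18 had an unadjusted p under 0.05. TRINITY_DN67072_c2_g3 fell from an FPKM of 19.2 ± 7.23 (SD, n = 3) to 2.19 ± 0.693, a log2 difference of -2.84 (SE 0.33, limma adjusted p = 1.4e-05). Of 18 antenna proteins, which bind chlorophyll, 7 were lower, among them TRINITY_DN71505_c0_g1 from 20.1 ± 2.18 to 2.13 ± 1.3 (-3.07, SE 0.43, adjusted p = 0.00014). In flavone and flavonol biosynthesis 5 of 7 were higher, among them TRINITY_DN82043_c1_g1 from 0.96 ± 0.195 to 18.4 ± 15.2 (3.42, SE 0.47, adjusted p = 0.00012). In galactose metabolism 6 of 18 were higher, and TRINITY_DN94597_c1_g1 rose from 11 ± 5.31 to 421 ± 175 (5.22, SE 0.77, adjusted p = 0.00026). In starch and sucrose metabolism 2 of 18 were higher and 2 lower, and in pentose and glucuronate interconversions 3 of 18 were lower. Whether the lists differ from each other was not tested. Adjusted over the list alone, 17 photosynthesis and 16 antenna unigenes were lower. The study picked these lists from the same libraries and only part of each could be read, 18 of 48 for photosynthesis. In median-of-ratios scaling 5 photosynthesis unigenes stayed lower and 0 were higher. The median of the tested unigenes above 0 in every library moved from -0.47 to 0, which that scaling brings about by design.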

Particularly strongly differentially regulated were ‘photosynthesis’, ‘linoleic acid m.’, ‘isoquinoline alkaloid b.’, ‘flavonoid b.’ and ‘starch and sucrose m’ (Fig. 3B). The highest numbers of DEGs were identified in most pairwise comparisons of the stage 1 (1 vs. 2 was an exception), and in the stage 2 vs. 5 comparison (all >5,000 DEGs; Table 2). 

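LR fruit changed most between its early and its late stages. From S1 to S4 12224 unigenes were called, 1882 higher and 10342 lower at S4. From S1 to S5 there were 9304 (3304 higher and 6000 lower), from S2 to S4 7480 (1050 and 6430), from S1 to S3 7438 (1370 and 6068) and from S2 to S5 7329 (2881 and 4448). Among the genes the paper names, DFR rose from an FPKM of 125 ± 51.1 (SD, n = 3) at S1 to 1662 ± 202 at S5, a log2 difference of 3.82 (SE 0.5, limma adjusted p = 6.2e-06). OMT, which methylates flavonoids, rose from 113 ± 12.2 to 10240 ± 969 (6.49, SE 0.74, adjusted p = 1e-06). The paper's Table 2 has more up than down for S1 vs. S3, S1 vs. S4, S1 vs. S5 and S2 vs. S5, unlike the split here. The excess of lower unigenes depends on the scaling. In the tested unigenes above 0 in every library the median log2 difference was -0.51 for S1 vs. S3, -0.65 for S1 vs. S4 and -0.61 for S2 vs. S4 in FPKM, and 0.01, 0.04 and 0.02 after median-of-ratios scaling. That scaling brings these medians near 0 by design, since it is computed over unigenes above 0 in every library. The scaled counts were 2742 higher and 3876 lower for S1 vs. S3, 4046 and 5701 for S1 vs. S4 and 2504 and 3209 for S2 vs. S4. Without single libraries the S1 vs. S3 count was 4530 (LR1-2 left out), 4356 (LR3-1), 4514 (LR3-2) and 11273 (LR3-3). The S2 vs. S4 count was 3862 (LR2-2), 4878 (LR2-3), 4352 (LR4-2) and 3855 (LR4-3).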

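Between S3 and S4 of LR 61 unigenes were called, 30 higher and 31 lower at S4, fewer than at any other step in FPKM. With library quality weights the S3 vs. S4 count was 1300 and the S1 vs. S2 count 519, so which step has the fewest calls depends on the setting. DFR was at an FPKM of 195 ± 57.2 (SD, n = 3) at S3 and 631 ± 107 at S4 and was not called (log2 difference 1.72, SE 0.5, limma adjusted p = 0.29). CHS (1.9, SE 0.64, adjusted p = 0.44) and LDOX (1.78, SE 0.55, adjusted p = 0.35) were not called either. The other successive steps gave 518 from S1 to S2 (145 higher and 373 lower), 2231 from S2 to S3 (434 and 1797) and 2834 from S4 to S5 (2620 and 214). The counts of LR rest on single libraries more than those of LB. The S3 vs. S4 count was 136 without LR3-3 and 124 without LR4-1, and the S1 vs. S2 count was 863 without LR2-3. The S2 vs. S3 count was 3951 without LR2-1, 877 without LR2-2, 1327 without LR2-3, 1024 without LR3-1, 1173 without LR3-2 and 4342 without LR3-3. After median-of-ratios scaling the S3 vs. S4 count was 206 and the S2 vs. S3 split was 997 higher and 1109 lower.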

By far the smallest number was identified in the S3 vs. S4 comparison (39). In the S1 vs S2 pairwise comparison, ‘amino sugar and nucleotide sugar m.’ was the most highly differentially regulated pathway, followed by ‘linoleic acid m.’ 

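From S1 to S2 of LR a few unigenes of starch use, pathogen response and hormone response were called lower. The plant-pathogen unigene TRINITY_DN95128_c2_g1 was tied here to the paper's EIX receptor 1/2 by its fold changes. It fell from an FPKM of 24.5 ± 4.1 (SD, n = 3) to 4.39 ± 3.02, a log2 difference of -2.54 (SE 0.35, limma adjusted p = 0.00021). The starch unigene TRINITY_DN71309_c3_g1 fell from 13.8 ± 9.16 to 1.32 ± 1.1 (-2.98, SE 0.47, adjusted p = 0.0011), and the hormone-signalling unigene TRINITY_DN68385_c5_g2 from 7.78 ± 2.69 to 0.35 ± 0.474 (-3.36, SE 0.35, adjusted p = 4.4e-06). Counts of lower unigenes were 3 of 17 tested for plant-pathogen interaction, 3 of 18 for hormone signalling and 2 of 18 for starch and sucrose metabolism. In amino sugar and nucleotide sugar metabolism 1 of 18 was lower (1 higher and 5 lower adjusted over the list alone). In linoleic acid metabolism limma called 0 of 17, with 2 at an unadjusted p under 0.05 and 1 lower adjusted over the list alone. The lists hold up to 82 members in the study, of which 17 or 18 could be read. The study picked them from these libraries, so the counts are not independent evidence. Over all unigenes 518 were called at this step. With only the 6 libraries compared limma called 0, with 5878 at an unadjusted p under 0.05. With the replicate number as a block, in a fit to the 15 LR libraries, it called 49.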

(Fig. 6). 

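At the S2 to S3 step of LR limma called 4 unigenes of an alkaloid list lower, and CHS and 7 beta-glucosidases higher. In isoquinoline alkaloid biosynthesis 4 of 17 were lower and in tyrosine metabolism, which shares members with it, 4 of 17 (1 higher and 12 lower, and 1 and 11, adjusted over the list alone). TRINITY_DN90545_c0_g1 of the alkaloid list fell from an FPKM of 19.3 ± 8.56 (SD, n = 3) to 1.72 ± 1.17, a log2 difference of -3.18 (SE 0.51, limma adjusted p = 6e-04). In flavonoid biosynthesis the median log2 difference of the 18 was -1.15 (3 higher and 2 lower adjusted over the list alone), and 2 were called higher, CHS from 16.9 ± 8.92 to 252 ± 221 (3.62, SE 0.64, adjusted p = 0.0014) and TRINITY_DN69258_c7_g1 from 46.2 ± 10.2 to 367 ± 233 (2.82, SE 0.5, adjusted p = 0.0015). The call of CHS is lost without the second library of S2 (log2 difference 3.31). Of the 111 tested phenylpropanoid unigenes 9 were higher and 14 lower, and 10 and 10 with median-of-ratios scaling. Among the beta-glucosidases 7 were higher and 1 lower. TRINITY_DN80120_c0_g3 rose from 10.9 ± 18.9 to 669 ± 407 (8.2, SE 1.23, adjusted p = 0.00028) and TRINITY_DN100868_c4_g2 from 32 ± 25.9 to 690 ± 339 (4.73, SE 0.52, adjusted p = 8.3e-06). Among the peroxidases 10 were lower and 0 higher by limma. Starch and sucrose metabolism had 2 higher and 2 lower of 18. TRINITY_DN68847_c0_g1 fell from 138 ± 125 to 1.97 ± 0.768 (-5.48, SE 0.67, adjusted p = 3.4e-05). Without single libraries the number of phenylpropanoid unigenes called was 8 (LR2-2), 13 (LR2-3), 12 (LR3-1) and 11 (LR3-2). With the replicate number as a block, in a fit to the 15 LR libraries, limma called 0 of them. There 53 had an unadjusted p under 0.05, and 15 were called adjusted over the list alone.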

In the S2 vs. S3 pairwise comparison, the most significantly differentially regulated pathways were ‘isoquinoline alkaloid b.’, ‘tyrosine m.’, ‘phenylpropanoid b’, and ‘flavonoid b.’. In both pairwise comparisons, the highest number of DEGs (>15 and >35 respectively) was identified in the ‘starch and sucrose m.’. In the S3 vs. S4 comparison, ‘(alpha-)linoleic acid m.’ was the most significantly regulated pathway, but the numbers of genes were much lower. 

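From S3 to S4 of LR, limma called 0 of 17 unigenes of linoleic acid metabolism and 0 of 17 of alpha-linolenic acid metabolism. At an unadjusted p under 0.05 there were 13 and 10. Adjusted over the list alone, 12 linoleic acid unigenes were lower, and 1 alpha-linolenic acid unigene was higher and 5 were lower. Such lists were chosen by the study because their members changed in these libraries. The beta-glucosidase TRINITY_DN80120_c0_g1 was at an FPKM of 148 ± 84.3 (SD, n = 3) at S3 and 241 ± 43.2 at S4 (log2 difference 0.83, SE 0.41, limma adjusted p = 0.87).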

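In FPKM, single phenylpropanoid unigenes of LR were higher at S5 than at S4, and these calls depend on the scaling and on how many libraries are used. Cinnamoyl-CoA reductase (TRINITY_DN84683_c0_g2) rose from an FPKM of 15 ± 1.34 (SD, n = 3) at S4 to 98.7 ± 8.42 at S5, a log2 difference of 2.68 (SE 0.57, limma adjusted p = 0.0062). Beta-glucosidase TRINITY_DN80120_c0_g2 rose from 39.4 ± 3.85 to 186 ± 6.06 (2.22, SE 0.49, adjusted p = 0.007) and TRINITY_DN80120_c0_g1 from 241 ± 43.2 to 852 ± 116 (1.82, SE 0.41, adjusted p = 0.0082). In all, 6 phenylpropanoid unigenes were higher and 1 lower (8 and 2 adjusted over the list alone). In linoleic acid metabolism 1 of 17 was higher and 2 lower. TRINITY_DN70017_c0_g1 rose from 0.72 ± 0.468 to 11.7 ± 9.34 (3.12, SE 0.43, adjusted p = 0.00016), and TRINITY_DN97261_c3_g2 fell from 38.1 ± 31.8 to 4.72 ± 3.21 (-2.73, SE 0.49, adjusted p = 0.002). The phenylpropanoid direction flips with median-of-ratios scaling, to 1 higher and 3 lower, and only 2 were called without the second or the third library of S4 and 1 without the first or the second of S5. With that scaling cinnamoyl-CoA reductase TRINITY_DN84683_c0_g2 (1.93), TRINITY_DN80120_c0_g2 (1.47) and TRINITY_DN80120_c0_g1 (1.06) lose their calls. The first also loses it without any single library of the step, and the other 2 without any but LR4-1. The libraries of the first were at 14.77, 16.45 and 13.81 at S4 and at 104.19, 102.99 and 89.04 at S5. No 1 library carries its difference, so these lost calls go with the smaller sample. The median of the tested unigenes above 0 in every library was 0.65 higher at S5 in FPKM and 0 after scaling, which sets it near 0 by design.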

In the S4 vs. S5 comparison, ‘phenylpropanoid b’ (also the largest number of DEGs), and ‘linoleic acid m.’ were the most significantly regulated pathways.

**Figure 6:**
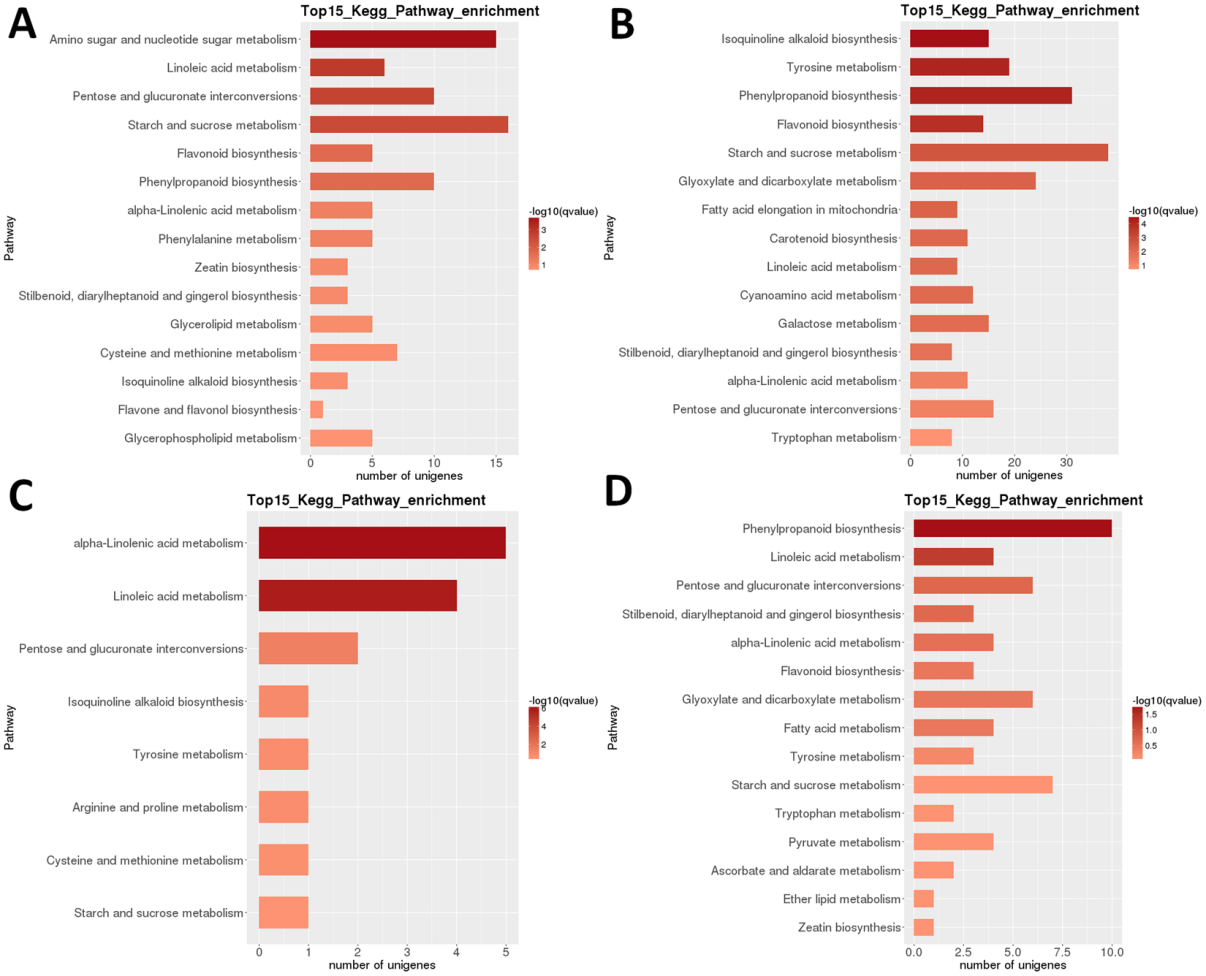
LR transcriptome: pairwise interstage KEGG metabolic pathway enrichment. (**A**) Stage 1 vs. stage 2. (**B**) Stage 2 vs. stage 3. (**C**) Stage 3 vs. stage 4. (**D**) Stage 4 vs. stage 5. Top 15 (or all if total <15) significantly enriched pathways are shown. Colour of the bar represents the magnitude of the q-value (an FDR-adjusted p-value, colour chart shown in the figure).

#### LR Metabolome

The number of differentially regulated metabolites in pairwise comparisons of developmental stages in LR varied from 66 (stages 3 vs 4) to 133 (stages 2 vs 5) (Supplementary Dataset S3). In successive stage comparisons, the largest number was observed between 1^st^ and 2^nd^ stage (117). These were assigned to a large number of pathways; with the largest number of metabolites assigned to ‘b of secondary metabolites’, followed by ‘protein digestion and absorption’, ‘b. of amino acids’, and ‘flavonoid b’. In the S2 vs. S3 comparison, ‘ABC transporters’ was the most significantly enriched pathway, followed by ‘purine m’. In the S3 vs. S4 pair comparison, ‘microbial m. in diverse environments’ was the most significantly enriched pathway, followed by ‘carbapenem m.’. In the S4 vs. S5 pair comparison, a relatively large number of pathways exhibited similar results (2 metabolites and similar p-values), but notable is the appearance of ‘isoflavonoid b.’ and ‘flavonoid b.’ among them (Fig. 7; Supplementary Figures).

**Figure 7:**
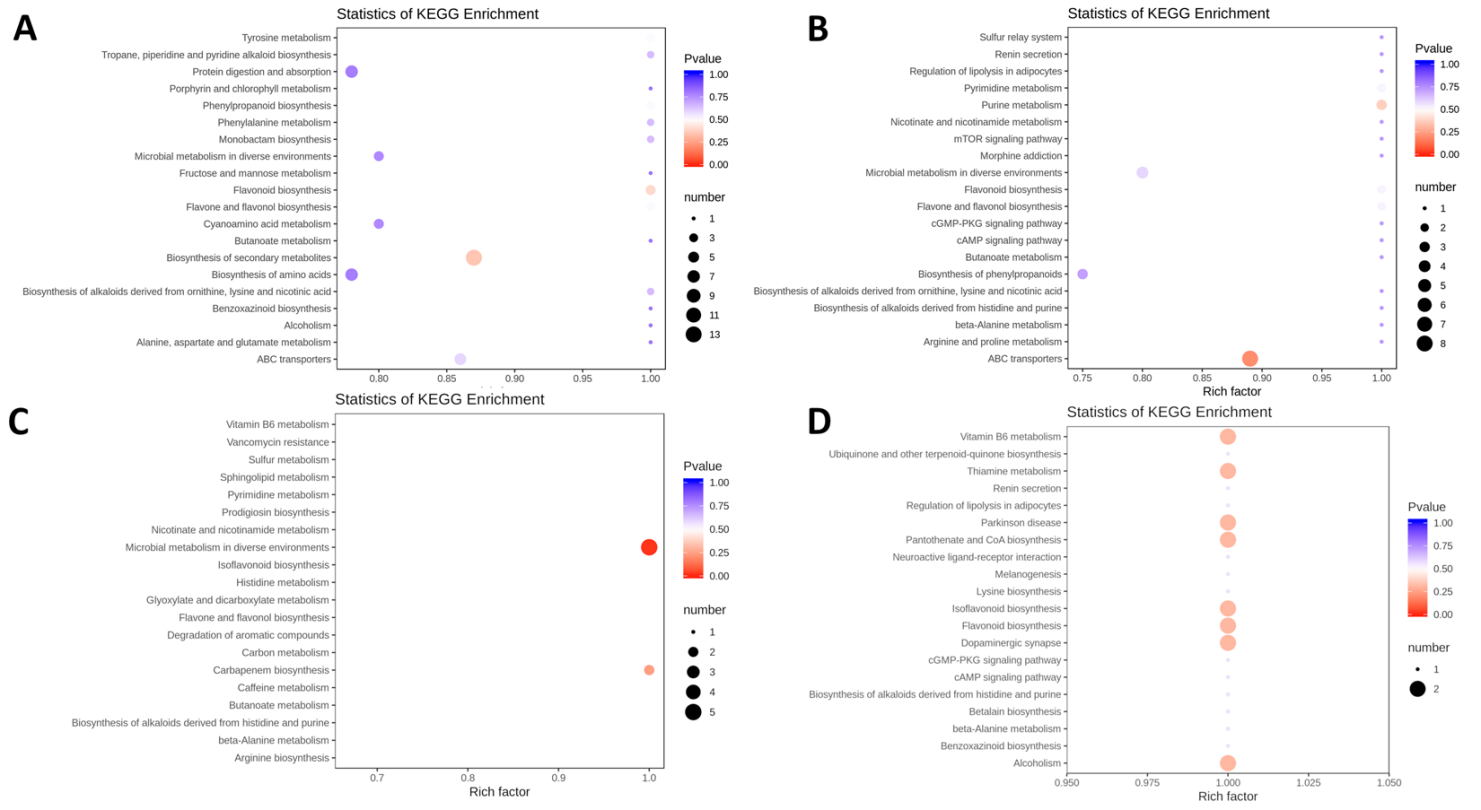
LR metabolomic data: pairwise interstage KEGG metabolic pathway enrichment. (**A**) Stage 1 vs. stage 2. (**B**) Stage 2 vs. stage 3. (**C**) Stage 3 vs. stage 4. (**D**) Stage 4 vs. stage 5. Rich factor is the ratio of the number of significantly regulated metabolites in the pathway and the total number of metabolites annotated in that pathway (range = 0 to 1.0). The size of the point represents the number of significantly enriched metabolites in the corresponding pathway, and the colour of the point represents the P-value (both legends shown in the figure).

As regards individual metabolites (Supplementary dataset S3), in the S1 vs. S2 comparison, the list of metabolites upregulated in the S1 was topped by Trehalose, Galactinol and L-Malic acid (≈19–21 log2FC), whereas Oleic acid, 2-Oxoadipic acid and Stearic acid were the most highly upregulated metabolites in S2 (≈15–18 log2FC). In the S2 vs. S3 comparison, Dihydroxyacetone, Indoxyl sulphate and N-Acetyllactosamine were most highly upregulated metabolites in the S2 (≈17–19.5 log2FC), and Trehalose, Galactinol and L-Malic acid (≈19–21 log2FC) in the S3. In the S3 vs. S4 comparison, L-Malic acid, DL-Arginine and Oleic acid were upregulated in the S3 (≈16–19 log2FC), and 1,7-Dimethylxanthine, D-Mannose and N-Acetyllactosamine (≈15–17 log2FC) in the S4. In the S4 vs. S5 comparison, Flavin mononucleotide, Trehalose and Isoferulic acid were upregulated in the S4 (≈18–20 log2FC), whereas PG(16:0/18:1(9Z)), D-Proline, and DL-Arginine were most highly upregulated (all ≈16 to 18 log2FC) metabolites.

### Interspecific comparative analysis of DEGs at different developmental stages

#### Total DEGs during the fruit development

Interspecific pairwise stage comparison (LR1 vs. LB1, LR2 vs.LB2, etc.) shows that 928 DEGs were shared by all five pairs (Fig. 8A). 

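The fruits of LR and LB differed in 14985 unigenes at all 5 stages in the same direction, 5431 higher and 9554 lower in LR. If the lists of the 5 stages were independent, 50.9 would be shared. They compare the same species on 1 assembly in 1 fit and could not be independent, so the gap is not evidence. At 1 stage or more 64918 unigenes were called, and 811 of these were higher at some stages and lower at others. Among named genes, the unigenes of phosphoglycerate kinase, an enzyme of glycolysis, and RPM1, a disease resistance protein, were higher in LR at all 5 stages. Both were at or near 0 in LB, and LB copies assembled as separate unigenes stay open. Phenylalanine ammonia-lyase TRINITY_DN66948_c1_g4, which opens the phenylpropanoid pathway, was higher in LR by 1.77 on the log2 scale at S1, 2.59 at S2, 3.24 at S3, 3.74 at S4 and 4.02 at S5 (SE 0.44 each, limma adjusted p from 0.0021 to 5.5e-08). Its FPKM at S5 was 110 ± 71.7 (SD, n = 3) in LR and 5.44 ± 0.506 in LB. Without any single library the shared count stayed between 14077 and 14740.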

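LR and LB differed in a similar number of unigenes at each stage. The counts were 34383 at S1, 34176 at S2, 35605 at S3, 36947 at S4 and 36825 at S5, of 111217 tested with limma. Many of these unigenes were listed at 0 in all 3 libraries of the other species. At S1 this held for 5961 of the 11509 higher in LR and for 8840 of the 22874 lower. At S5 it held for 6730 of 13517 and 8032 of 23308. Called at 1 stage only were 5820 at S1, 3585 at S2, 2777 at S3, 3174 at S4 and 5100 at S5. The coniferyl-aldehyde dehydrogenase TRINITY_DN72438_c0_g2 differed most at S3, where its FPKM was 4.21 ± 3.29 (SD, n = 3) in LR, a log2 difference of -9.22 (SE 0.66, limma adjusted p = 5.2e-11). DFR differed by 0.22 at S2 (adjusted p = 0.77) and by 6.37 at S3 (adjusted p = 2.6e-10).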

The highest number of DEGs was identified in stage 3 (3989), and the lowest in stage 4 (2825) (Fig. 8B); whereas the highest numbers of DEGs unique to a pair were observed in stages 3 (574), 1 and 5 (both 554), and the lowest in stage 4 (126) (Fig. 8A). The numbers of up- and down-regulated DEGs were relatively similar in each of the pairwise stage comparisons; e.g., in stage 5, 1668 DEGs were upregulated and 1670 DEGs were downregulated in LR in comparison to LB (Fig. 8B). However, in the other four stages the number of upregulated genes was slightly (93 to 189 DEGs) higher.

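More unigenes were lower than higher in LR at every stage, and this split depends on how the libraries are scaled. In FPKM 11509 were higher and 22874 lower at S1, 12408 and 21768 at S2, 11656 and 23949 at S3, 9697 and 27250 at S4, and 13517 and 23308 at S5. With median-of-ratios scaling the counts were 13751 and 15609 at S1, 15073 and 15458 at S2, 18180 and 16320 at S3, 16783 and 16747 at S4, and 16198 and 18203 at S5. Among the tested unigenes above 0 in all 30 libraries the median log2 difference in FPKM was -0.55, -0.52, -0.73, -0.93 and -0.42 from S1 to S5, and between -0.02 and 0.02 after scaling. The scaling is computed over unigenes above 0 in all 30 libraries, so it brings this median near 0 by design. The differences of single genes given for LR against LB carry this shift. OMT, the flavonoid methyltransferase, was 14.06 higher in LR at S5 (SE 0.74, limma adjusted p = 1.7e-13) and cinnamoyl-CoA reductase 6.56 lower at S3 (-6.56, SE 0.57, adjusted p = 1.7e-09), both far beyond it.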

**Figure 8:**
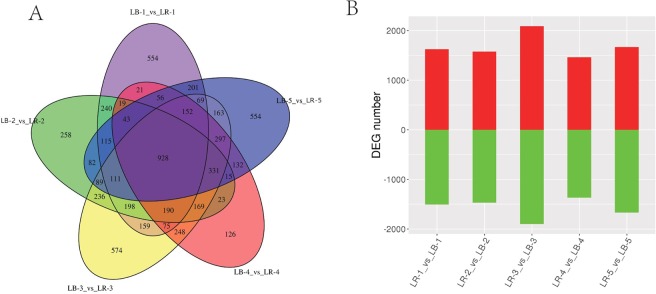
Genes differentially expressed (DEGs) between fruits of *L. barbarum* (LB) and *L. ruthenicum* (LR). (**A**) Detailed stagewise (1 to 5) comparisons (LB vs. LR). (**B**) The number of upregulated (red) and downregulated (green) DEGs in LR in comparison to LB in five studied developmental stages.

#### Transcriptome – pathways

Heatmap analysis of DEGs indicates that the fruits of two species exhibit very different gene expression profiles during all developmental stages, but biological replicates exhibited very similar profiles, indicating a limited amount of individual variability in each developmental stage (Supplementary Figures: Fig. S9). 

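Each LR library was farther from every LB library than from any LR library. Between LR and LB fruit of the same stage the median r of log2 (FPKM + 0.5) was 0.62, with a range of 0.578 to 0.661 over 45 pairs, below the lowest value within LB, 0.716, or within LR, 0.767, at different stages. Within groups, the median r was lowest for LR fruit of S2, at 0.865, and highest for LB fruit of S3, at 0.923. Replicates still differed in single genes. Chitinase in LR at S1 was at an FPKM of 19.15, 13.32 and 94.92 in the 3 fruits, and CHS in LR at S3 at 252 ± 221 (SD, n = 3).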

Comparative analysis of KEGG pathway enrichment shows that only some pathways were consistently highly enriched (in terms of gene regulation) in LR in comparison to LB throughout all five developmental stages (Fig. 9). Notably, plant hormone signal transduction (2^nd^-highest in S1, 8^th^-highest in S2, the highest in S3, S4 and S5) and plant-pathogen interaction (the highest in S1, 3^rd^-highest in S2, 2^nd^-highest in S3, 4^th^-highest in S4, and 15^th^-highest in S5) were relatively highly upregulated in all stages. 

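Members of the hormone, pathogen and phenylpropanoid pathways went both ways between LR and LB. Of 18 hormone-signalling unigenes 5 were higher and 3 lower in LR at S1, 3 and 5 at S2, 3 and 6 at S3, 2 and 5 at S4, and 4 and 3 at S5. With median-of-ratios scaling more were higher than lower at S3 (5 and 3) and S4 (4 and 2). Of 18 plant-pathogen unigenes, of which 17 were tested, 6 were higher and 1 lower at S1, 5 and 2 at S2, 5 and 2 at S3, 4 and 2 at S4, and 4 and 1 at S5. The study drew both lists from changes between stages of LR, which favours unigenes that LR expresses. Their excess of higher ones is thus not independent evidence. Of the hormone list 18 of 64 members could be read, and of the plant-pathogen list 18 of 79. Of the 113 phenylpropanoid unigenes 3 were higher and 41 lower at S1, 16 and 33 at S2, 16 and 33 at S3, 15 and 32 at S4, and 16 and 30 at S5. The study's phenylpropanoid list from stages of LB has 113 members, and that from LR has 56. A list drawn from LB favours unigenes that LB expresses, so the excess of lower ones is not independent evidence. After scaling the later stages of the list of 113 were near balance, with 24 and 26 at S2, 32 and 26 at S3, 29 and 26 at S4 and 25 and 23 at S5, while S1 kept 3 and 28. Of 18 unigenes read from the LR list 2 were higher and 1 lower in LR at S1 and 8 and 3 at S2. The counts were 5 and 5 at S3, 3 and 4 at S4, and 4 and 2 at S5. That list favours unigenes that LR expresses. Of 4 phenylalanine ammonia-lyases 1 was higher in LR at S1, 3 at S2, 4 at S3, 3 at S4 and 3 at S5. All 4 coniferyl-aldehyde dehydrogenases were lower from S2 on, and TRINITY_DN91848_c1_g4 had an FPKM of 26.1 ± 15.9 (SD, n = 3) in LR at S3 and a log2 difference of -6.3. Of 27 beta-glucosidases 14 were lower in LR at S1, 17 at S2, 14 at S3, 13 at S4 and 11 at S5, and 2 were higher at S4 and 3 at S5. At S2 TRINITY_DN100868_c4_g2 was at -6.94 (SE 0.52, limma adjusted p = 1.2e-10). In LR against LB at S3, 3 of 8 4-coumarate-CoA ligases, which activate cinnamic acids, were higher and 1 lower by limma, and at S5 4 were higher and 1 lower. Of 2 trans-cinnamate 4-monooxygenases, the next enzyme after phenylalanine ammonia-lyase, 1 was higher in LR from S3 to S5. Cinnamoyl-CoA reductase was lower in LR from S2 to S5, with log2 differences of -2.94 (SE 0.57, limma adjusted p = 2e-04), -6.56, -5.09 and -2.6. The ubiquinone list could not be read and was not used here.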

Phenylpropanoid biosynthesis (not in top 15 in S1, the highest in S2, 3^rd^-highest in S3, 7^th^-highest in S4, 11^th^-highest in S5), ubiquinone and other terpenoid-quinone biosynthesis (not in top 15 in S1, 6^th^-highest in S2, 7^th^-highest in S3, 2^nd^-highest in S4, 6^th^-highest in S5) were also relatively highly upregulated in all stages except the first one. Flavonoid biosynthesis pathway was not highly enriched in early stages (not in top 15 in S1, 14^th^-highest in S2), and highly enriched in late stages (3^rd^ to 4^th^-highest during stages 3 to 5). (alpha-)Linoleic acid metabolism was highly enriched in middle stages (9^th^-highest in S1, 2^nd^-highest in S2, 5^th^ and 6^th^-highest in S3, 8^th^-highest in S4, not in top 15 in S5).

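Of 18 flavonoid unigenes read from the study's LR list 1 was higher in LR and 0 lower at S1, 2 and 0 at S2, 7 and 1 at S3, 9 and 1 at S4, and 6 and 0 at S5. From S3 to S5 10, 8 and 12 of the 18 were not called. With median-of-ratios scaling 14 were higher and 0 lower at S3, and 10 and 0 at S4. The late minus early change of the difference between LR and LB was past the threshold in 7, all upward, by limma. In flavone and flavonol biosynthesis 4 of 7 were higher and 1 lower at S3, 5 and 1 at S4, and 5 and 0 at S5. In linoleic acid metabolism 1 of 17 was higher and 3 lower at S1, 2 and 0 at S2, 11 and 0 at S3, 4 and 3 at S4, and 2 and 6 at S5. In alpha-linolenic acid metabolism 9 of 17 were higher and 3 lower at S3. The S3 directions of linoleic acid metabolism held under scaling, with 12 higher and 0 lower, and the S1 direction flipped to 2 higher and 1 lower. These lists were made by the study from changes between stages of LR, and 18 of 27 flavonoid and 17 of 25 linoleic acid members could be read.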

**Figure 9:**
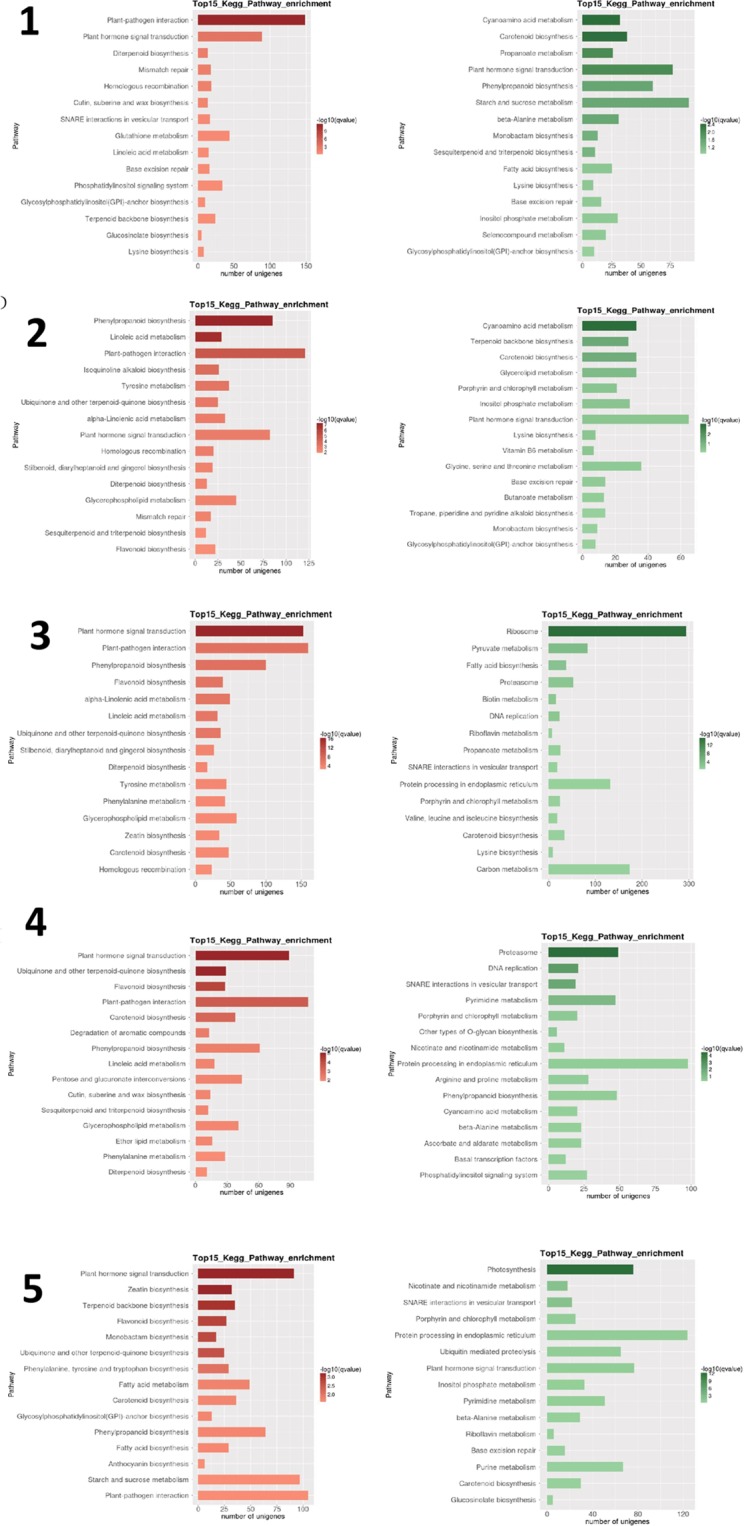
Comparative analysis of KEGG metabolic pathway enrichment. The top 15 pathways enriched in *L. ruthenicum* in comparison to *L. barbarum* are shown on the left (red), and the ones enriched in *L. barbarum* in comparison to *L. ruthenicum* on the right (green). Developmental stages (1–5) are indicated in the figure. q-value is an FDR-adjusted p-value.

Among the pathways downregulated in *L. ruthenicum* in comparison to *L. barbarum* (Fig. 9) notable changes were observed between the early stages (1 and 2), when cyanoamino acid metabolism and carotenoid biosynthesis were most highly downregulated, and late stages (4 and 5), when SNARE interactions in vesicular transport, nicotinate and nicotinamide metabolism, and porphyrin and chlorophyll metabolism were consistently relatively highly downregulated.

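In cyanoamino acid metabolism, a list with many beta-glucosidases, LR was lower in 5 of 17 unigenes and higher in 1 at S1. At S2 11 were lower and 0 higher by limma, of 13 at an unadjusted p under 0.05. At S3 8 were lower and 0 higher, at S4 6 and 1, and at S5 3 and 3. With median-of-ratios scaling the S4 counts became 4 lower and 4 higher. The beta-glucosidase TRINITY_DN80120_c0_g1 was lower in LR by 3.1 at S1 (log2 difference -3.1, SE 0.41, limma adjusted p = 1.2e-06), and its differences were -4.63 at S2 (adjusted p = 2e-09), -2.96 at S3 (adjusted p = 2.4e-06), -2.01 at S4 (adjusted p = 0.00029) and -0.26 at S5, where it was not called. The call at S4 is lost with median-of-ratios scaling (-0.92). In carotenoid biosynthesis 3 of 18 were higher and 4 lower in LR at S1, 1 and 2 at S2, 5 and 2 at S3, 6 and 4 at S4, and 7 and 7 at S5. With scaling 4 were higher and 2 lower at S1 and 2 and 2 at S2, so their early direction rests on the scaling. The study drew the cyanoamino and carotenoid lists from changes between stages of LR, and 18 of 22 carotenoid members could be read. The lists of vesicle transport, nicotinate and chlorophyll metabolism could not be read and were not used here.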

#### Transcriptome – individual genes

Among the most highly differentially expressed genes, some were developmental stage-specific (i.e. highly differentially regulated only in early or in late developmental stages), but some were consistently highly differentially regulated throughout all five studied stages (Supplementary Dataset S4). 

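The unigenes of 4 defence and growth genes were near 0 in LB at all stages and expressed in LR. Chitinase, which breaks down fungal cell walls, and PGK, an enzyme of glycolysis, were listed at 0 in all 15 LB libraries. EIX receptor 1/2, a membrane receptor for a fungal xylanase, was at 0 in LB except for an FPKM of 0.13 in 1 library of S3, and RPM1, an intracellular immune receptor, except for 0.02 in 1 library of S2. In LR chitinase and EIX receptor 1/2 were lower at S5 than at S1 (log2 difference -5.36, limma adjusted p = 3.7e-06, and -4.4, adjusted p = 3.7e-09), PGK was not called from S1 to S5 (log2 difference 0.01, limma adjusted p = 1), and RPM1 rose (1.17, adjusted p = 0.0074).

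**Figure D1:**
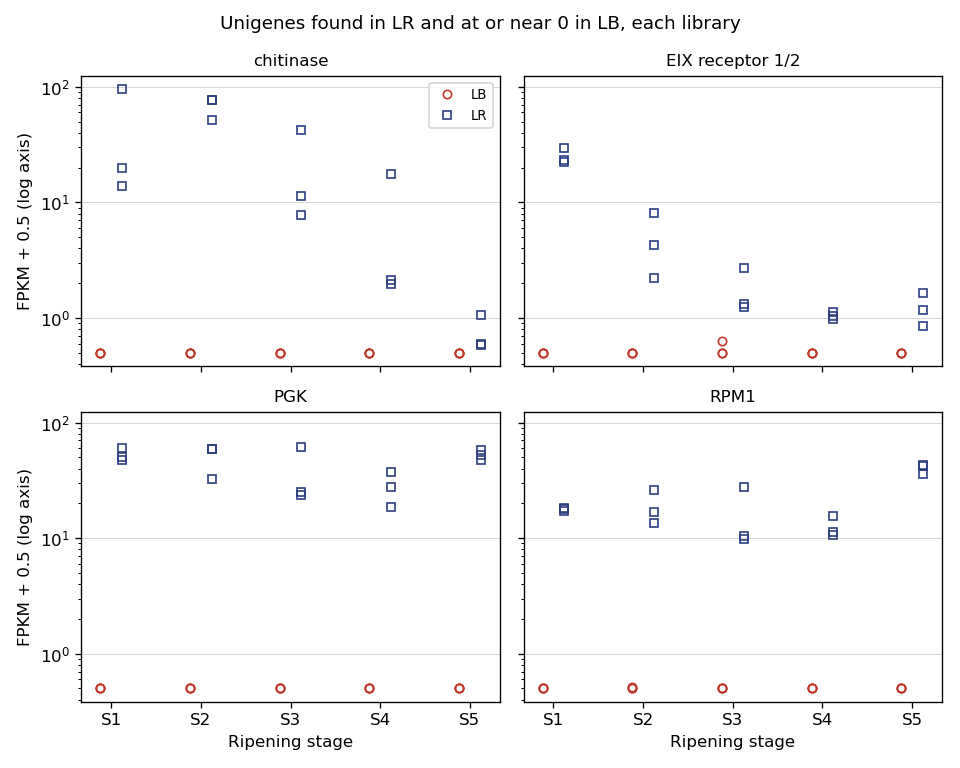
FPKM + 0.5 on a log axis of chitinase, EIX receptor 1/2, PGK and RPM1 in each library, by stage, with LB as red circles and LR as blue squares. LB lies at the floor of 0.5 or next to it in every panel, and the 3 LR libraries of chitinase at S5 lie near it too.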

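Chitinase (TRINITY_DN77127_c1_g3), whose product attacks fungal walls, was expressed early in LR and listed at 0 in LB. At S1 its FPKM in the 3 LR fruits was 19.15, 13.32 and 94.92 (limma adjusted p = 1.4e-07 against LB). At S2 it was 76.68, 50.66 and 76.37 (adjusted p = 7.3e-09), at S3 10.79, 7.28 and 41.44 (adjusted p = 1.9e-06), and at S4 17.15, 1.45 and 1.61 (adjusted p = 0.00064). At S5 it was 0.08, 0.1 and 0.57, and the difference was not called (adjusted p = 0.57). The unigene is listed at 0 in LB, so no fold is given.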

Several immunity-related genes very highly upregulated in LR in comparison to LB in the early developmental stages are among the examples of the developmental stage-specific expression pattern: *chitinase* was the 2^nd^ highest upregulated DEG in S1 (13.43-fold), the highest in S2 (13.89-fold), but in later stages it was not a DEG. Similarly, *EIX receptor 1/2* was also very highly upregulated in early stages, the highest in S1 (13.70) and 2^nd^-highest in S2 (10.90), but it was also not identified as DEG in later stages. 

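EIX receptor 1/2 (TRINITY_DN95128_c2_g1), a receptor that starts a defence response to fungal xylanase, was highest in LR at S1, with an FPKM of 29.23, 22.6 and 21.75 in the 3 fruits (limma adjusted p = 2.8e-12), where LB was listed at 0. At S2 the LR fruits had 1.7, 3.82 and 7.65 (adjusted p = 9.7e-08). At S3 they had 0.81, 0.75 and 2.21, a log2 difference of 1.61 (SE 0.35, adjusted p = 0.00052). At S4, with 0.47, 0.55 and 0.62, the difference was not called (adjusted p = 0.015), and at S5, with 0.68, 1.13 and 0.35, it was (adjusted p = 0.0051). The levels at S4 and S5 lie near the offset of 0.5. With an offset of 0.1 S4 was called too (2.69), and with an offset of 1 the call at S5 was lost (0.76). It was also lost without any 1 of the 3 LB libraries or without the first or second LR library of S5. All 3 LB libraries of S5 were listed at 0, so leaving out 1 of them makes the sample smaller and leaves the difference the same.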

Some growth-related genes also exhibited a similar expression pattern: *phosphoglycerate kinase* (*PGK*) was among the handful of most highly upregulated genes in the first three stages (13.14, 12.87 and 12.77 respectively), but it was also not identified as DEG in later stages. 

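PGK (TRINITY_DN74949_c3_g2), which makes ATP in glycolysis, was listed at 0 in LB and present in LR at all 5 stages. The 3 LR fruits had an FPKM of 49.56, 59.76 and 46.6 at S1 (limma adjusted p = 1.1e-14), 31.96, 57.99 and 58.29 at S2 (adjusted p = 1.6e-14), and 23.11, 24.43 and 60.68 at S3 (adjusted p = 7.8e-14). At S4 they had 36.57, 27.37 and 18.19 (adjusted p = 1.7e-13), and at S5 57.49, 46.8 and 52.41 (adjusted p = 8.1e-15). No fold is given against LB at 0.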

*CCR4-NOT transcription complex subunit 7/*8 (*CNOT7*/*8*) also exhibited a very similar expression pattern: highly upregulated in first three stages, and not a DEG in stages 4 and 5. Several flavonoid and phenylpropanoid biosynthesis-associated genes exhibited a reversed developmental stage-specific expression pattern, with relatively low expression in early stages, and very high in later stages. 

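The genes of the anthocyanin branch rose steeply in LR from S3 on. In LB DFR, LDOX and OMT fell after S2, and CHS at S5 was near its level at S1. CHS condenses the first flavonoid skeleton, DFR reduces dihydroflavonols, LDOX turns leucoanthocyanidins into anthocyanidins, and OMT methylates flavonoids. The difference between LR and LB was larger late (S3 to S5) than early (S1 and S2) by 7.1 on the log2 scale for CHS (SE 0.59, limma adjusted p = 8.5e-09), by 7.6 for LDOX (SE 0.5, adjusted p = 1.9e-10) and by 7.91 for a paralogue of DFR (SE 0.47, adjusted p = 3.2e-11). DFR and OMT were listed at 0 in LB at S5 and at S4, so no change is given for them. Over all unigenes this late minus early change was called in 9424, 4203 upward and 5221 downward. The study picked these genes for their change, so their direction is not independent evidence. The paper states that they take part in anthocyanin biosynthesis and have low expression early and very high expression late.

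**Figure D2:**
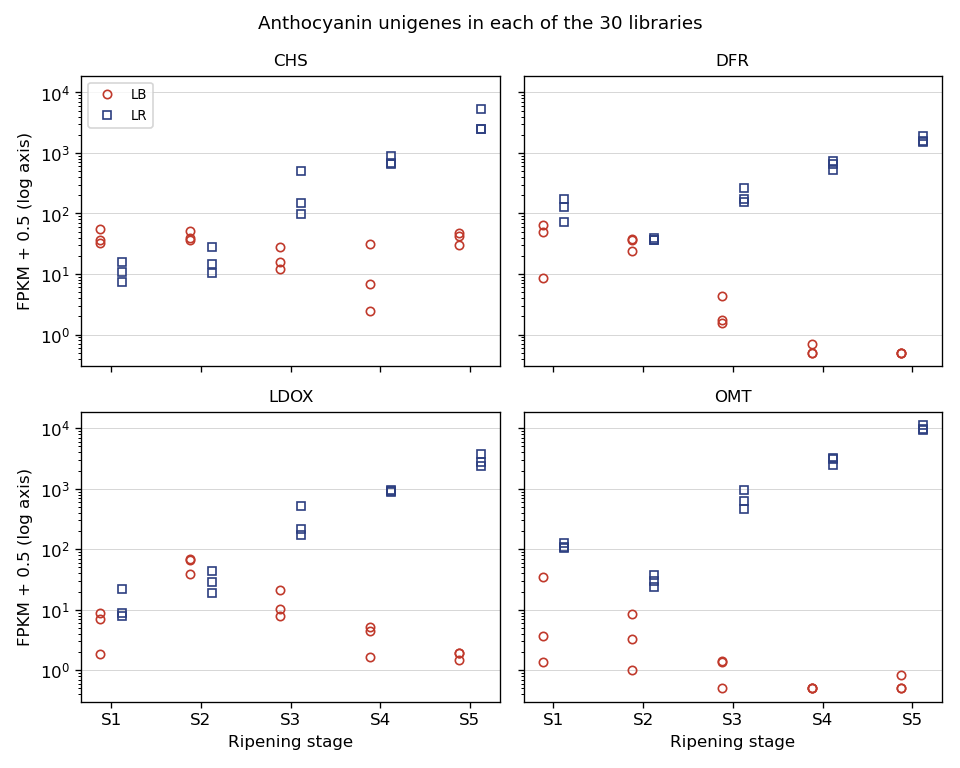
FPKM + 0.5 on a log axis of CHS, DFR, LDOX and OMT in each library, by stage, with LB as red circles and LR as blue squares. From S3 to S5 every LR library lies above every LB library in each panel.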

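DFR (TRINITY_DN65703_c4_g1), the dihydroflavonol reductase, had an FPKM of 40.4 ± 29.4 in LB at S1 and 32.5 ± 7.95 at S2 and was listed at 0 in all 3 LB fruits at S5. In LR it went from 37.2 ± 1.63 (SD, n = 3) at S2 through 195 ± 57.2 at S3 to 631 ± 107 at S4. The log2 difference from LB was 1.97 at S1 (SE 0.5, limma adjusted p = 0.0026), 0.22 at S2 (not called, adjusted p = 0.77), 6.37 at S3 (adjusted p = 2.6e-10) and 10.13 at S4 (adjusted p = 6.9e-14). At S5 the LR fruits had 1885.38, 1493.19 and 1606.69 (adjusted p = 4e-15). The call at S1 is lost without the second LB library (1.06), or without the first (1.68) or second (1.9) LR library of that stage. DFR shares an assembly component with its paralogue, and reads may be split between them.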

Examples are: *bifunctional dihydroflavonol 4-reductase/flavanone 4-reductase* (*DFR*), which was slightly upregulated in LR in S1 (2.25), not a DEG in S2, highly upregulated in S3 (7.79), and 3^rd^-highest upregulated gene in S4 (14.25) and S5 (16.03). 

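A second unigene of the same assembly component, the DFR paralogue TRINITY_DN65703_c4_g2, followed the same course. Its FPKM in LR was 156 ± 75.9 (SD, n = 3) at S1, 43.3 ± 13.7 at S2, 185 ± 77.5 at S3, 532 ± 123 at S4 and 1984 ± 281 at S5. In LB it fell from 43.9 at S1 to 2.43 at S3 and 0.107 at S5. The log2 difference was 2.11 at S1 (SE 0.51, limma adjusted p = 0.0017) and 0.32 at S2, where it was not called (adjusted p = 0.65). It was 5.93 at S3 (adjusted p = 1.3e-09), 9.75 at S4 (adjusted p = 2e-13) and 11.71 at S5 (adjusted p = 5.9e-15). The call at S1 is lost with an offset of 0.1, and without the second LB library (1.25) or the first LR library (1.77). The levels of DFR and this unigene are not independent, since reads may be shared.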

A paralogue of this gene exhibited an almost identical pattern: slightly upregulated in S1 (2.44), not a DEG in S2, highly upregulated in S3 (7.40), 6^th^-highest upregulated DEG in S4 (13.26) and 5^th^ in S5 (14.59). Similarly, *flavonoid 3*′*,5*′*-hydroxylase* (*F3*′*5*′*H*) was not a DEG in the first two stages, highly upregulated in S3 (6.69), 5^th^-highest upregulated gene in S4 (13.42), and 4^th^-highest in S5 (15.05). 

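OMT (TRINITY_DN94955_c0_g1), a flavonoid O-methyltransferase, reached the highest FPKM of these genes in LR. It was 113 ± 12.2 (SD, n = 3) at S1, 30.1 ± 7.31 at S2, 686 ± 251 at S3, 2952 ± 397 at S4 and 10240 ± 969 at S5. In LB it was 12.7 ± 18.5 at S1, 3.72 at S2, 0.603 at S3, listed at 0 at S4 and 0.117 at S5. The log2 difference was 4.34 at S1 (SE 0.74, limma adjusted p = 4.3e-05), 3.31 at S2 (adjusted p = 0.00089), 9.37 at S3 (adjusted p = 3.4e-10) and 14.06 at S5 (adjusted p = 1.7e-13). At S4 the 3 LR fruits had 3265.55, 3085.66 and 2505.99 against LB at 0 (adjusted p = 1.9e-12). The call at S2 is lost without the third LB library of that stage (2.52).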

*Flavonoid O-methyltransferase* (*OMT*) was not a DEG in the S1, but in S2 it already exhibited a medium-high upregulation level (4.32), by the S3 it was already the third-highest upregulated DEG (13.30), and it was the highest-upregulated gene in S4 (18.73) and S5 (18.10). 

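LDOX (TRINITY_DN68066_c0_g2), the dioxygenase that makes anthocyanidins, peaked in LB at S2, with an FPKM of 57.5 ± 16.7 (SD, n = 3), and fell to 12.6 ± 7.23 at S3, 3.29 ± 1.88 at S4 and 1.31 ± 0.266 at S5. In LR it was 29.7 ± 12 at S2, 303 ± 194 at S3, 919 ± 23.4 at S4 and 2948 ± 706 at S5. The log2 difference was not called at S1 (1.25, SE 0.55, limma adjusted p = 0.069) or at S2 (-0.97, adjusted p = 0.16). It was 4.49 at S3 (adjusted p = 3.6e-07), 8.08 at S4 (adjusted p = 1.8e-11) and 10.66 at S5 (adjusted p = 9.4e-14). With median-of-ratios scaling S1 was called as well (1.75).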

*Leucoanthocyanidin dioxygenase* (*LDOX*; anthocyanin biosynthesis) was not a DEG in S1 and S2, followed by high to very high upregulation in later stages (5.63, 9.44, 11.56, respectively). 

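CHS (TRINITY_DN73389_c1_g2), chalcone synthase, was expressed in LB at every stage, with an FPKM of 40.9 ± 11.9 (SD, n = 3) at S1, 41.9 ± 7.5 at S2, 18.3 ± 8.5 at S3, 13.1 ± 15.6 at S4 and 39.3 ± 8.99 at S5. In LR it was 10.8 ± 4.38 at S1, 16.9 ± 8.92 at S2, 252 ± 221 at S3, 742 ± 126 at S4 and 3414 ± 1610 at S5. The log2 difference was -1.91 at S1 (SE 0.64, limma adjusted p = 0.019) and -1.39 at S2 (adjusted p = 0.085), neither called. It was 3.48 at S3 (adjusted p = 9.6e-05), 6.5 at S4 (adjusted p = 1.2e-08) and 6.35 at S5 (adjusted p = 1.5e-08). CHS at S1 was called lower in LR with library quality weights (-1.81). The unigene of CHS2 could not be found and was not analysed here.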

Two *chalcone synthase* paralogues (*CHS* and *CHS2*; flavonoid biosynthesis) were also not highly regulated in S1 and S2 (*CHS2*: not a DEG, *CHS*: −1.14 in S1, not a DEG in S2), but in S3–S5 both genes exhibited a medium-high to high upregulation (*CHS2*: 5.32, 7.84, 6.00; and *CHS*: 4.67, 7.01, 6.82; respectively). 

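Of the unigenes measured by qPCR, the 3 alcohol dehydrogenases and the beta-glucosidase were lower in LR at S1. Alcohol dehydrogenase 1 differed by -2.11 (SE 0.39, limma adjusted p = 9.1e-05), alcohol dehydrogenase 2 by -1.46 (SE 0.44, adjusted p = 0.0089) and alcohol dehydrogenase 3 by -7.97 (SE 0.52, adjusted p = 9.9e-12). At S2 alcohol dehydrogenase 1 was higher in LR (2.49, adjusted p = 1.2e-05), as was alcohol dehydrogenase 2 (2.9, adjusted p = 8.1e-06), while alcohol dehydrogenase 3 was still lower (-3.19, adjusted p = 2.6e-05). None of the 3 was called at S5. The change of the difference from early to late stages was 4.78 for alcohol dehydrogenase 3 and 2.13 for the beta-glucosidase, both called. The peroxidase TRINITY_DN75127_c1_g1 was called at no stage. The call of alcohol dehydrogenase 2 at S1 is lost in most alternative settings. The qPCR values were not analysed here.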

We selected these genes for qPCR analysis, and the results are highly congruent with the RNA-seq data (Supplementary Results; Supplementary Dataset S5). Finally, *cytokinin dehydrogenase*, a zeatin biosynthesis-related gene, was also increasingly upregulated during the last three stages (2.6–5.7).

However, some genes were consistently differentially expressed throughout all five studied stages. Examples also included some immunity-related genes, such as two paralogues of *glutathione S-transferase*, highly upregulated in LR in comparison to LB in all stages: 9.38 and 8.58 (all values presented as fold-changes in respective order) in S1, 6.30 and 6.34 in S2, the 2^nd^ and 7^th^ highest upregulated DEGs in S3 (14.08 and 12.70), 2^nd^ and 4^th^ highest in S4 (15.71 and 14.16) and 2^nd^ and 6^th^ highest in S5 (16.48 and 14.40). 

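The unigene of GST, a glutathione S-transferase of the kind that detoxifies compounds and carries flavonoids to the vacuole, was found almost only in LR. It was listed at 0 in LB except for an FPKM of 0.35 in 1 library of S2. In the 3 LR fruits of S1 it was 8.03, 5.63 and 4.01 (limma adjusted p = 8.9e-11). The LR mean was 5.52 at S2, where the log2 difference was 3.33 (SE 0.27, adjusted p = 4.2e-10), 124 at S3 (adjusted p = 1.6e-16) and 379 at S4 (adjusted p = 3.7e-18). At S5 the fruits had 995.22, 875.73 and 1182.09 (adjusted p = 3.3e-19). No fold is given where LB is at 0, and an LB copy assembled as a separate unigene stays open. The unigene of the other paralogue could not be found and was not analysed here.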

*Plant disease resistance protein RPM1* was also highly upregulated in all five stages (S1 = 13.15; S2 = 12.08; S3 = 13.11, S4 = 12.81; S5 = 13:94). 

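RPM1 (TRINITY_DN73733_c4_g1), an intracellular immune receptor, was expressed in LR at all stages and rose in the ripe fruit, from a mean FPKM of 12 ± 2.6 (SD, n = 3) at S4 to 39.5 ± 3.91 at S5 (log2 difference 1.69, SE 0.29, limma adjusted p = 0.0016). The 3 LR fruits had an FPKM of 17.71, 16.82 and 17.24 at S1 (adjusted p = 7.4e-13) and 41.2, 42.33 and 35.07 at S5 (adjusted p = 1.7e-14), where LB was listed at 0. At S2, where 1 LB library had 0.02, the log2 difference was 5.15 (SE 0.29, adjusted p = 8.1e-13). The adjusted p was 2.9e-12 at S3 and 5.5e-12 at S4.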

Among the consistently differentially expressed genes throughout all developmental stages were also some related to the amino acid metabolism, but their pattern was reversed in comparison to previous examples: they exhibited high downregulation in LR compared to LB. Examples are *acetyl-CoA acyltransferase 1* (*AAT1*; valine, leucine and isoleucine degradation), with a temporal profile of increasingly high downregulation, starting from −7.0 in the S1 to <−10-fold in the last three stages. *Proline iminopeptidase*, associated with arginine and proline metabolism, was highly downregulated in LR in all stages: S1 = −9.75, S2 = −10.89 (3^rd^-highest), S3 = −11.05 (4^th^-highest), S4 = −10.01, and S5 = −11.98 (3^rd^-highest). Finally, *5-methyltetrahydropteroyltriglutamate–homocysteine methyltransferase* (*metE*) was consistently extremely highly downregulated in LR in all stages: 2^nd^-highest in S1 (−11.76), the highest in S2 (−11.74), 3^rd^-highest in S3 (−11.43), the highest in S4 (−12.36), and 2^nd^-highest in S5 (−12.83). Two DNA replication and transcription-associated genes were also highly downregulated in LR in all stages: *GTP-binding nuclear protein Ran* (*RAN*; −10.0 to −12.0) and *replication factor A1* (*RFA1*) (−8.0 to −12.0). Some growth and stress-related genes were also consistently highly downregulated in LR: *heterogeneous nuclear ribonucleoprotein A1/A3* (*hnRNP*; −7 to −11) and *heat shock 70 kDa protein 1/8* (*HSPA1_8*) S1 = −4.95, S2 = −8.88, S3 = −11.48 (2^nd^-highest), S4 = −9.36, S5 = −12.89 (the highest). Intriguingly, a phenylpropanoid biosynthesis-related gene, *shikimate hydroxycinnamoyltransferase* (*HCT*), was also consistently highly downregulated in LR: S1 = −6.82, S2 = −8.14, S3 = −11.71 (the highest), S4 = −11.00 (3^rd^-highest), S5 = −11.91 (4^th^-highest). However, a key regulator of anthocyanin biosynthesis, transcription factor MYB114, was highly upregulated in LR during all five developmental stages: 6.11, 4.69, 7.47, 9.05, and 8.95 (S1–S5 respectively).

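HCT, the shikimate hydroxycinnamoyltransferase that leads phenylpropanoids into lignin, has 5 unigenes in the study's list, and they differed in different ways. HCT 1 (TRINITY_DN98829_c5_g2) had an FPKM in LB of 1.78 ± 0.795 (SD, n = 3) at S1, 16.8 ± 6.84 at S2, 49.6 ± 20 at S3, 25.7 ± 10.2 at S4 and 29 ± 8.5 at S5, and was listed at 0 in LR except for 0.11 in 1 library of S2. The limma adjusted p was 2.2e-05 at S1, 3.3e-11 at S2 (log2 difference -4.93, SE 0.35), 2.4e-13 at S3, 3.4e-12 at S4 and 1.2e-12 at S5. HCT 4 (TRINITY_DN66566_c5_g7) was listed at 0 in all LR libraries and reached 10.2 ± 1.34 in LB at S3. It was lower in LR from S2 (adjusted p = 2.4e-12) to S5 (adjusted p = 2.1e-12) and not called at S1 (adjusted p = 0.88). HCT 2 reached the highest level of the 5 and was called at no stage. Its log2 difference was -1.29 at S1 (adjusted p = 0.045), 1.68 at S2 (adjusted p = 0.01), 1.67 at S3 (adjusted p = 0.01), 0.39 at S4 and -0.4 at S5. With median-of-ratios scaling it was called higher in LR at S2 (2.22) and S3 (2.51). HCT 5 was called at no stage in FPKM and higher in LR at S3 (2.14) and S4 (2.56) after scaling. HCT 3 was below the level needed for testing.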

#### Metabolome – pathways

We also conducted a comparative interspecific stage-wise analysis of metabolic pathways (Fig. 10). In the first developmental stage (S1), we identified 39 differentially regulated metabolites. Among the top 20 pathways these metabolites were associated with, several of them were associated with amino acids, but total numbers of metabolites per pathway were relatively small (1–2), and P-values did not suggest a high level of significance (Fig. 10 - panel 1). Notably vitamin B6 metabolism (m) and microbial m in diverse environments both exhibited comparatively high P-values, enrichment factor (EF) of 1.0, and 2 identified metabolites. In the S2, we identified 58 differentially regulated metabolites, associated with only four pathways: tryptophan m, phenylpropanoid biosynthesis (b), b of phenylpropanoids (these are two different pathways in the KEGG database), and phenylalanine, tyrosine and tryptophan b (all EF = 1.0, 2–3 metabolites, and p < 0.5; Fig. 10 - panel 2). In the S3, we identified 59 differentially regulated metabolites, associated with 19 pathways, most all with the EF 1.0, but relatively non-significant P-values (>0.5; Fig. 10 - panel 3). Pathways with relatively high number of metabolites (n = 5) were: protein digestion and absorption, b of plant secondary metabolites, b of antibiotics, and b of amino acids. In the S4, we identified 58 differentially regulated metabolites, associated with a large number of pathways, mostly with the EF 1.0, and comparatively high significance values (mostly P > 0.5; Fig. 10 - panel 4). Pathways with relatively high number of metabolites (n ≥ 3) were: phenylpropanoid b, phenylalanine, tyrosine and tryptophan b, glucosinate b, b of alkaloids derived from shikimate pathway, and 2-oxocarboxylic m. In the ripe fruit (S5), we identified 39 differentially regulated metabolites, associated with a large number of pathways, but mostly with low P-values and only 1 metabolite per pathway (Fig. 10 - panel 5). Pathways with more than 1 metabolite were: protein digestion and absorption, phenylpropanoid b, mineral absorption, central carbon m in cancer, b of secondary metabolites, b of phenylpropanoids, and aminoacy tRNA b. The principal component analysis (PCA) of all data (2 species × 5 stages × 5 biological replicates) revealed high similarity among biological replicates (clustering), and corroborated notable variability between different fruit ripening stages for both species (Fig. 10 – panel 6).

**Figure 10:**
Comparative analysis of KEGG metabolic pathway enrichment. The top 15 pathways enriched in *L. ruthenicum* in comparison to *L. barbarum* are shown on the left (red), and the ones enriched in *L. barbarum* in comparison to *L. ruthenicum* on the right (green). Developmental stages (1–5) are indicated in the figure. q-value is an FDR-adjusted p-value.

#### Metabolome - individual metabolites

The list (Supplementary Dataset S6) of most highly differentially regulated metabolites between the two species, exhibited some variation among the five fruit development stages. Intriguingly, Fructose 1-phosphate was the most highly upregulated metabolite in LR, compared to LB, during all five stages: log2 Fold change = 6.3, 7.6, 7.7, 8.1, and 6.5 (stages 1 to 5 respectively). As regards the metabolites highly upregulated in LB, there was more variation among stages: in the S1, differences were rather small, with 9-Decenol as the most highly upregulated metabolite (log2 Fold change = 2.7; compared to LR). Analyses of the S2 and S3 produced highly congruent results, with phenol (3.7 and 3.2 respectively) as the most highly upregulated metabolite. In the S4, indoxyl sulphate (4.7) was the top metabolite upregulated in LB. A metabolic shift was observed in the ripe fruit (S5), where the list of metabolites upregulated in LB was topped by by stearoylcarnitine (7.1), Methoxyacetic acid (5.3), S-Methyl-5′-thioadenosine (4.7), lisinopril (4.7), Adenosine 3′,5′-cyclic phosphate (cAMP) (4.7), etc. Other metabolites highly upregulated in LR (apart from Fructose 1-phosphate) were naringin (6.2), lauroyl-CoA (4.8), L-Phneylalanine (4.6), etc.

## Discussion

### Transcriptome and metabolome assembly quality

Given the absence of a published genome for this species, almost 60% of unigenes matching against genes and/or proteins in at least one database is a satisfactory annotation rate. For example, a recent transcriptomic study of *L. barbarum*^6^ produced an almost identical number of genes annotated in all databases (12,246) as our study (12,171). This similarity, high correlation coefficients among biological replicates, and additional confirmatory qPCR experiments, all corroborate that the transcriptome sequencing experiment and data analysis were conducted to a high standard. As gene expression (mRNA levels) can be variable over very short time-periods, RNA-seq often produces conflicting signals^34,35^, which is a likely explanation for some apparently simultaneously highly upregulated and highly downregulated pathways (such as carotenoid biosynthesis and plant hormone signal transduction in several stages) in the interspecific pairwise comparisons. This relative volatility in gene expression levels is also the most likely explanation for several observed instances of incongruence between the transcriptomic and metabolomic data; such as much higher variability in the successive intraspecific pairwise comparisons observed in the transcriptomic dataset.

A very large number of differentially regulated genes and metabolites belonging to a broad range of metabolic pathways reflects the fact that fruit ripening is a complex developmental process, characterized by a series of transitions that are coordinated by a network of interacting genes and signalling pathways^12^. 

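LR changed fewer unigenes than LB in 9 of 10 comparisons between stages, and for some of them the order depends on the setting or on single libraries. From S1 to S2 the counts were 518 in LR and 7019 in LB, from S2 to S3 2231 and 5869, and from S3 to S4 61 and 300. From S4 to S5 LR had 2834 and LB 1352. This last order turned with median-of-ratios scaling, which gave 1225 in LR and 1594 in LB. It also turned with the replicate number as a block, which gave 118 in LR and 453 in LB. Without single LR libraries the LR count was 4431 (LR4-1), 922 (LR4-2), 850 (LR4-3), 802 (LR5-1) and 744 (LR5-2), and without LB5-3 the LB count was 769. With library quality weights LR had more than LB from S3 to S4 (1300 against 830), from S2 to S4 (12604 against 10949) and from S3 to S5 (12358 against 9758). With the block LR also had more from S3 to S4 (15 against 12). The S2 vs. S4 counts were 7480 in LR and 7615 in LB, with 8817 in LR without LR2-1 and 8393 without LR4-1. The S3 vs. S5 counts were 3335 in LR and 5446 in LB, with 8692 in LR without LR3-3. Of the phenylpropanoid unigenes 56 were called in LB and 2 in LR from S1 to S2, 22 and 23 from S2 to S3, and 2 and 7 from S4 to S5. From S3 to S4 limma called 0 in either species, with 21 in LB and 16 in LR at an unadjusted p under 0.05. The study's phenylpropanoid list from stages of LB has 113 members, and that from LR has 56. A list drawn from LB favours calls in LB, so these counts do not compare the species fairly. Both LR calls from S1 to S2 were peroxidases that fell, TRINITY_DN76898_c0_g2 from an FPKM of 173 ± 104 (SD, n = 3) to 9.97 ± 16.3 (log2 difference -5.6, SE 0.77, limma adjusted p = 0.00023) and TRINITY_DN67843_c3_g3 from 103 ± 58.7 to 9.18 ± 10.7 (-3.77, SE 0.61, adjusted p = 0.0014). Whether a step differs between the species was not tested at this level, and a count past a threshold in 1 species and not in the other does not show it.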

Although we observed similar patterns in intraspecific pairwise comparisons of successive stages in the transcriptomic data, the total numbers of regulated DEGs were consistently smaller in LR, except for the 4^th^ vs. 5^th^ stage comparison, where a higher number of DEGs was identified (783). As this was not reflected in the metabolomic data, it is likely that this is an annotation artefact produced by a higher data availability for LB.

### Genes and metabolites that may be associated with abiotic stress responses

As LR is native to the salinized deserts of northwestern China, its genetics and physiology should bear strong markings of the evolution in an environment where drought and salt stress are very common. Indeed, it generally exhibits higher resistance to abiotic and biotic stressors common in that environment, such as high soil salinity, drought and local pests, than *L. barbarum*. A major abiotic stressor, drought, has received ample scientific attention, as it is rather common, and affects the productivity and growth of numerous economically important plants^36–38^. Although we are far from a full understanding of the complexities of these mechanisms, some genes/metabolites/metabolic pathways have been singled out as particularly highly affected by abiotic stress, examples of which are abscisic acid (ABA), hormone signal transduction, metabolisms of proteins, carbohydrates, nucleic acids and lipids, etc.^36–39^. Salt stress can indirectly impair photosynthesis by depressing chlorophyll biosynthesis and the citrate cycle, so *acetyl-CoA acyltransferase 1* (*AAT1*) is known to be strongly downregulated in response to salt stress^40^, which is in perfect agreement with very high downregulation in all stages observed in our results. A gene involved in the biosynthesis of amino acids, but also a number of important secondary metabolites in plants, *metE*, exhibited a temporal profile of increasingly high downregulation. Due to its varied metabolic roles there are multiple possible explanations for this, but as downregulation of this enzyme was observed in response to drought stress in other plants^41^, its regulatory pattern may also be related to the higher drought exposure of LR plants in our experimental setup.

In agreement with this observation are also the results of comparative interspecific individual metabolite analyses, where a number of metabolites associated with abiotic stress topped the list of most highly significantly differentially regulated metabolites between the ripe fruits of the two species (here we focus only on the ripe fruits, as they are more interesting than other studied stages from the human perspective). Plants counteract the deleterious effects of drought by accumulating osmolytes, such as amino acids, amines and some soluble carbohydrates (especially the raffinose family), which have a vital role for the stability of cellular structures under adverse environmental conditions^40,42,43^. Increased level of raffinose in post-colour breaking stages of fruit development in LR was observed recently, and associated with osmoregulation requirements^3^. In our study, raffinose was also increased in LR (3.6-fold), as was another raffinose family oligosaccharide, galactinol (11.7-fold). A heightened synthesis of galactinol has been reported in plants in response to a range of abiotic stressors, so it is believed to function as an osmoprotectant in drought-stress tolerance of plants^42–44^. Intriguingly, another carbohydrate highly enriched (8.09-fold) in LR, trehalose, is a disaccharide of glucose that functions as an osmoprotectant under abiotic stress in bacteria, fungi, and invertebrates, but it generally does not accumulate in detectable levels in most plants, with the exception of desiccation-tolerant “resurrection plants”^45,46^. Trehalose and galactinol also featured prominently in both species in the lists of most highly regulated metabolites in the intraspecific comparisons between different stages, suggesting a prominent role of these metabolites in both species. This is likely to be a reflection of a high level of adaptation to arid habitats in both species.

Among other examples of osmolytes abundant in LR are sucrose (37-fold) and betaine (28-fold). A member of the betaine family, glycine betaine, is an important organic osmolyte that protects cells against osmotic stress caused by drought or high soil salinity^47^. Sucrose is another highly significantly upregulated carbohydrate that (similar to trehalose) protects membranes and proteins in bacteria during drying^48^. A recent study found that sucrose was the most abundant sugar in both *Lycium* fruits before colour-breaking, but glucose and fructose were significantly elevated post colour-breaking in both fruits^3^. Therefore, the high levels of sucrose in ripe LR fruits observed in our study are likely to be a reflection of adaptation to drought and/or salinity stress.

Several metabolites related with amino acid metabolism- were also highly significantly more abundant in the ripe LR fruit: citrulline (31.1-fold), arginine (31.1-fold) and glutamate (29.5-fold). A massive accumulation of these three metabolites (especially citrulline) in response to a drought stress was observed in wild watermelon (*Citrullus lanatus*)^37,49^. The authors suggested that the accumulation of citrulline during the drought stress is a unique phenomenon in C_3_-plants. Although reports of the association between high citrulline accumulation and drought appear to be limited to watermelon species^37,49^, citrulline accumulation was associated with higher disease resistance in citrus fruits^50^. Glutamate and arginine are both precursors for citrulline synthesis^49^, and arginine is believed to play a role in the fine-tuning of stress defense mechanisms^51^. Arginine is also a precursor for nitric oxide and polyamines, which are important metabolites in stress responses^52^. For example, high arginine accumulation in response to long-term drought stress was also observed in chickpea^53^. Intriguingly, we observed a strong accumulation of DL-arginine in the ripe fruit of both species, but further studies are needed to assess whether this may be related to abiotic stress adaptation in both species.

Expression patterns of some genes were (apparently) not in agreement with the hypothesis of increased stress-related gene expression in LR. *Proline iminopeptidase* (*pip*), associated with arginine and proline metabolism, was highly downregulated in LR in all stages. As proline (and *pip*) concentrations tend to increase under stress in a broad range of living organisms^40,54,55^, we would expect the *pip* gene to be upregulated. It should be noted that we did observe a high accumulation of L-proline in the ripe LR fruit. However, a downregulation of *pip* in response to drought stress was also observed in *Bombax ceiba*^36^, and proline accumulation was triggered in *Calotropis procera* in response to salt stress, but not drought stress^56^, which indicates that this discrepancy may not be mere molecular noise, and might deserve further investigation.

### Genes and metabolites that may be associated with the accumulation of anthocyanins

LB and LR fruits are generally relatively rich in pharmacologically important secondary metabolites synthesized via the phenylpropanoid/flavonoid pathway, such as anthocyanin, betalain, flavone, flavonoid, isoquinoline, etc.^3,5,6,9^. Flavonoids have high antioxidant potential and possess a number of properties putatively beneficial from the pharmacological perspective: antitumorigenic, anti-inflammatory, prevention and treatment of cardiovascular and neurodegenerative diseases, obesity, dental health, etc.^5,57–60^. Phenylpropanoids, a group of phenylalanine-derived physiologically active secondary metabolites, are the key mediators of plant responses towards abiotic (such as light and soil minerals) and biotic (pests) stimuli, also with important (from the human health perspective) antioxidant and free radical scavenging properties^61^. Many functional pathways, genes and metabolites associated with phenylpropanoid and flavonoid biosynthesis exhibited upregulation in LR berries, especially in later developmental stages. Developmental stage-specific expression pattern, with relatively low expression in early stages, and very high in later stages was exhibited by the paralogues of *DFR* and *CHS*, as well as *F3*′*5*′*H*, *OMT* and *LDOX* genes, all of which take part in the biosynthesis of anthocyanin, natural pigment of plants, responsible for red, blue and purple colours^57,62,63^. These genes are commonly upregulated in later stages of fruit ripening^12,62^; for example, high expression of *DFR* increases the accumulation of anthocyanin content during fruit ripening^62,64^. Importantly, a key positive regulator of the anthocyanin biosynthesis, *transcription factor MYB114*^12,65^, was highly upregulated in LR during all five developmental stages. At the metabolomic level, a metabolite associated with flavone and flavonol biosynthesis pathway, rutin, was significantly more abundant in ripe LR fruits than in LB fruits (5.88-fold). Increased rutin content was observed in plants in response to a drought stress^66^, salinity stress^67^, and also to biotic stress (pests)^68^. Intriguingly, this metabolite was not mentioned in a recent comparative metabolomic study of these two *Lycium* fruits^3^. As rutin derivatives have antioxidant potential and show low cytotoxicity in human and animal cells, which makes them promising potential candidates for use as nutraceuticals^69^, and as there are indications that rutin may suppress lipid accumulation in humans^70^, high rutin content in LR berries may be interesting from the nutritional and pharmaceutical perspective.

## Conclusions

The interpretation of our findings is hampered by different environmental parameters at the two sampled locations, as well as by the fact that LB has undergone generations of anthropogenic selection for higher growth, whereas the genome of LR is likely to be shaped solely by non-anthropogenic factors. As it was difficult to disentangle genetic from environmental variables, and anthropogenic from non-anthropogenic variables in our study, we limited the discussion of our results to the most highly pronounced transcriptomic and metabolomic differences between the two species. Previous studies found indications that *L. ruthenicum* may exhibit higher resistance to abiotic (such as high soil salinity and drought) than *L. barbarum*^3,4,6,9,11^ and that berries of *L. ruthenicum* may have much greater medicinal value than berries of *L. barbarum*^2,3^. Although we can tentatively conclude only that our results are in agreement with these indications, it will be necessary to corroborate our comparative analyses results in future studies with different experimental setups before any conclusions about genetic and metabolic adaptations of these two species to environmental stress can be made with confidence. Regardless of this, our analyses enabled us to identify a number of genes (e.g. *AAT1*, *metE*, *pip*) and metabolites (e.g. rutin, raffinose, galactinol, trehalose, citrulline and DL-arginine) that may be of interest to future functional studies of stress adaptation in plants. In the light of the rapid growth in global popularity of “health food” and “organic food” products^71^, we expect that both of these species shall continue to receive increasing scientific attention. Additionally, *L. ruthenicum* has high suitability for combating soil desertification and for alleviating soil salinity/alkalinity^8,9^, which is a major problem both in China and globally^72,73^, and there are indications that it may also have a very high capacity for removal of petroleum from contaminated soil^74^. Therefore, this indicates that *L. ruthenicum* may have much higher potential for human use, than its current, highly localized, relevance appears to imply.

## Supplementary information

Supplementary Figures.

Supplementary Results.

Supplementary Dataset S1.

Supplementary Dataset S2.

Supplementary Dataset S3.

Supplementary Dataset S4.

Supplementary Dataset S5.

Supplementary Dataset S6.

## Data Availability

The datasets supporting the results of this article are available in the NCBIs Gene Expression Omnibus database (GEO) under the accession numbers GPL25820 (LB)^75^ and GPL25821 (LR)^76^.

# Supplementary material for: Transcriptomic and metabolomic analyses of Lycium ruthenicum and Lycium barbarum fruits during ripening
**Source:** Sci Rep. 2020 Mar 9;10:4354. doi: 10.1038/s41598-020-61064-5
**Supplement:** Supplementary file 1 — Supplementary Figures.

Transcriptomic and metabolomic analyses of *Lycium ruthenicum* and *Lycium barbarum* fruits during ripening

Jianhua Zhao, Haoxia Li, Yue Yin, Wei An, Xiaoya Qin, Yajun Wang, Yanlong Li, Yunfang Fan, Youlong Cao

Supplementary Figures.

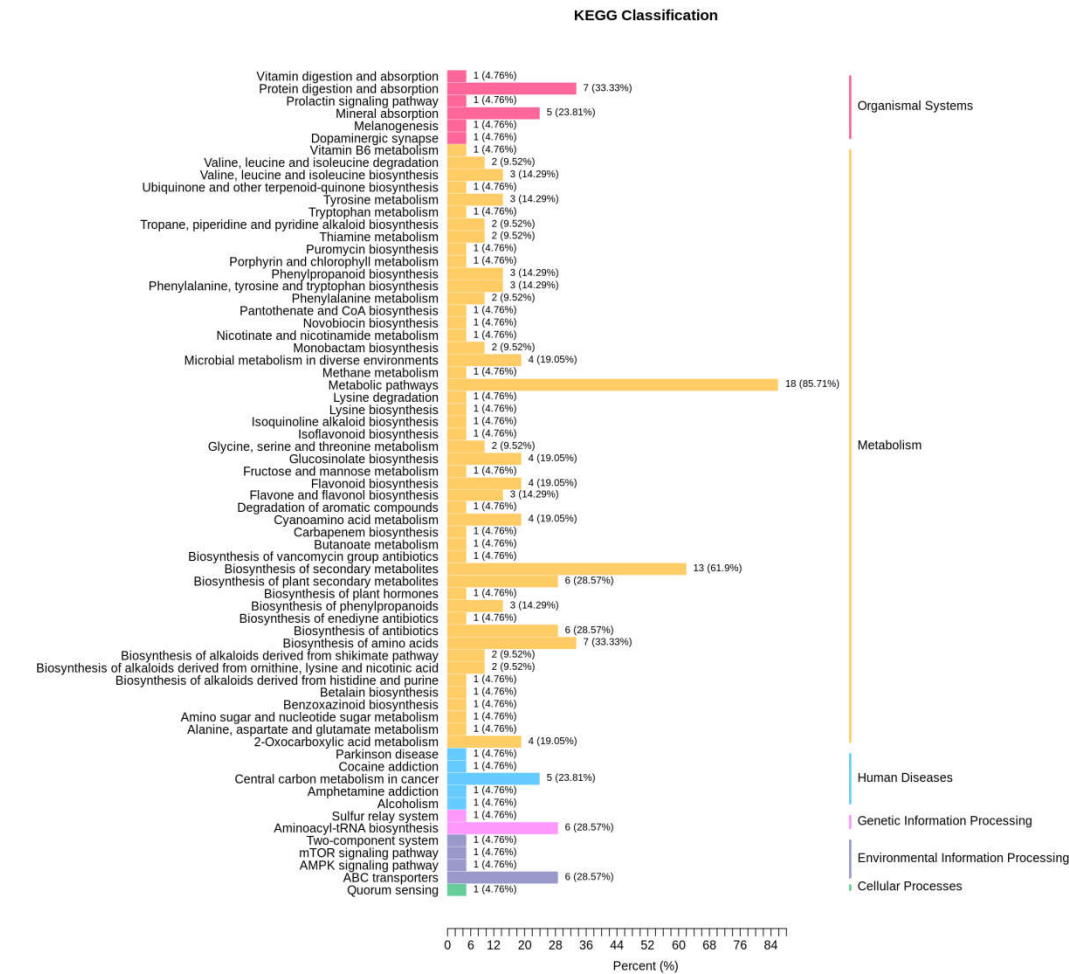

Figure S1. LB metabolomic data: pairwise interstage KEGG metabolic pathway enrichment: S1 vs. S2.

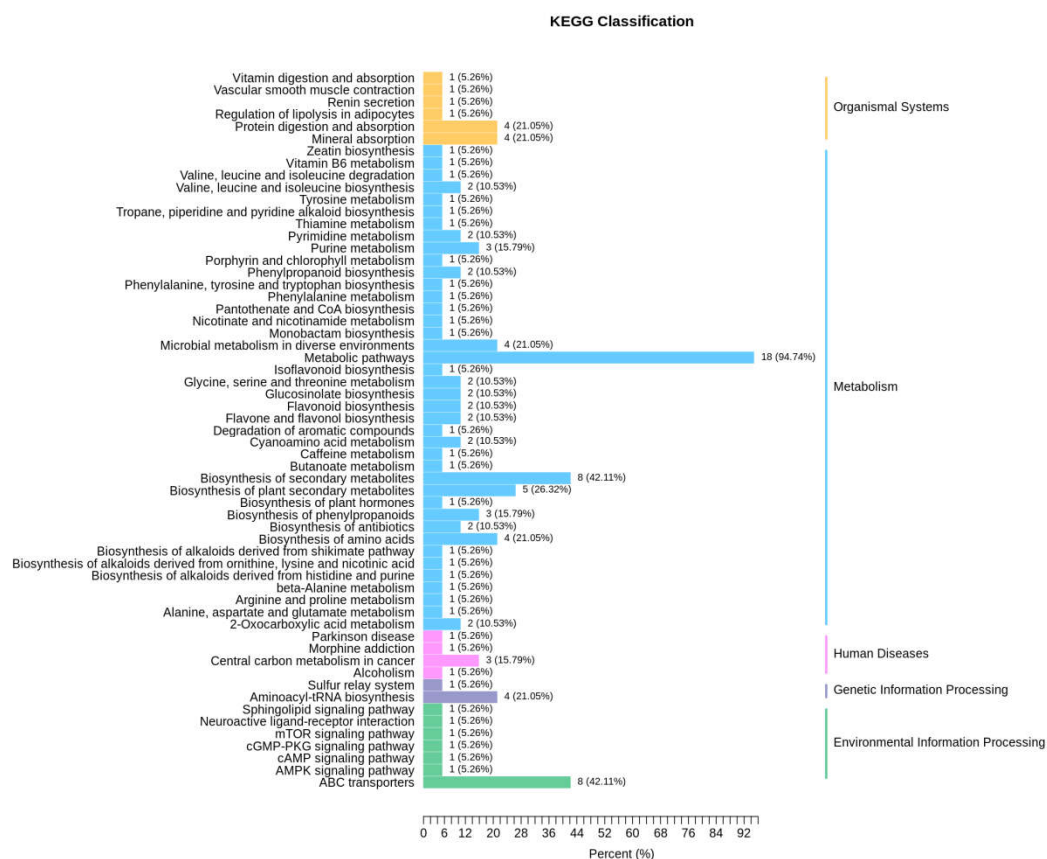

Figure S2. LB metabolomic data: pairwise interstage KEGG metabolic pathway enrichment:

S2 vs. S3.

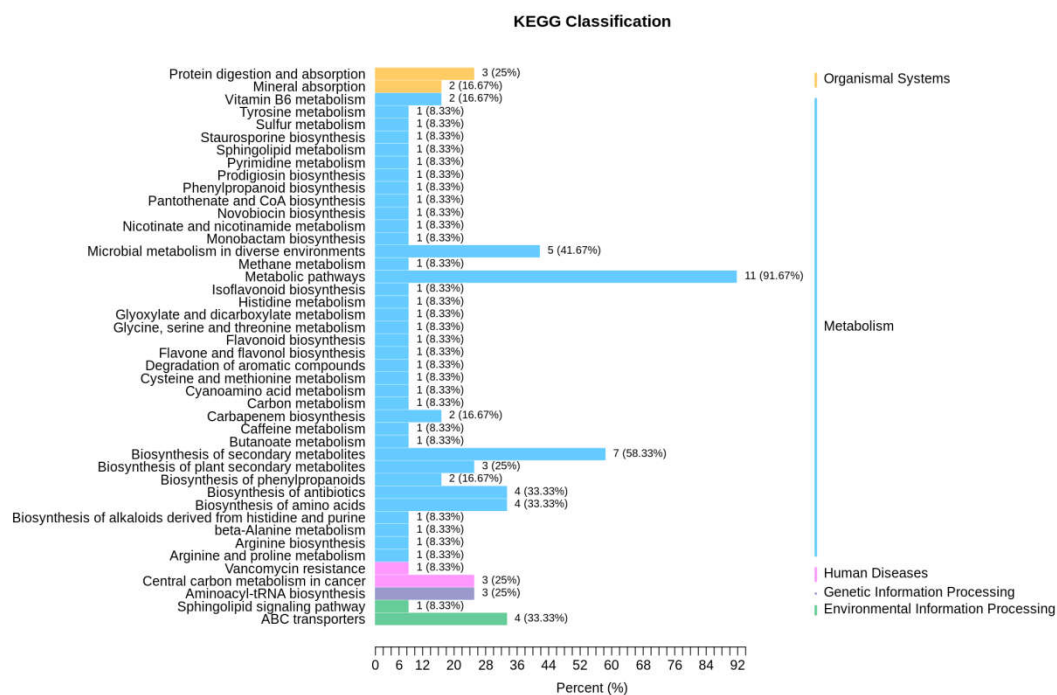

Figure S3. LB metabolomic data: pairwise interstage KEGG metabolic pathway enrichment: S3 vs. S4.

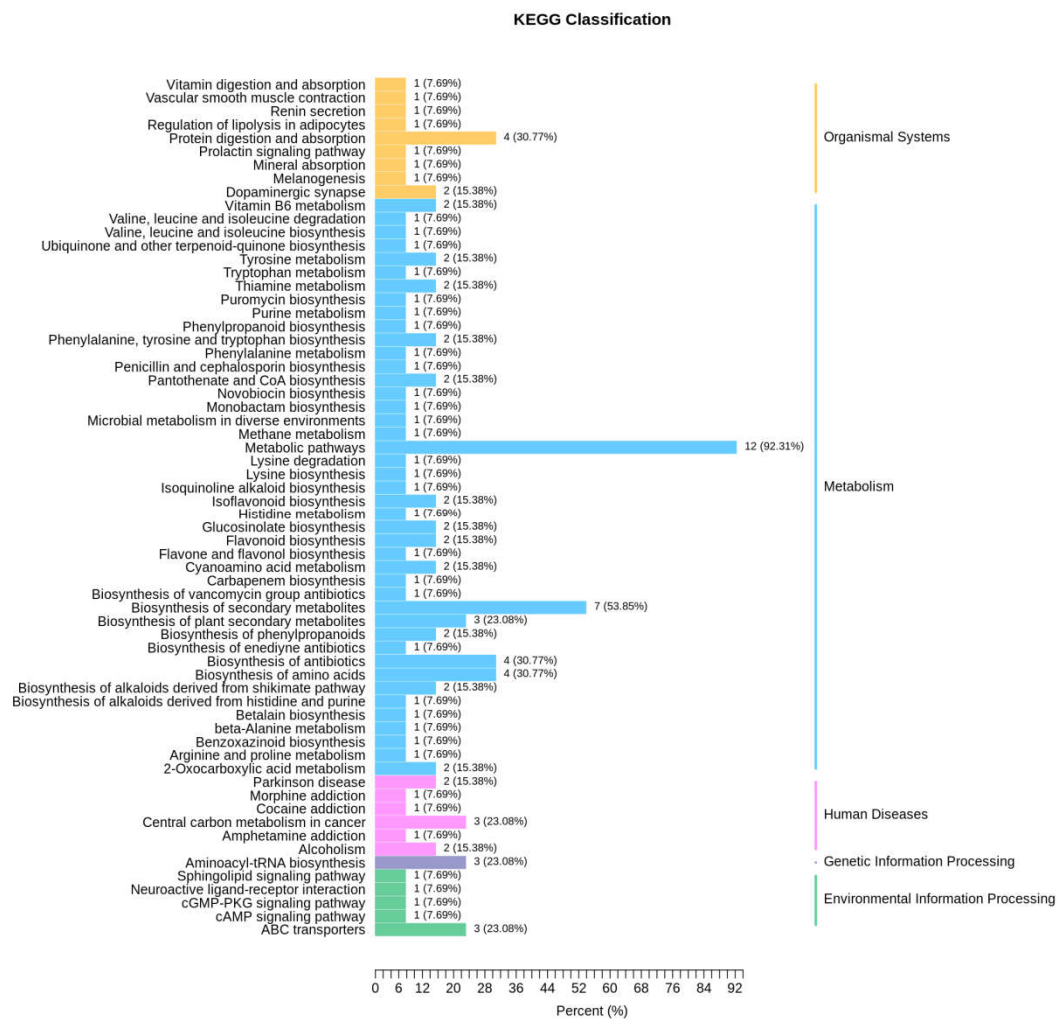

Figure S4. LB metabolomic data: pairwise interstage KEGG metabolic pathway enrichment: S4 vs. S5.

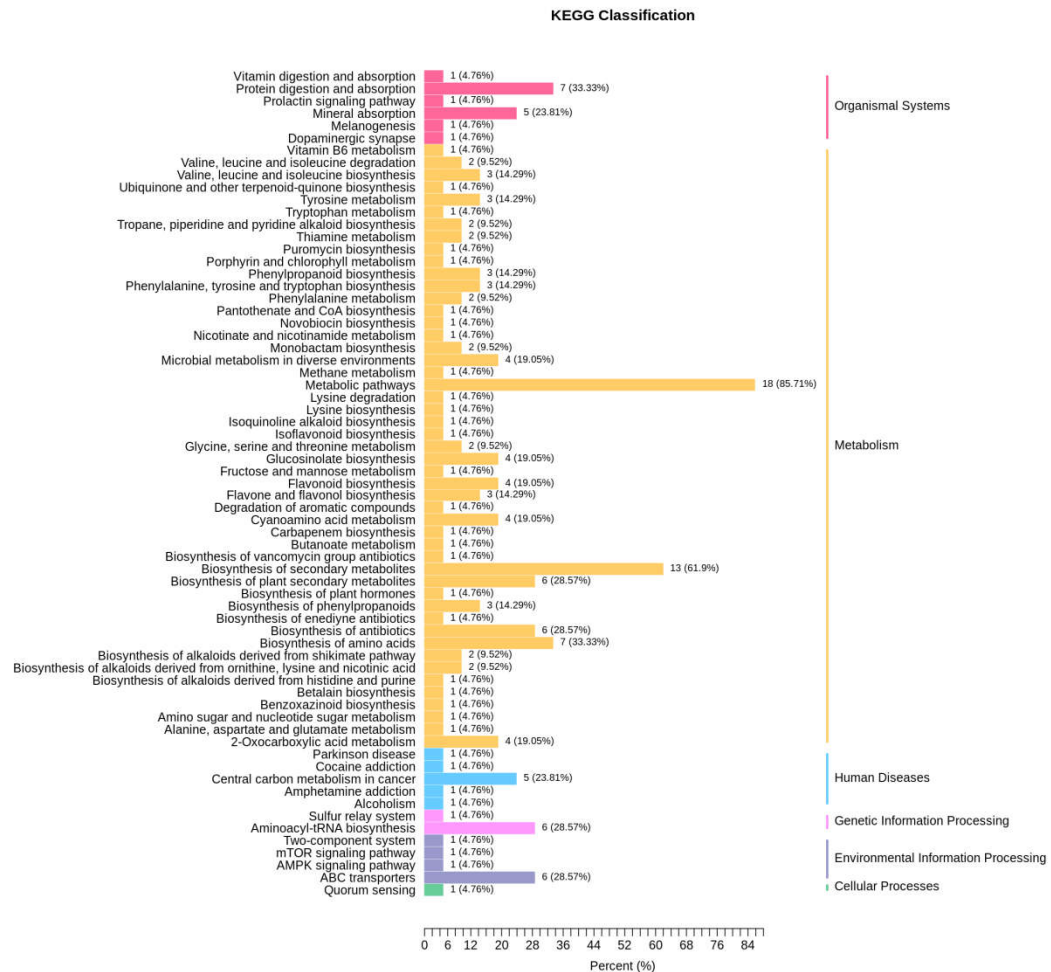

Figure S5. LR metabolomic data: pairwise interstage KEGG metabolic pathway enrichment:

S1 vs. S2.

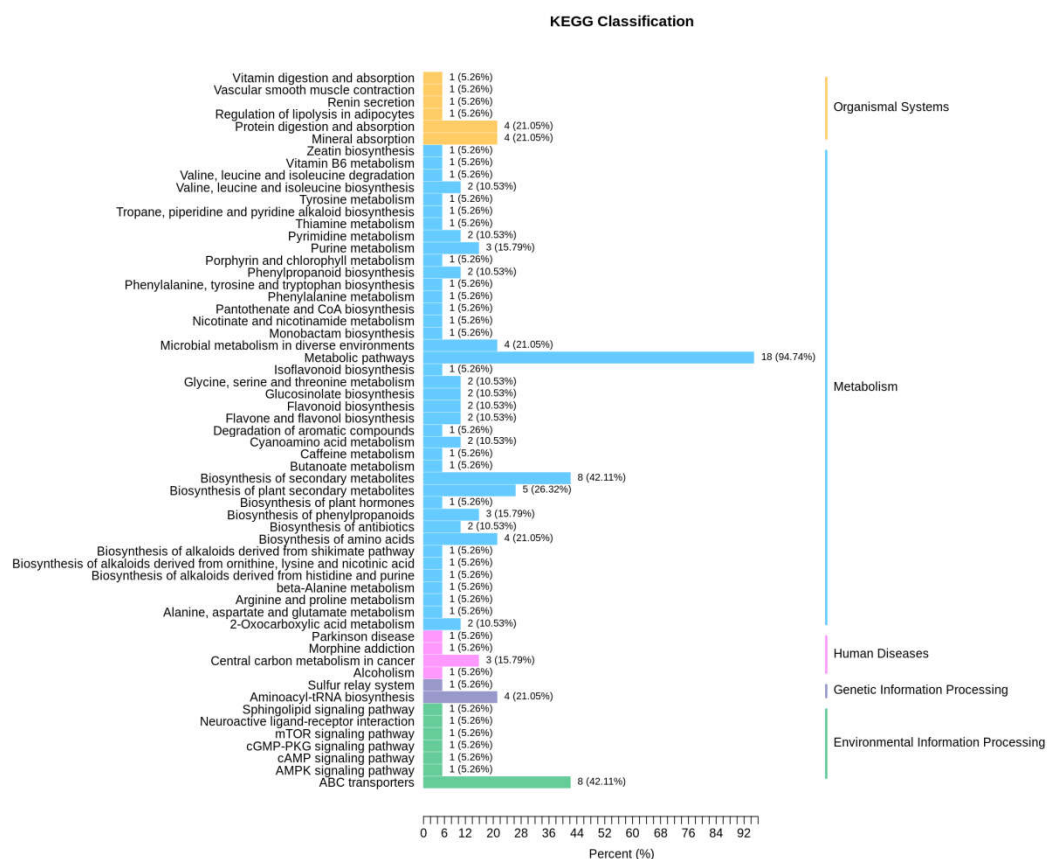

Figure S6. LR metabolomic data: pairwise interstage KEGG metabolic pathway enrichment:

S2 vs. S3.

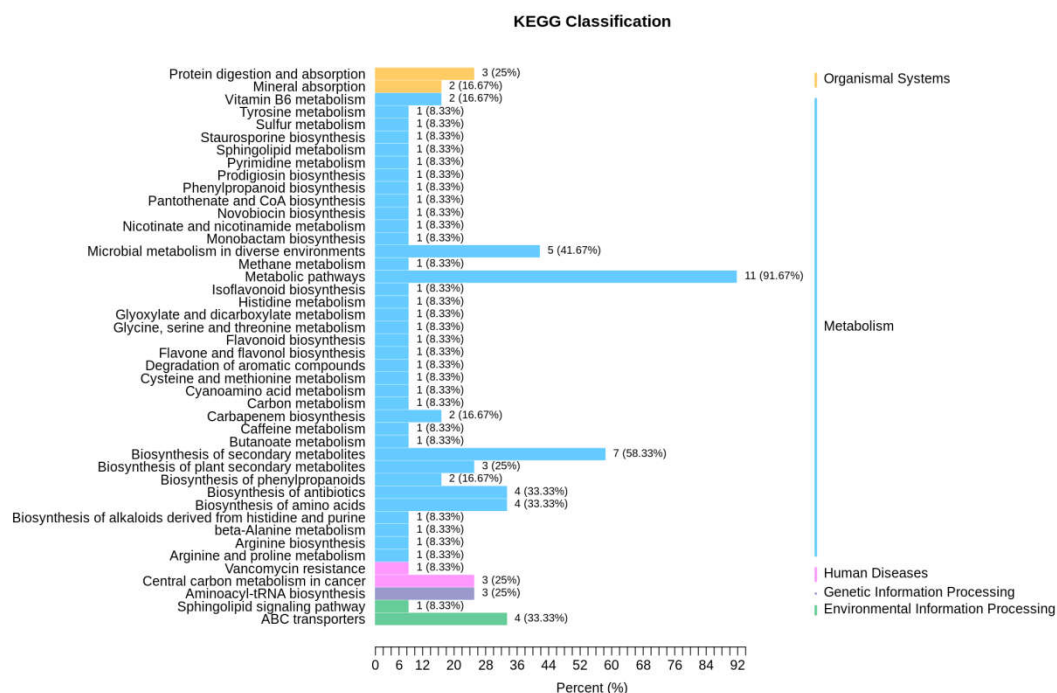

Figure S7. LR metabolomic data: pairwise interstage KEGG metabolic pathway enrichment: S3 vs. S4.

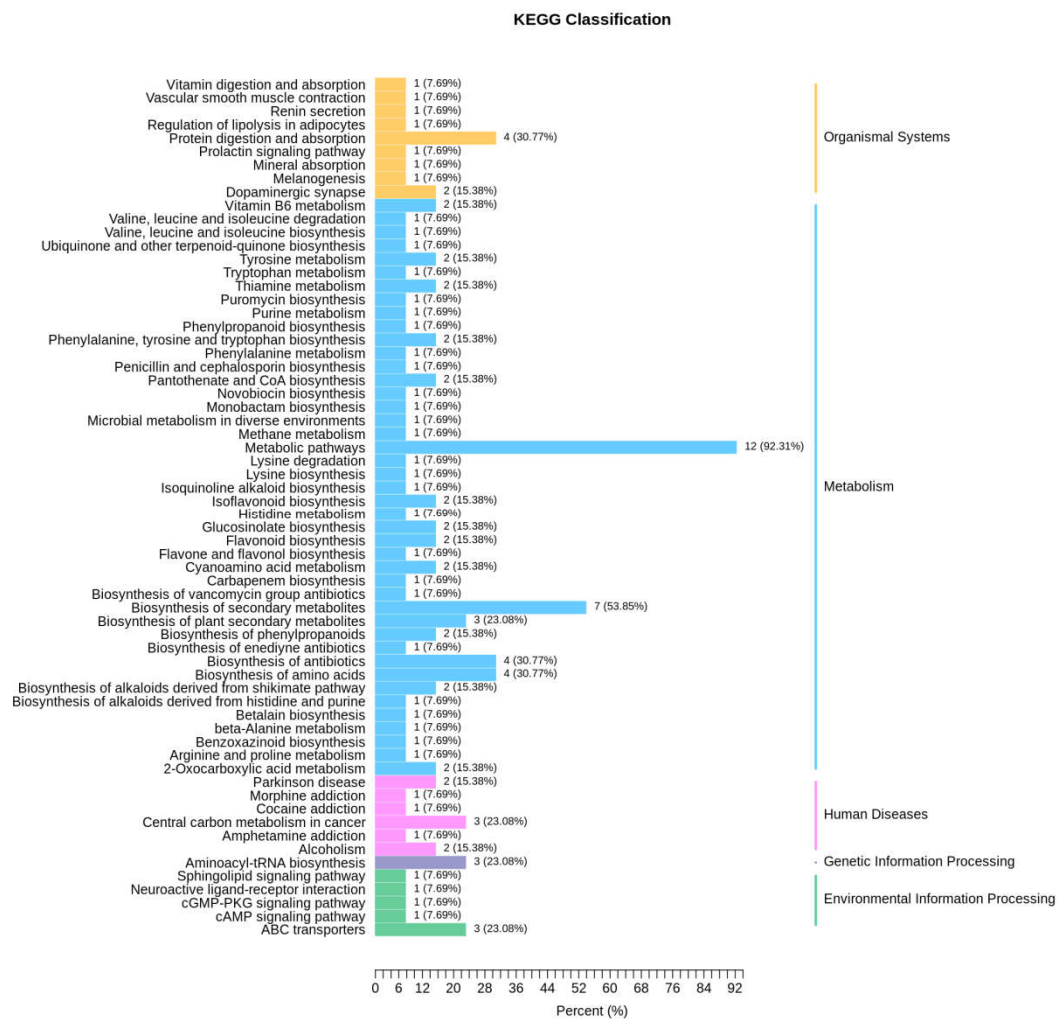

Figure S8. LR metabolomic data: pairwise interstage KEGG metabolic pathway enrichment: S4 vs. S5.

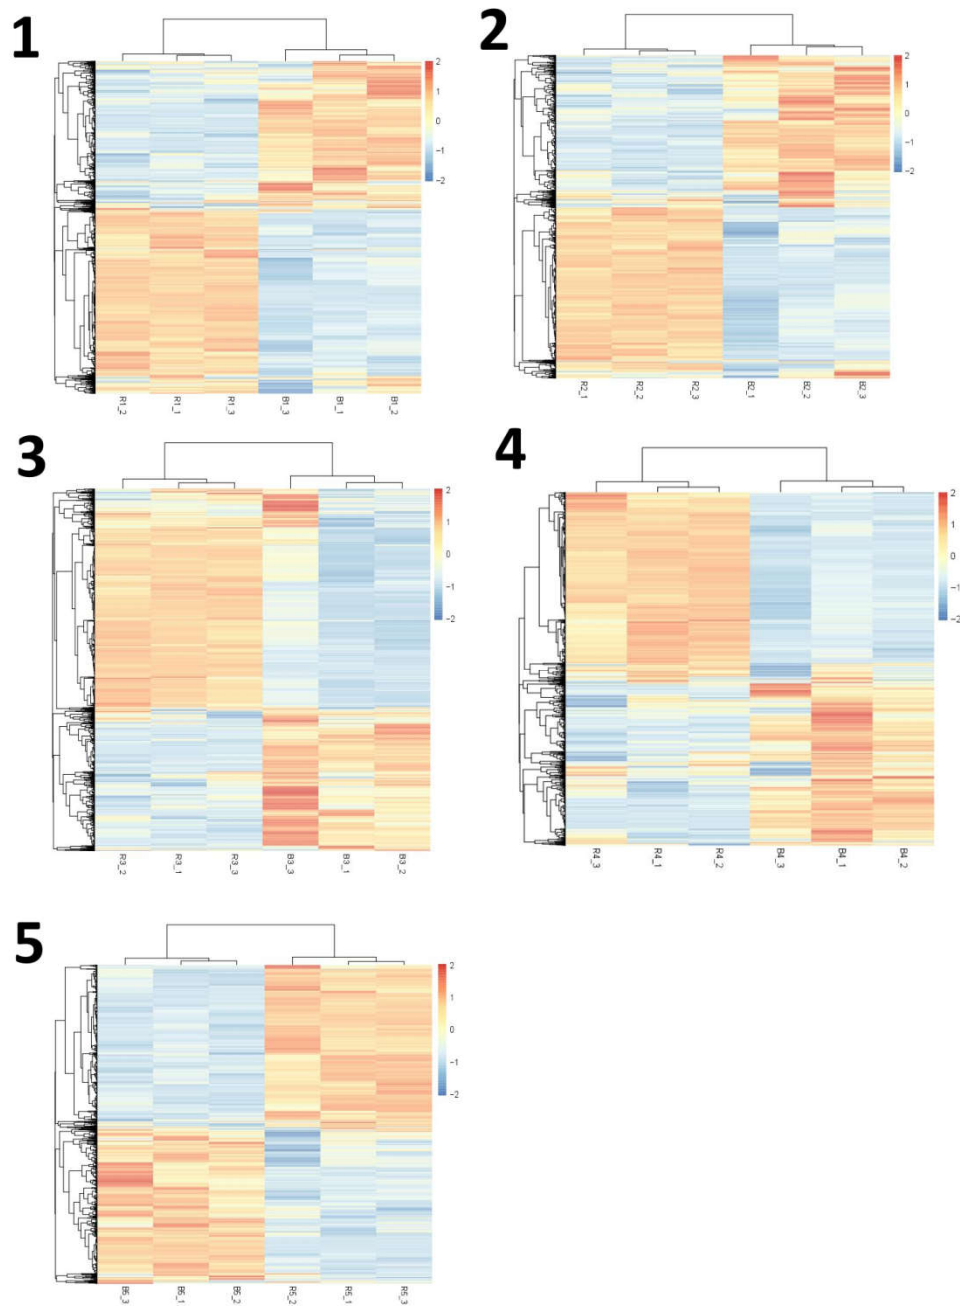

Figure S9. Pairwise comparison of differentially expressed genes (DEGs) between *L. barbarum* and *L. ruthenicum* during five sampled developmental stages. Developmental stage number (1-5) is indicated next to the corresponding heatmap. Samples are labelled B/R1-5_1-3, where the B stands for LR (black goji, *L. ruthenicum*) and R for LB (red goji, *L. barbarum*), followed by the developmental stage of fruit (1-5), and individual sample number (1-3). Samples were grouped by hierarchical clustering; dendrograms above and left of the heatmap indicate relatedness of samples and DEGs respectively.

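The 30 columns of the deposited table carry these codes, and the code, not the title of the deposited sample, set the species of each library here. In Dataset S5, 3600 of 3600 FPKM values printed under a code equal the column of that code.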

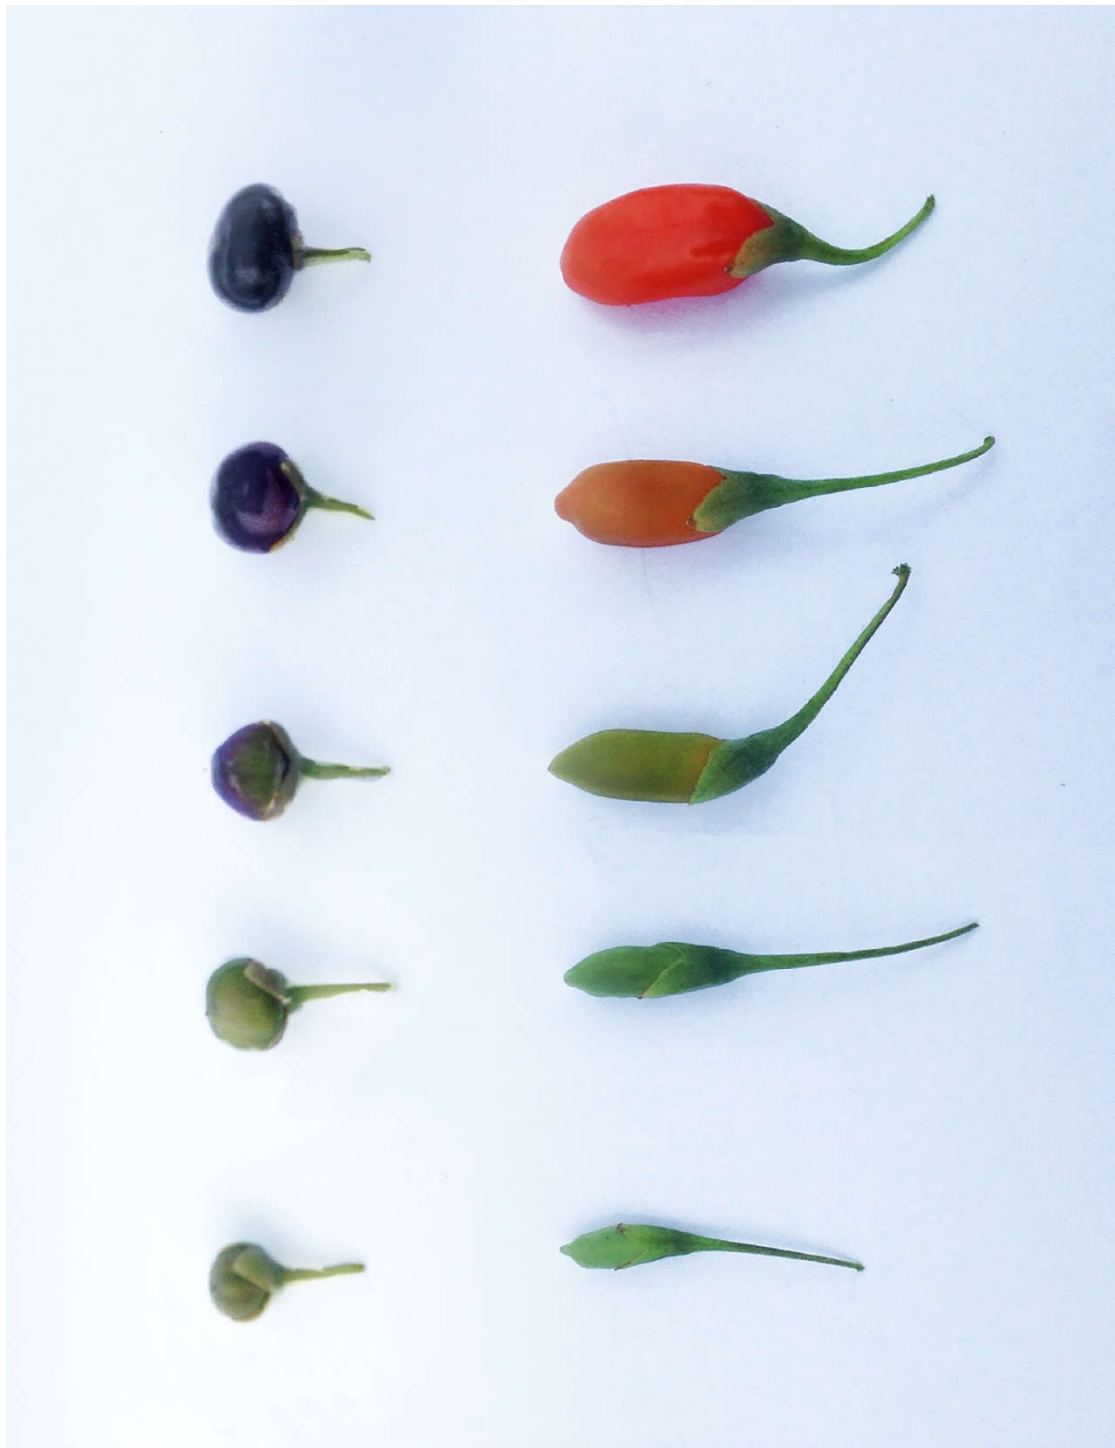

Figure S10. Fruits of LR (left) and LB (right) at five sample ripening stages (1 to 5, bottom to top).

# Supplementary material for: Transcriptomic and metabolomic analyses of Lycium ruthenicum and Lycium barbarum fruits during ripening
**Source:** Sci Rep. 2020 Mar 9;10:4354. doi: 10.1038/s41598-020-61064-5
**Supplement:** Supplementary file 2 — Supplementary Results.

Transcriptomic and metabolomic analyses of *Lycium ruthenicum* and *L. barbarum* fruits during ripening

Jianhua Zhao, Haoxia Li, Yue Yin, Wei An, Xiaoya Qin, Yajun Wang, Yanlong Li, Yunfang Fan, Youlong Cao

Supplementary results: validation of DEGs by PCR.

Validation of DEGs by qPCR

To assess the reliability of the RNA-seq data, we performed quantitative real-time PCR (qPCR) for five randomly selected DEGs. We used the same RNA samples that were used for RNA-seq, and primers were designed using the sequences obtained from the transcriptome data. qPCR was performed on the Bio-Rad S1000 machine with Power SYBR Green PCR Master Mix (Applied Biosystems, MA, USA) following the manufacturers' instructions. The PCR conditions were 95°C for 3 min, followed by 40 cycles of 95°C for 10 s, 55°C for 20 s, and 72 °C for 20 s. PCR amplifications were performed in triplicate for each sample. The suitability of two commonly used reference genes, β -actin and 18s, was tested. Results indicate that both genes are sufficiently stable (see the end of the file), but as 18S was used as reference gene in *Lycium* species before (Ji et al. 2009), we also selected 18S. Expression levels of the target genes were normalized to 18S (reference gene) and calculated using the $2^{-\Delta\Delta C_t}$ method (Livak and Schmittgen 2001) with the lowest-expression stage selected as the calibrator sample.

RNA-seq results for genes selected for qPCR confirmation. 

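This table prints the FPKM of 7 unigenes in the 30 libraries under LB and LR, and 210 of 210 values equal the deposited column with the code of that species. The qPCR measurements were not analysed here.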

LR is *Lycium ruthenicum*, LB is *Lycium barbarum*.

Gene ID	LB1_1	LB1_2	LB1_3	LB2_1	LB2_2	LB2_3	LB3_1	LB3_2	LB3_3	LB4_1	LB4_2	LB4_3	LB5_1	LB5_2	LB5_3
DN94308_c2_g4	53.7	41.93	42.81	1.24	0.87	0.93	0.4	0.15	0.15	0.28	0.39	0.63	0.12	0	0.4
DN80120_c0_g1	43.5	44.65	48.8	304.57	474.57	418.93	1173.77	893.83	1079.26	1253.07	1346.18	527.93	1242.49	776.89	1078.25
DN94308_c2_g5	34.84	41.3	36.28	0.71	0.76	0	0	0	0	0	0.73	0	0	0	0
DN79928_c2_g1	403.83	492.86	368.35	25.08	32.53	20.27	38.01	51.92	35.43	12.9	25.25	14.42	40.19	29.29	26.45
DN75127_c1_g1	132.65	103.94	105.87	70.88	48.99	41.71	1.61	1.47	1.55	0.65	2.5	15.22	0.49	11.56	1.3
DN73389_c1_g2	35.72	32.52	54.58	50.3	35.88	39.51	11.63	15.41	27.87	6.46	30.88	1.94	41.22	29.55	47.24
DN68066_c0_g2	8.39	1.37	6.51	38.16	66.68	67.56	7.32	9.72	20.87	4.74	3.95	1.17	1.46	1.46	1
	LR1_1	LR1_2	LR1_3	LR2_1	LR2_2	LR2_3	LR3_1	LR3_2	LR3_3	LR4_1	LR4_2	LR4_3	LR5_1	LR5_2	LR5_3
DN94308_c2_g4	13.85	13.02	5.84	5.41	10.8	8.6	2.25	0.79	2.34	2.47	0.51	1.02	0	0	0.1
DN80120_c0_g1	4.83	4.64	5.14	12.88	7.81	35.19	87.09	112.61	244.15	284.47	241.18	198.02	841.93	972.11	741.48
DN94308_c2_g5	18.8	10.64	11.61	5.33	6.71	7.11	1.62	2.84	2.5	1.48	0	0.62	0	0.52	0
DN79928_c2_g1	2.91	0	2.23	5.06	2.24	1.02	12.53	11.04	13.06	23.8	30.41	25.72	7.86	9.5	24.15
DN75127_c1_g1	26.8	32.35	24.16	10.38	25.28	47.4	3.51	5.84	4.48	2.65	2.31	1.61	0.36	0.3	1.19
DN73389_c1_g2	15.44	10.28	6.74	26.93	9.84	13.98	151.22	99.11	505.19	684.45	655.12	886.16	2511.1	2462.1	5268.62
DN68066_c0_g2	21.34	8.42	7.49	42.4	18.45	28.37	214.47	169.47	525.58	920.52	895.39	942.12	2756.98	2357.81	3730.38

Primers used for qPCR.

Gene ID	Putative gene name	Primer name	Sequence (5'-3')	TM (°C)	Amplicon (bp)
DN94308_c2_g4	<i>Alcohol dehydrogenase</i>	ZJH DN94308F	TCGGATCTCATGGTTGTCTGA	58.53	141
		ZJH DN94308R	GTGCATTCCAGGCTTGTCAG	59.04	
DN80120_c0_g1	<i>Beta-glucosidase</i>	ZJH DN80120F	CCAAATCCACATAGTATAGGCCA	57.76	101
		ZJH DN80120R	TGGATCAAACGTCAAAGGCT	57.73	
DN94308_c2_g5	<i>Alcohol dehydrogenase</i>	ZJH DN94308-2F	GTTTGGGCGTGGACTCATTT	59.04	105
		ZJH DN94308-2R	GAGGGTGAGTTGCAGAGACT	59.03	
DN79928_c2_g1	<i>Alcohol dehydrogenase</i>	ZJH DN79928F	CCATTGGCACGACTTCAACA	59.05	137
		ZJH DN79928R	GTTGCCTGTATTTCCCCTGC	59.18	
DN75127_c1_g1	<i>Peroxidase</i>	ZJH DN75127F	GTCATCAGGGTGTTGGAGGA	59.02	118
		ZJH DN75127R	ATAGCATCCCTAGCAGCGAG	59.11	
DN73389_c1_g2	<i>Chalcone synthase</i>	ZJH DN73389F	CATTCGAGCCCTTCACCACT	60.04	153
		ZJH DN73389R	GTTGGCCCTAAAACCGGAGA	59.96	
DN68066_c0_g2	<i>Leucoanthocyanidin dioxygenase</i>	ZJH DN68066F	ACCTCCGGCAACCTTAACAC	60.25	172
		ZJH DN68066R	AGGACCTCAAGTACCGACGA	59.96	
Reference	18S	GouQi 18SF	AAAGGAATTGACGGAAGGGC	58.45	155
		GouQi 18SR	CAACTAAGAACGGCCATGCA	58.45	

qPCR results. Data are presented as mean values of triplicate samples $\pm$ SD. LR is *Lycium ruthenicum*, LB is *Lycium barbarum*.

DN94308_c2_g4

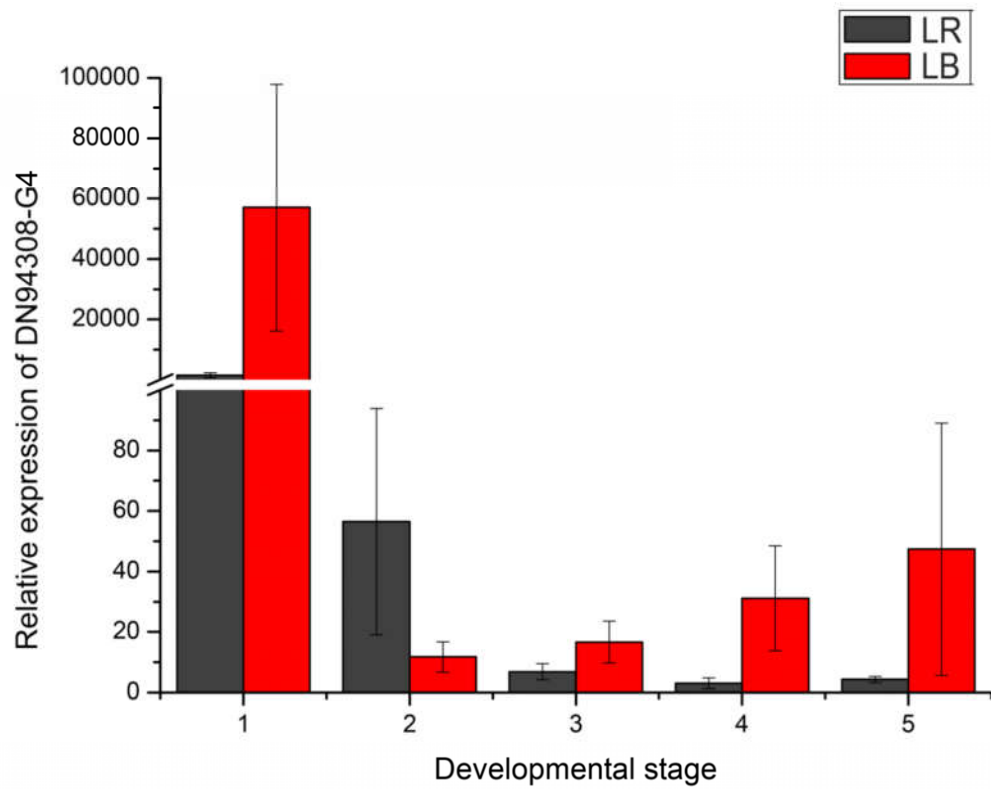

DN80120_c0_g1

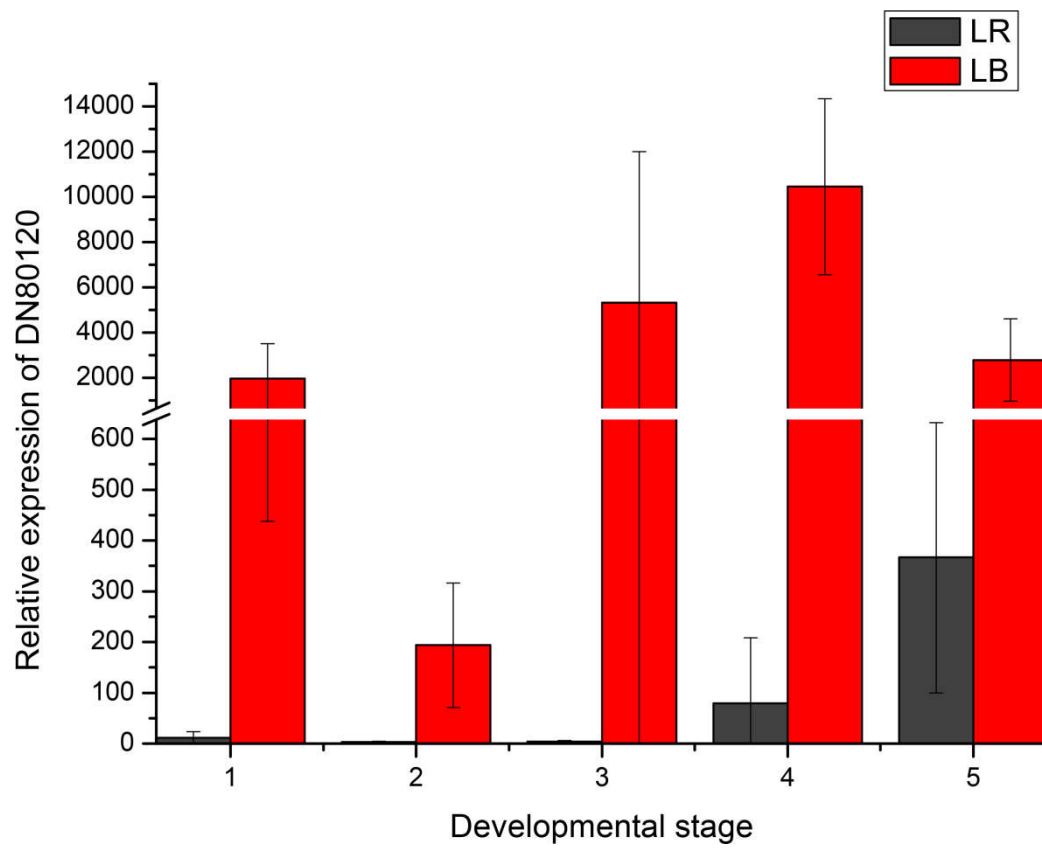

DN94308_c2_g5

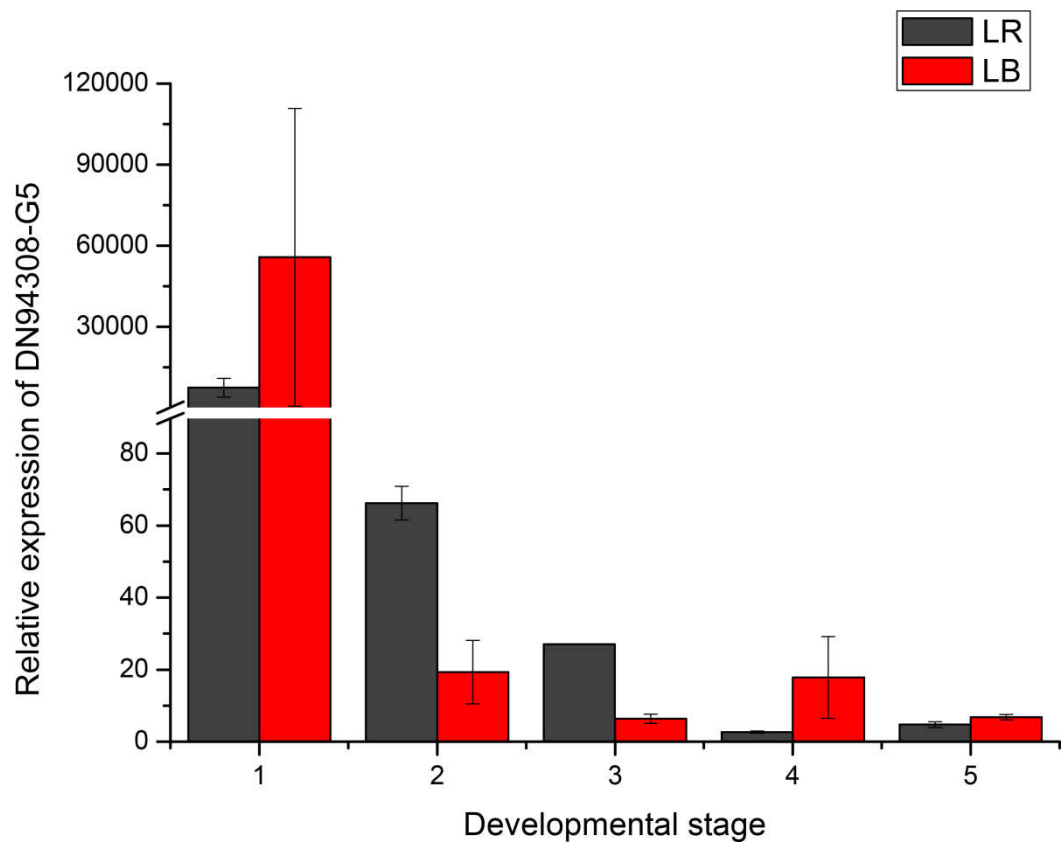

DN79928_c2_g1

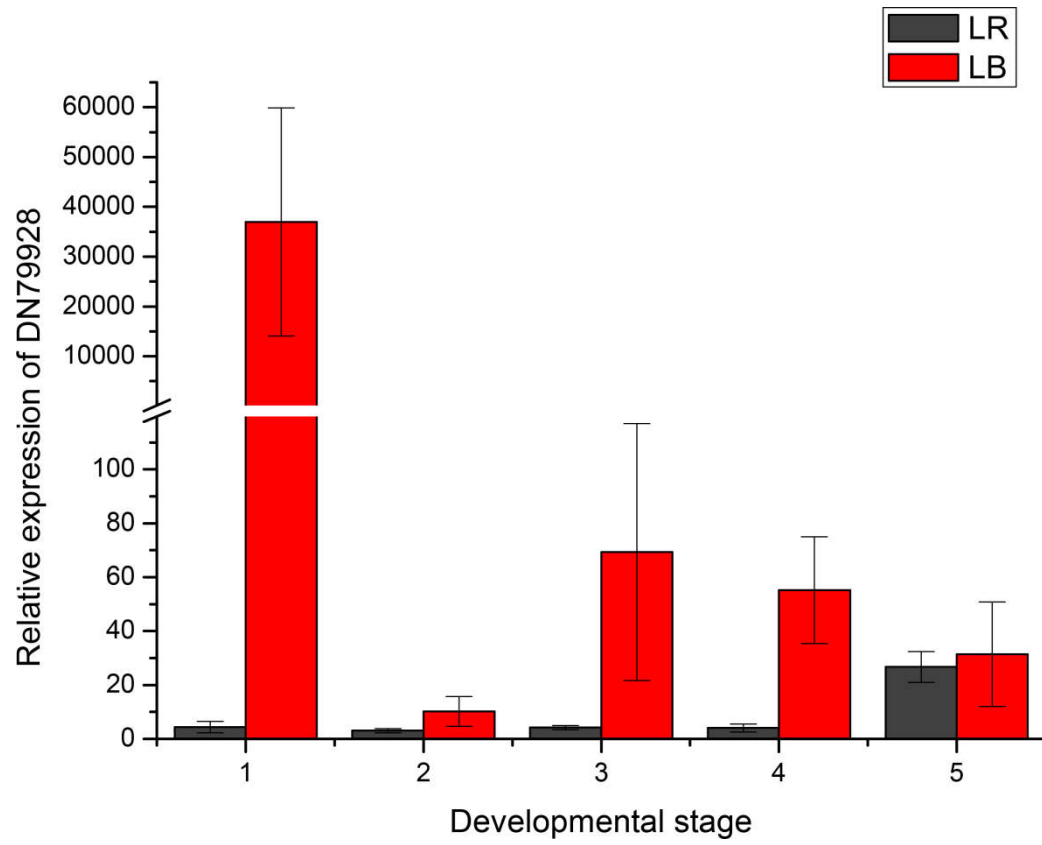

DN75127_c1_g1

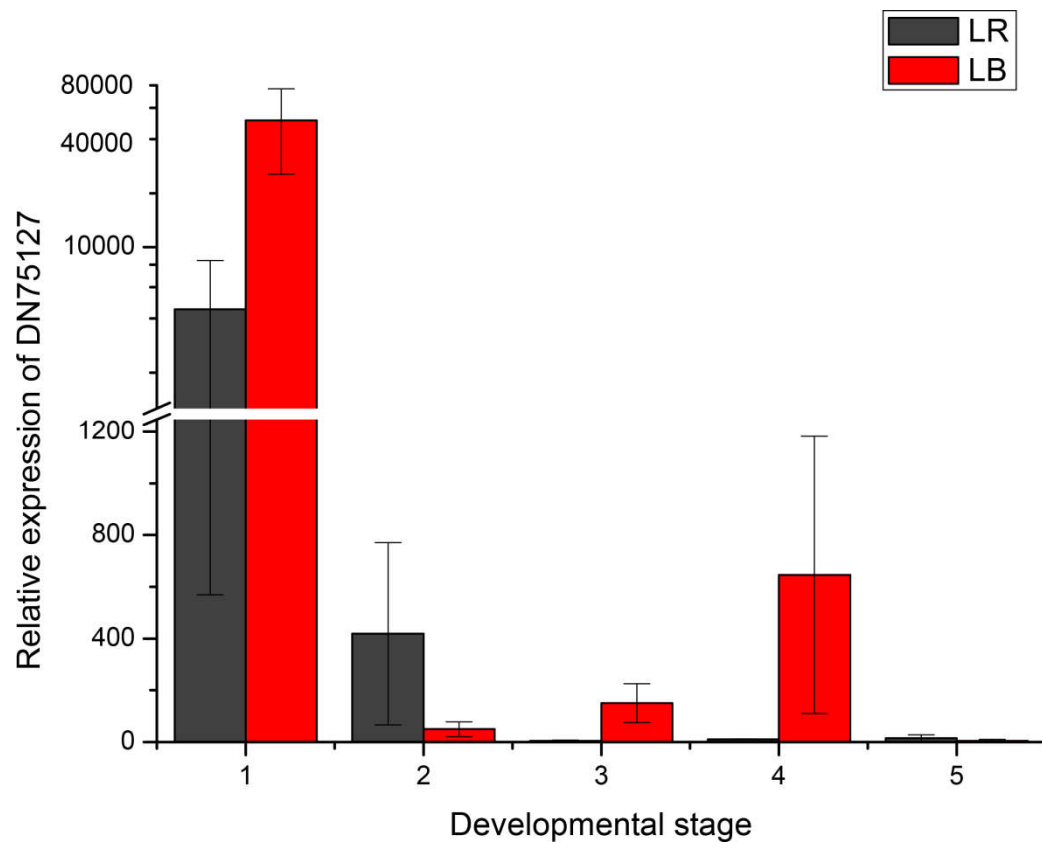

DN73389_c1_g2

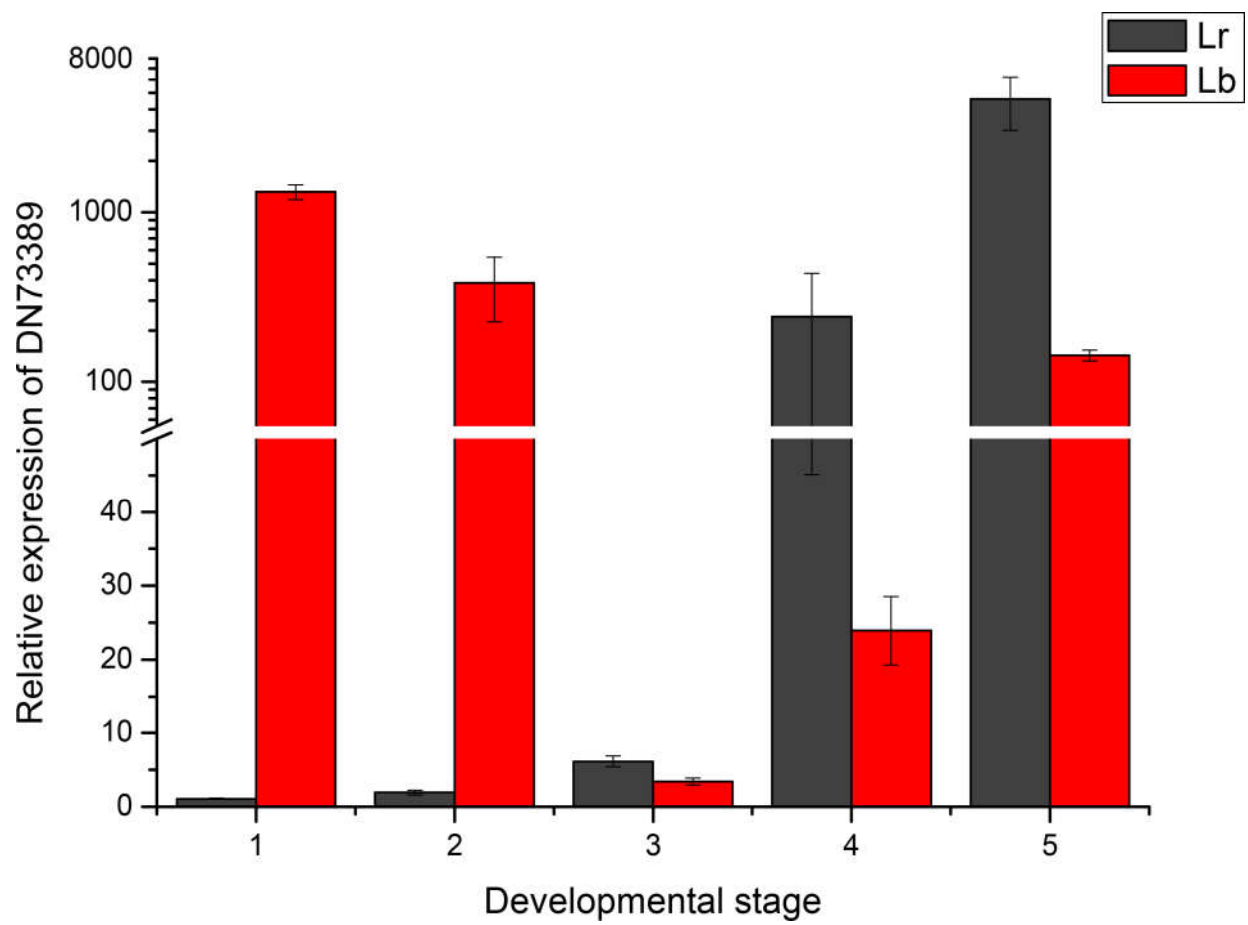

DN68066_c0_g2

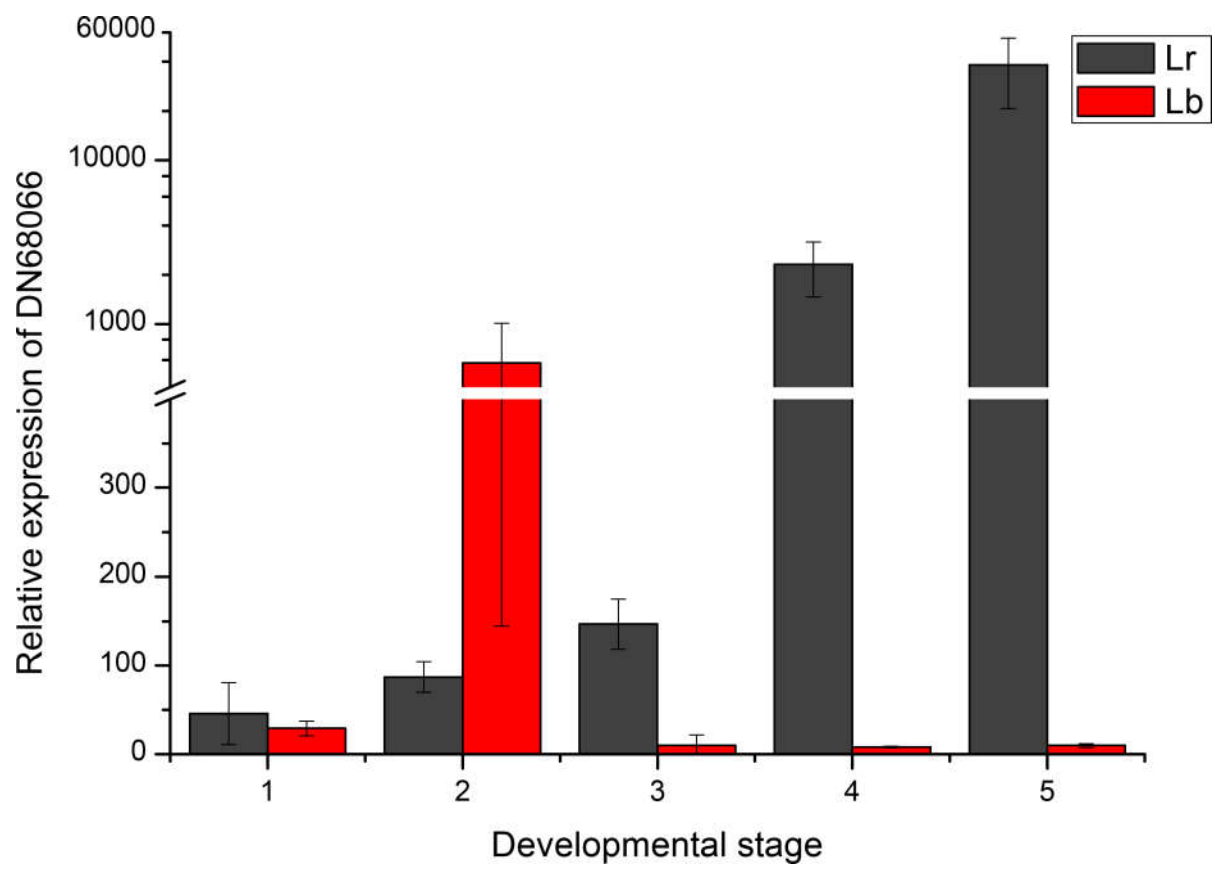

Melt curves

DN94308

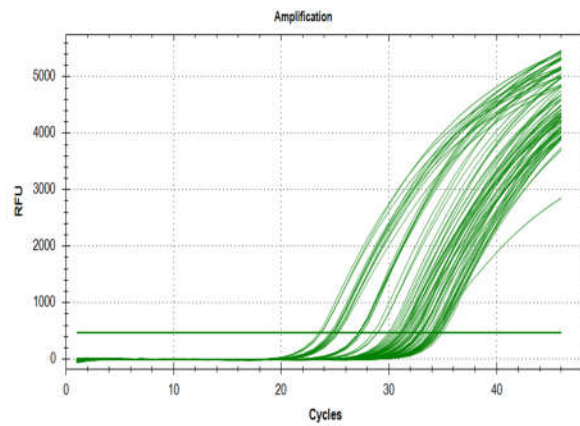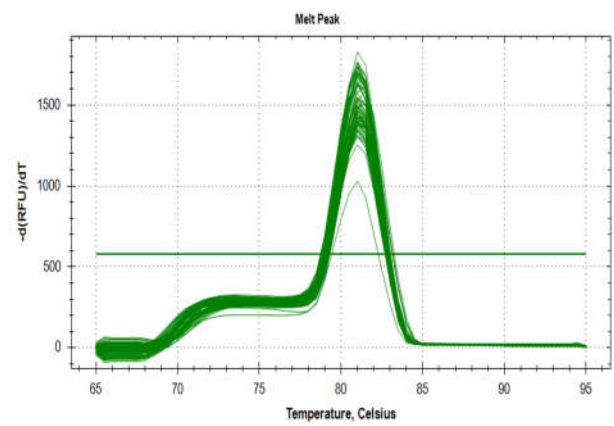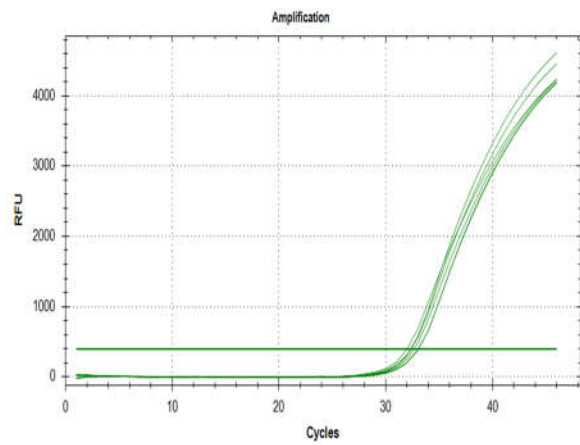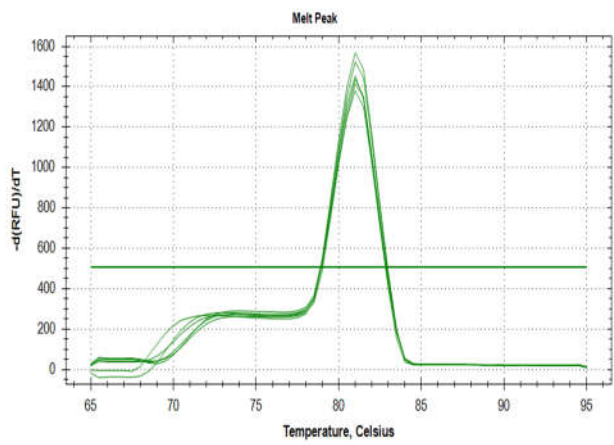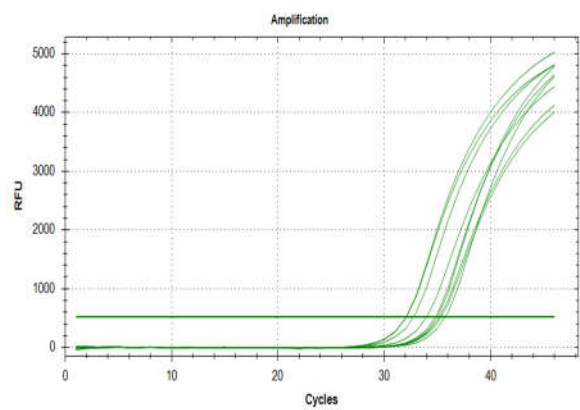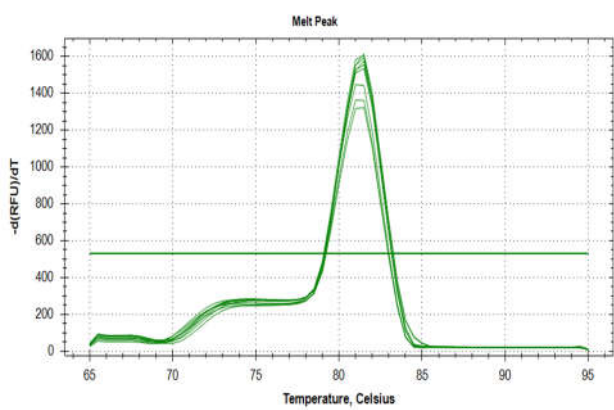

DN80120

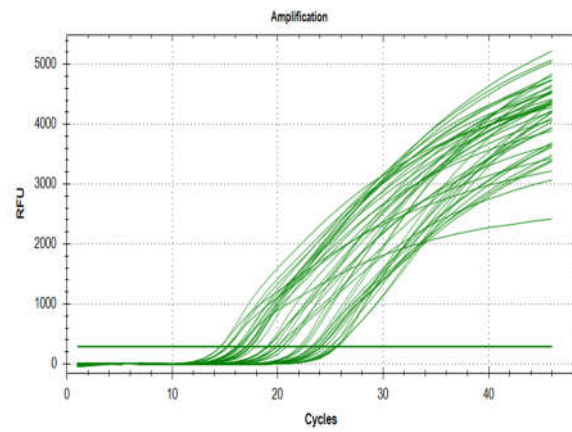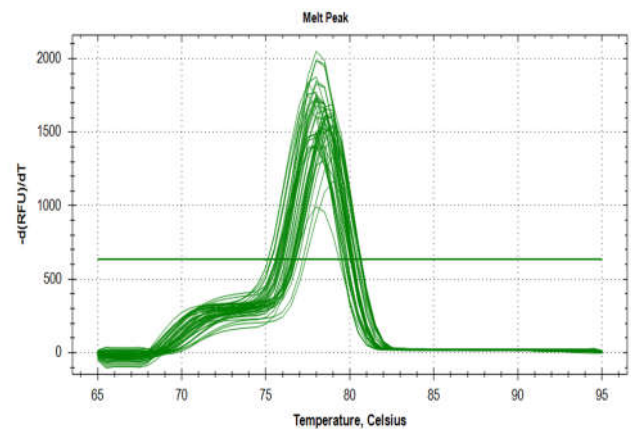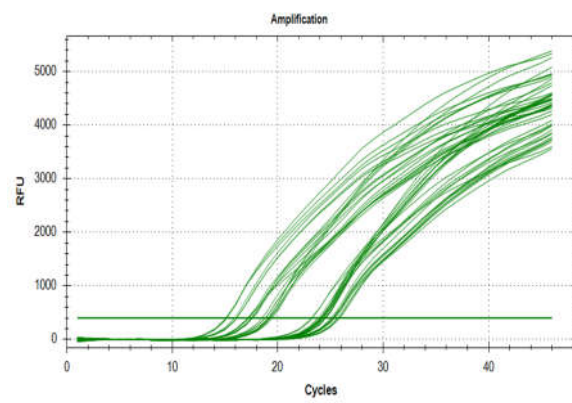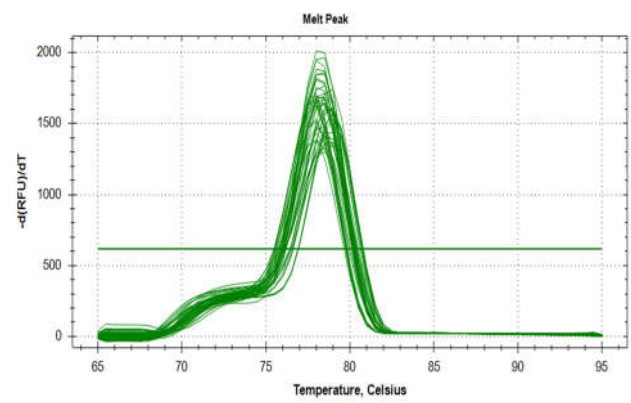

DN94308

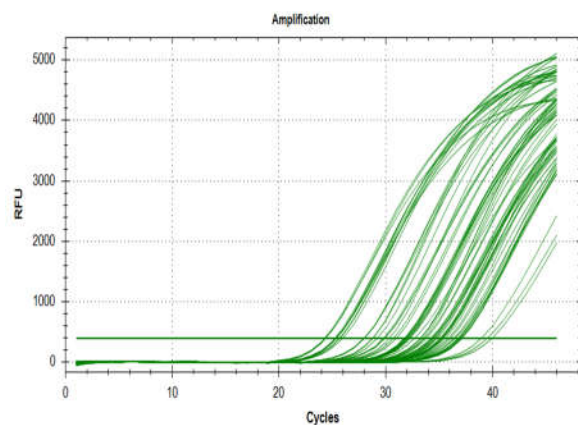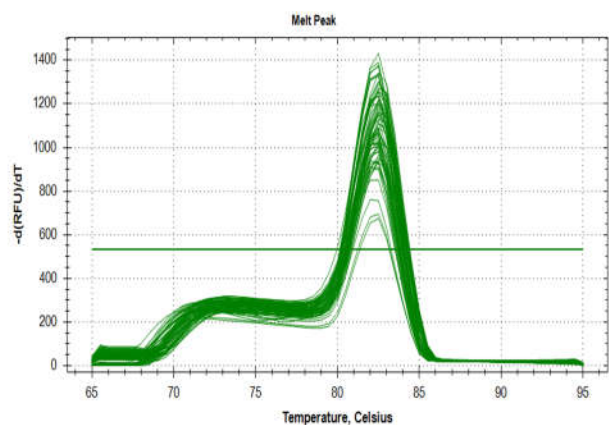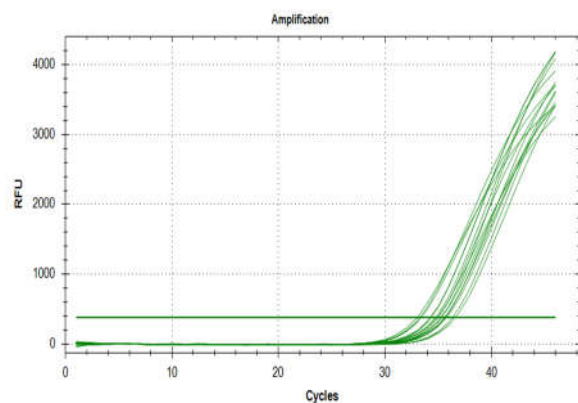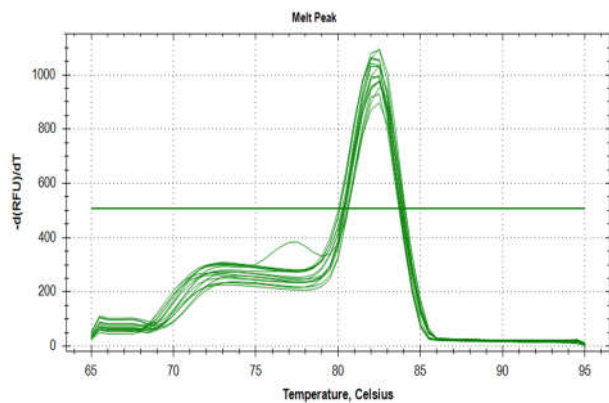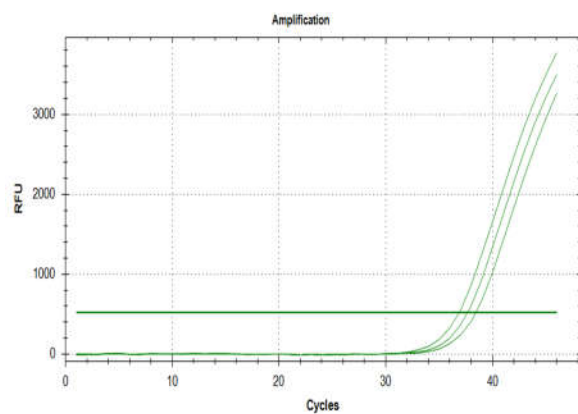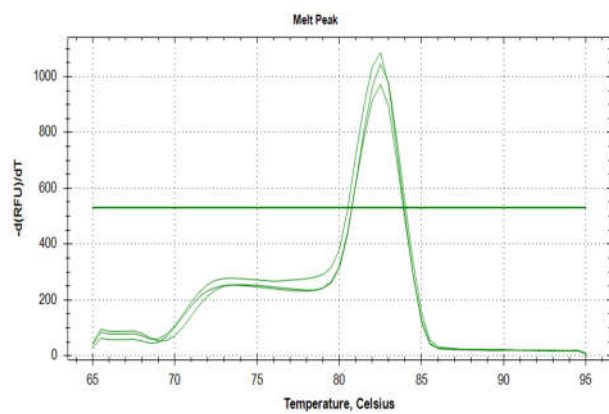

DN79928

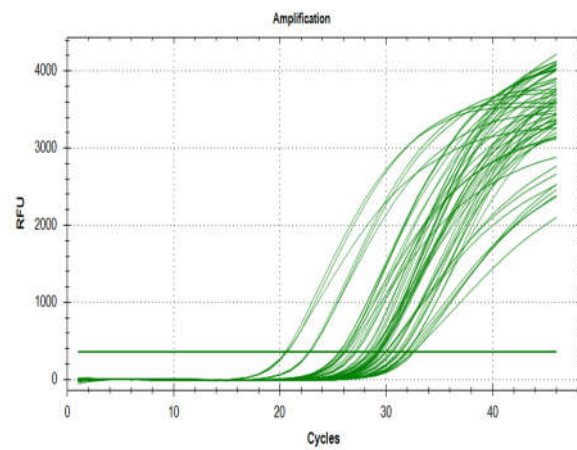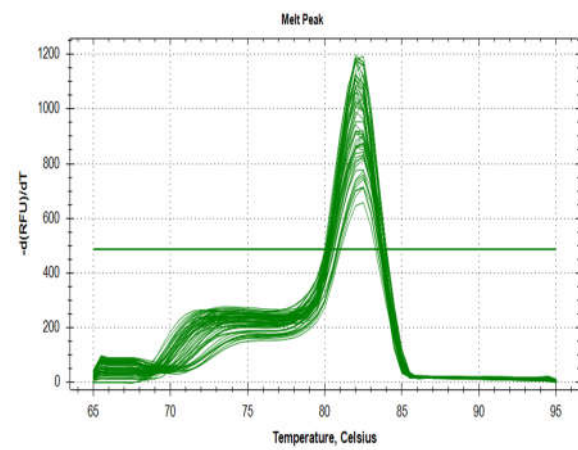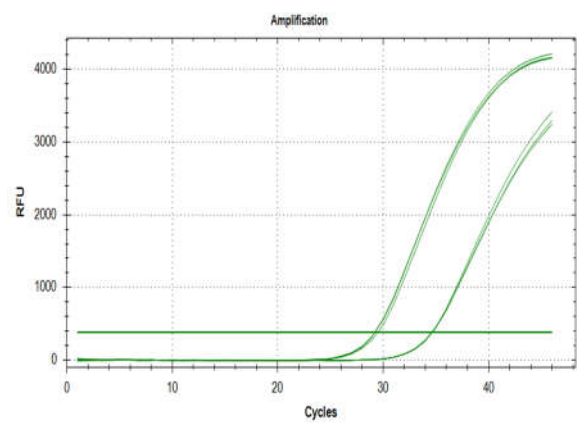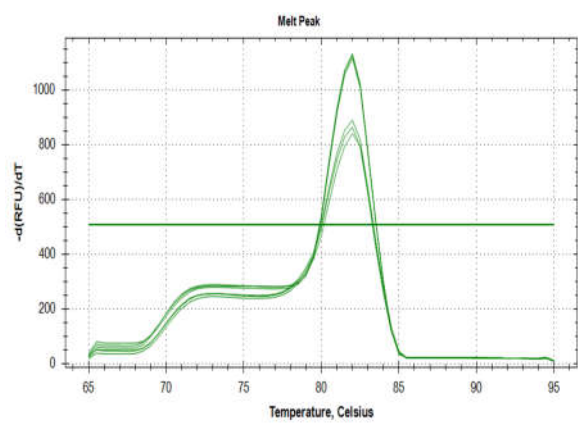

DN75127

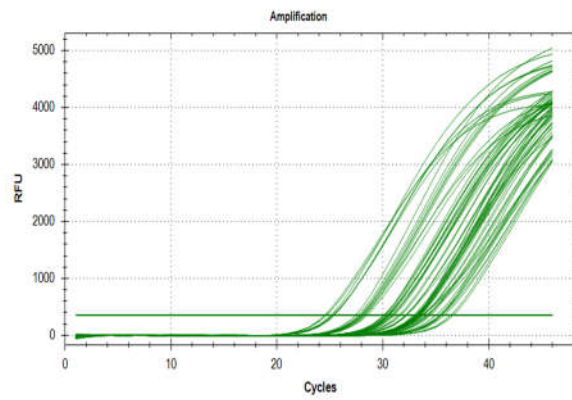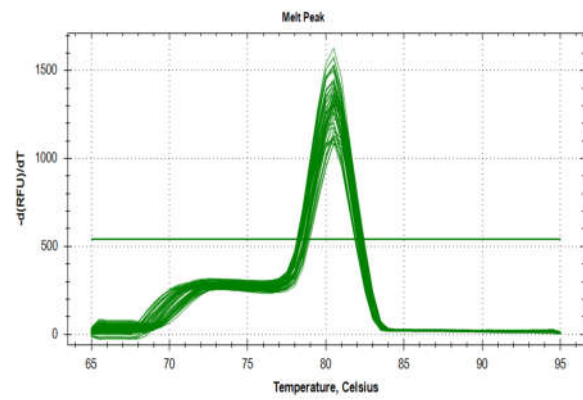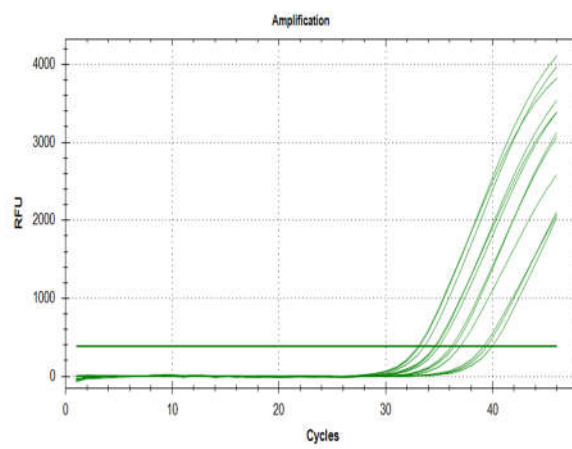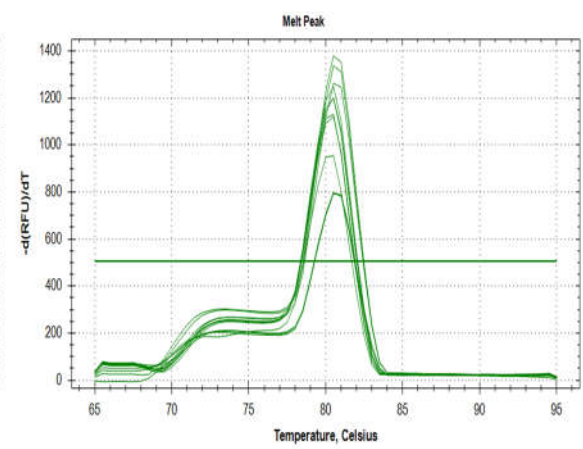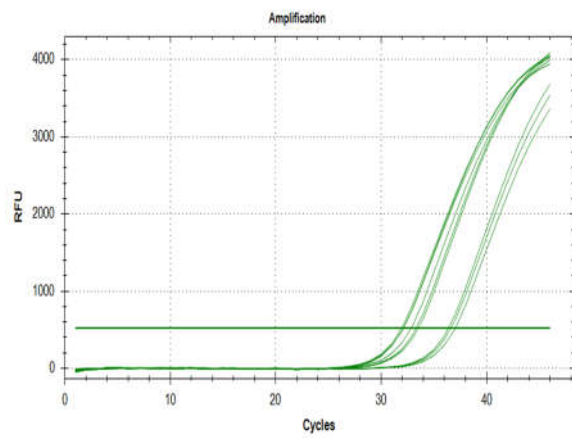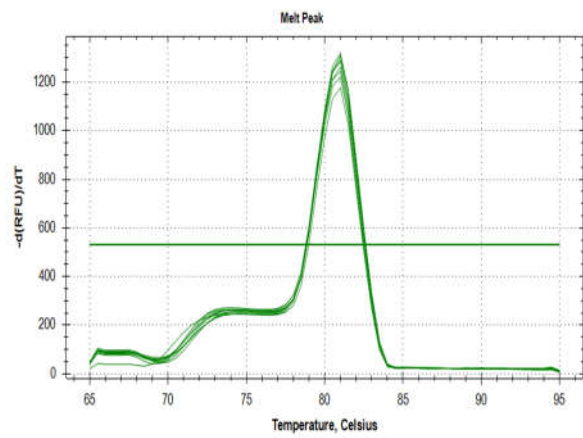

DN73389

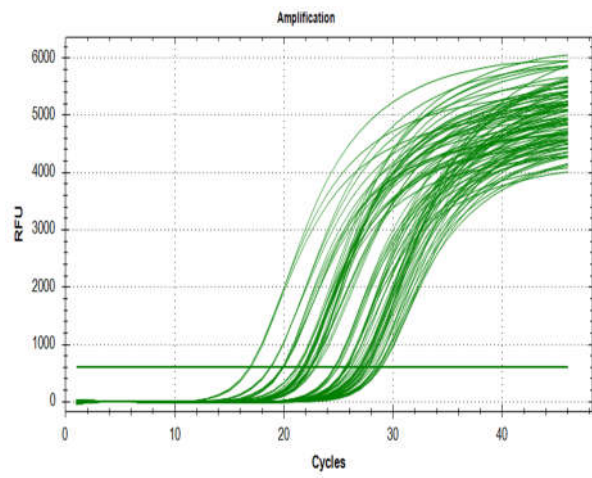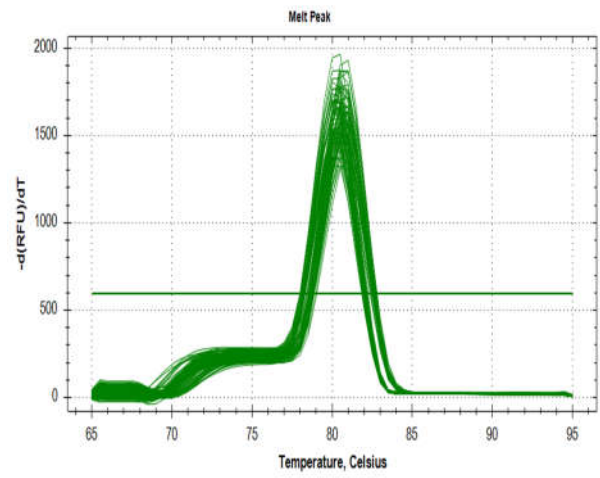

DN68066

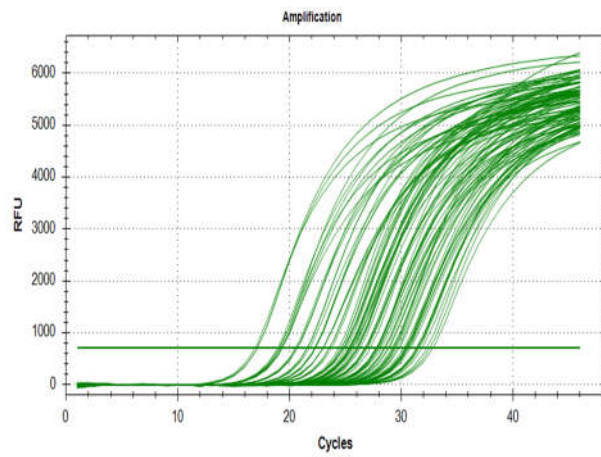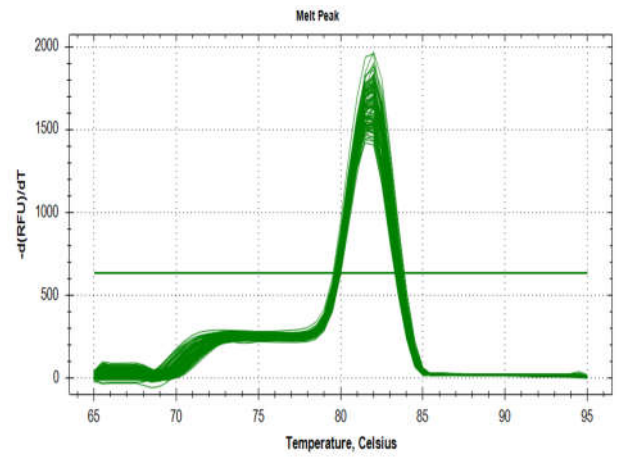

18S

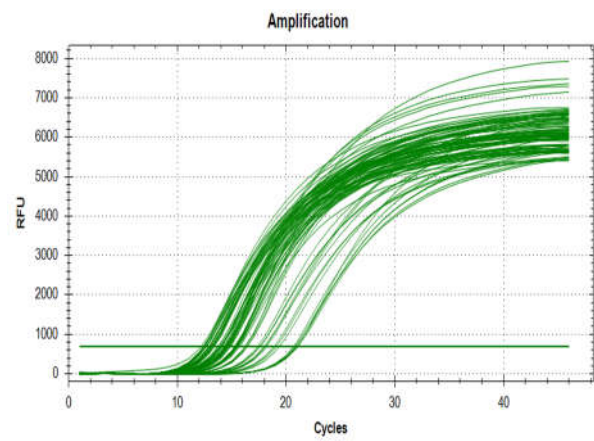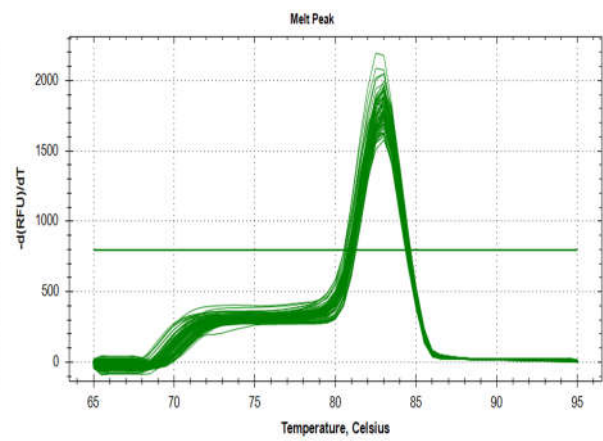

Reference gene testing and comparison

18s

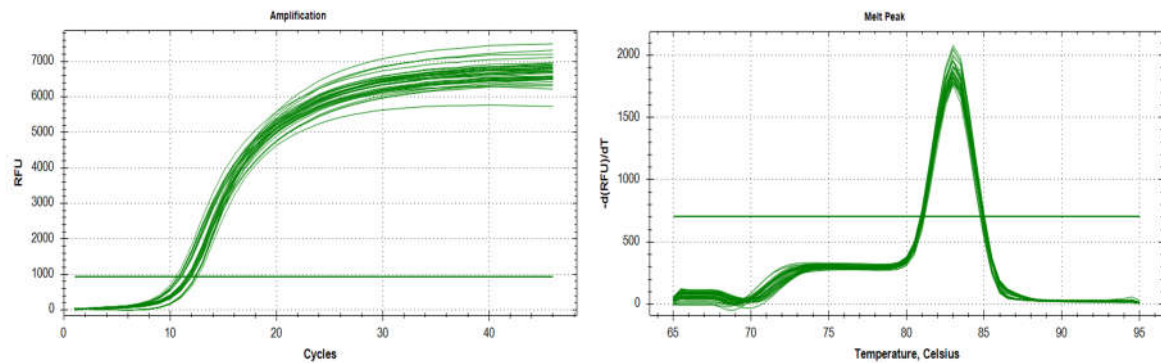

β-actin

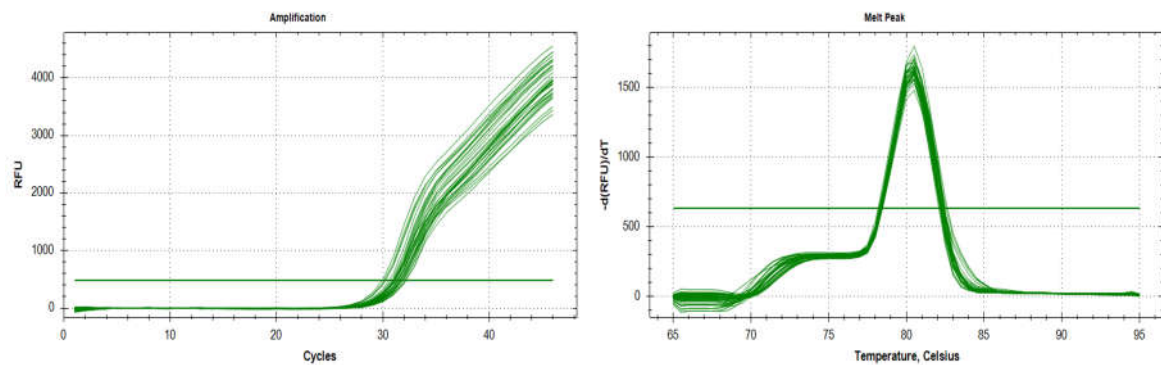

Primers

Gene	Name	Sequence 5'-3'	T _M (°C)	Amplicon bp
18s	18S F	AAAGGAATTGACGGAAGGCG	58.45	155
	18S R	CAACTAAGAACGGCCATGCA	58.84	
β-actin	Actin F	TGTTGGTGACGAAGCTCAGT	59.54	160
	Actin R	AGTTAGGAGGACGGGATGCT	60.03	

References

- Ji, Jing, Gang Wang, Jiehua Wang, and Ping Wang. 2009. "Functional Analysis of Multiple Carotenogenic Genes from *Lycium Barbarum* and *Gentiana Lutea* L. for Their Effects on β -Carotene Production in Transgenic Tobacco." *Biotechnology Letters* 31 (2): 305–12. <https://doi.org/10.1007/s10529-008-9861-8>.
- Livak, K J, and T D Schmittgen. 2001. "Analysis of Relative Gene Expression Data Using Real-Time Quantitative PCR and The2-DDCT Method." *Methods* 25: 402–8. <https://doi.org/10.1006/meth.2001.1262>.

How the deposited data were processed for this re-analysis (not part of the article)

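RNA was sequenced from fruit of L. barbarum (LB) and L. ruthenicum (LR) at 5 stages, 9 to 12 (S1), 14 to 19 (S2), 20 to 26 (S3), 30 to 37 (S4) and 34 to 45 (S5) days after flowering, with 3 libraries per species and stage, each from fruit of 1 tree. The LR shrubs were wild and the LB shrubs grew watered in a nursery at another place, so species, place and watering cannot be told apart in any comparison of LR with LB. Libraries are named by species, stage and number, so that LB4-3 is the third LB library of S4.

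The authors filtered the reads with Cutadapt 1.7.1, assembled them de novo with Trinity at default settings, clustered the transcripts with Corset, and computed FPKM per unigene and library from uniquely located clean reads. The labels of the samples name Bowtie2, whose version is not given in the sources used here, and neither are the versions of Trinity and Corset. The authors deposited FPKM to 2 decimals for 326276 unigenes in 30 columns, 1 per library, with no scaling between libraries stated. The deposited values of the 7 unigenes measured by qPCR and of the phenylpropanoid unigenes equal those the supplement prints as FPKM. Clean reads per library ranged from 41.3 M to 80.2 M, with medians of 55.6 M in LB and 52.8 M in LR. Without read counts per unigene or unigene lengths, the counting error of a value was not computed, and an FPKM of 0 is given as listed at 0.

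From the deposited FPKM, log2 (FPKM + 0.5) was computed. Unigenes with an FPKM of 1 or more in at least 3 of the 30 libraries were kept, 111217 in all. Each was fitted in R 4.3.3 with limma 3.58.1 (lmFit, contrasts.fit, and eBayes with trend and robust) with 1 mean for each of the 10 groups over all 30 libraries, which leaves 20 residual degrees of freedom. Two-sided p-values were adjusted by Benjamini and Hochberg within each comparison. A unigene was called at an adjusted p under 0.01 and a 2-fold difference, the thresholds the authors used with edgeR between species. Comparisons were the 10 pairs of stages in each species, LR with LB at each stage, and the late (S3 to S5) minus early (S1 and S2) change of the difference between LR and LB. The last of these is the test of whether a difference is specific to some stages. Stage-dependent unigenes were found with the F test of limma over the 15 libraries of a species (adjusted p under 0.01 and an R2 of the stage means of 0.7 or more), in place of the maSigPro regression of the paper. Libraries were clustered by average linkage on 1 minus the Pearson r of log2 (FPKM + 0.5) over the stage-dependent unigenes.

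The tests, samples, thresholds, gene lists, naming rule and main alternatives were set before the data were examined. Named genes are those of the paper that its text or supplement ties to 1 unigene: the 7 unigenes measured by qPCR, the 5 annotated as shikimate O-hydroxycinnamoyltransferase in Dataset S5, and chitinase, EIX receptor 1/2, PGK, RPM1, 1 glutathione S-transferase (GST), DFR, its paralogue and OMT, tied by the fold changes in the text and in Dataset S4. The paper's values for them had been seen when the rule was written. Of the 113 phenylpropanoid unigenes of Dataset S5, the rule names per comparison up to 12 called ones with the largest change whose 3 libraries in a group all lie beyond the 3 of the other, and all members of enzyme classes of 4 or fewer. Of each pathway list of Dataset S2 it names up to 2, and per comparison up to 2 unigenes without annotation that rose and 2 that fell. Chance alone puts 10% of unigenes with 3 libraries against 3 in such non-overlapping groups. Only the first members of the longer pathway lists, at most 18, could be read, so these lists were counted and no set test was made on them. The study chose all of the lists from these libraries. Counts within a list are given over all unigenes tested and, where useful, adjusted over the list alone.

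The alternatives were an offset of 0.1 or 1, no filter beyond an FPKM above 0 in at least 3 libraries (184076 unigenes), a fit to only the 6 libraries compared, median-of-ratios scaling over the 37527 unigenes above 0 in all 30 libraries, library quality weights, the replicate number as a block, leaving out LB4-3 and LB5-2, which stand apart in the paper's Fig. 2, and leaving out each library in turn. A cubic polynomial of stage was tried for stage-dependent unigenes, other correlations for the agreement of libraries, and other linkages and unigenes for the clades. Leaving out LB2-2, LB3-1 and LB5-2, and rescaling without 28 abundant LR unigenes, were chosen after seeing the data, as were the scaled, library-omitted and leave-one-out fits of stage-dependent unigenes. The code was tested on simulated data in which 200 unigenes per comparison, taken from those without a low mean FPKM, were changed by known amounts. Of changes of 3 on the log2 scale it recovered 71.2% in LB S1 vs. S2, 78.8% in LR against LB at S1 and 86.4% in the late minus early test, and of changes of 1.5 it recovered 16.4%, 28.4% and 43.3%. In these 3 tests 2, 1 and 2 unchanged unigenes were called. The test of stage-dependent unigenes recovered 54.5% in LB and 80.3% in LR of changes of 3. Of changes of 1.5 it recovered 1.5% in LB and 17.9% in LR. The simulated change was at S2 alone in LB and from S3 to S5 in LR, so these shares do not compare the species.

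Left out were the metabolite measurements and the qPCR measurements, which were not analysed here, and the genes of the paper with no tie to 1 unigene, among them metE, AAT1, proline iminopeptidase, RAN, RFA1, hnRNP, HSPA1_8, MYB114, F3'5'H, CNOT7/8, CHS2, cytokinin dehydrogenase and the second GST. Annotation of the other unigenes was not used here, so gene lists by product name were not made.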

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

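The median over unigenes above 0 in all 30 libraries and the rescaling without the 28 abundant unigenes are tests chosen after the result was seen. In all comparisons of LR with LB the species also differ in place and watering, which stay open as explanations.

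The difference between LR and LB changed from the early to the late stages in 9424 unigenes by a limma test of the change itself (4203 higher and 5221 lower in LR late, and 4788 and 4304 after median-of-ratios scaling). Of 100 splits drawn, 1 gave as many, the real one, and the highest other gave 218. These splits shuffle the stages within each species, which also puts the changes between stages into the spread. They do not represent a difference that stays constant from early to late, so they cannot exclude chance for this count. The anthocyanin genes rose late in LR against LB: the DFR paralogue by 7.91 on the log2 scale (SE 0.47, limma adjusted p = 3.2e-11), LDOX by 7.6 (SE 0.5, adjusted p = 1.9e-10) and CHS by 7.1 (SE 0.59, adjusted p = 8.5e-09). Alcohol dehydrogenase 3 changed by 4.78 (SE 0.48, adjusted p = 1.8e-07) and the beta-glucosidase TRINITY_DN80120_c0_g1 by 2.13 (SE 0.37, adjusted p = 0.00029). Each of these 5 calls was also made under every alternative run for this test.

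In data the paper does not discuss, 28 unigenes with under 1% of their mean LR level in LB took up to 67% of the FPKM of an LR library and at most 0.028% of an LB library.

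PGK was among 1277 unigenes that reached an FPKM of 1 in all 15 libraries of LR and were listed at 0 in all 15 of LB, and 1210 unigenes showed the reverse. The median level of these unigenes in the expressing species was an FPKM of 7.09 (7.62 in LB and 6.64 in LR). This cannot decide on sequencing depth as a cause. The choice of unigenes with an FPKM of 1 or more in all 15 libraries itself keeps that level up. Copies of a gene assembled as a separate unigene for each species stay open: 80 assembly components held both kinds of unigene, within the range of 1000 shuffles of the species label (74 to 111, median 94). Another unigene of the same component was expressed in the other species for 746 of the 1210 and 731 of the 1277. Genes that only 1 species has or expresses may also give this pattern, which was not tested, and cannot be told apart from separately assembled copies with these 80 components.

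Chitinase and EIX receptor 1/2 were higher in LR early, when LB was listed at 0, and PGK was higher in LR at all stages. With LB at 0, no late change of their difference is given. That 1 library carries the early values is argued against, since the lowest of the 3 LR libraries at S1 was 0.14 of the highest for chitinase (13.32 against 94.92), and EIX receptor 1/2 lay between 21.75 and 29.23. An early defence response of LR may explain the pair, as may a copy in LB assembled apart (80 components held both kinds), and neither was tested for these genes.

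More unigenes were lower than higher in LR at all 5 stages (33.5%, 36.3%, 32.7%, 26.2% and 36.7% higher from S1 to S5), and with median-of-ratios scaling 46.8%, 49.4%, 52.7%, 50.1% and 47.1% were higher. The tables argue against unigenes assembled from LB alone as the whole cause, since among the 37527 unigenes above 0 in all 30 libraries, tested or not, the median log2 difference was -0.4 at the stage nearest to 0 (-0.54, -0.5, -0.7, -0.9 and -0.4). A few abundant unigenes that take much of the FPKM of LR stay a candidate explanation. After rescaling without the 100 highest unigenes the medians were 0.06, 0.07, 0.34, 0.17 and 0.11, near 0 except for 0.34 at S3. FPKM is a share of each library, so a lower total of RNA from other genes in LR cannot be told apart from this.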

How the results depend on the processing

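Settings chosen after seeing the data were leaving out LB2-2, LB3-1 and LB5-2 together, rescaling without the 28 abundant LR unigenes, and, for stage-dependent unigenes, median-of-ratios scaling, leaving out LB4-3 and LB5-2, and leaving out single libraries. No named value that was called in the main fit or in the setting reversed its direction. Changes of sign among values called in neither were not counted. Of 840 named values, 831 kept their side of the threshold with an offset of 1, 827 with library weights, 820 without LB4-3 and LB5-2, 819 with no filter, 780 without LB2-2, LB3-1 and LB5-2, 776 with an offset of 0.1, 775 with median-of-ratios scaling, 771 with the rescaling and 666 with the block. With only 6 libraries it was 404 of 821, and 412 lost their call. Of 29 counts over all unigenes (20 pairs of stages, 5 comparisons of species, those shared by all 5 stages, the late minus early change and the stage-dependent ones of each species), 29 stayed within 1.5 times with an offset of 1 and 27 with an offset of 0.1 or with median-of-ratios scaling. Read counts per unigene were not analysed here, so the limit that depth sets on single values was not computed. The other values are below, and unless stated the cause was not tested.

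With only the 6 libraries compared, which leaves fewer samples to estimate the spread, limma called in LB 287 (S1 vs. S2), 11100 (S1 vs. S3), 6601 (S1 vs. S4), 6679 (S1 vs. S5), 30 (S2 vs. S3), 225 (S2 vs. S4), 1227 (S2 vs. S5), 0 (S3 vs. S4, 6238 at an unadjusted p under 0.05), 0 (S3 vs. S5, 19423 unadjusted) and 1 (S4 vs. S5). In LR it called 0 (S1 vs. S2, 5878 unadjusted), 108 (S1 vs. S3), 785 (S1 vs. S4), 1761 (S1 vs. S5), 0 (S2 vs. S3, 10615 unadjusted), 24 (S2 vs. S4), 388 (S2 vs. S5), and 0 for S3 vs. S4 (2610 unadjusted), S3 vs. S5 (12144 unadjusted) and S4 vs. S5 (15897 unadjusted). For LR against LB it called 21793 at S2, 20423 at S3 and 19138 at S4, with 5774 shared by all 5 stages. Of the 113 phenylpropanoid unigenes it called 8 (LB S1 vs. S2), 1 (LB S2 vs. S3), 0 (LB S4 vs. S5, 17 unadjusted), 0 (LR S1 vs. S2, 17 unadjusted), 0 (LR S2 vs. S3, 42 unadjusted) and 0 (LR S4 vs. S5, 27 unadjusted and 4 adjusted over the list alone), and for LR against LB 24 at S2, 31 at S3, 23 at S4 and 28 at S5.

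The libraries share a replicate number that the paper does not tie to 1 tree through the stages, and they were not treated as paired. The deviations of same-numbered libraries from their group means had a median r of 0.004 in LB (-0.102 to 0.192) and 0.063 in LR (-0.023 to 0.229), against -0.004 and -0.051 for other numbers, and 7 of 15 LB and 15 of 15 LR libraries were closest to their own number, a hint from the data and not from the design. With the replicate block limma called in LB 4580 (S1 vs. S2), 3282 (S2 vs. S3), 5040 (S2 vs. S4), 6939 (S2 vs. S5), 12 (S3 vs. S4), 3215 (S3 vs. S5) and 453 (S4 vs. S5). In LR it called 49 (S1 vs. S2), 1707 (S1 vs. S3), 5018 (S1 vs. S4), 4898 (S1 vs. S5), 159 (S2 vs. S3), 1758 (S2 vs. S4), 3306 (S2 vs. S5), 15 (S3 vs. S4), 470 (S3 vs. S5) and 118 (S4 vs. S5). Of the phenylpropanoid unigenes it called 10 (LB S2 vs. S3), 1 (LB S4 vs. S5), 0 (LR S1 vs. S2, 18 unadjusted), 0 (LR S2 vs. S3, 53 unadjusted and 15 adjusted over the list alone) and 0 (LR S4 vs. S5, 34 unadjusted). The block fits for stages use the 15 libraries of a species, so fewer libraries set the spread and the lower counts cannot be laid to the block alone. All other counts stayed within 1.5 times.

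With library quality weights the counts were 9775 (LB S2 vs. S3), 830 (LB S3 vs. S4), 9758 (LB S3 vs. S5), 3346 (LB S4 vs. S5), 14863 (LR S1 vs. S3), 19950 (LR S1 vs. S4), 5522 (LR S2 vs. S3), 12604 (LR S2 vs. S4), 1300 (LR S3 vs. S4), 12358 (LR S3 vs. S5) and 12831 (LR S4 vs. S5), and for phenylpropanoid unigenes 50 (LB S2 vs. S3), 1 (LB S3 vs. S4), 4 (LB S4 vs. S5), 3 (LR S3 vs. S4) and 21 (LR S4 vs. S5). Without LB4-3 and LB5-2 they were 555 (LB S3 vs. S4) and 1 phenylpropanoid unigene at that step, and 58.7% of LB stage-dependent unigenes were highest early. Without LB2-2, LB3-1 and LB5-2 they were 3362 (LB S2 vs. S3), 3574 (LB S3 vs. S5), 342 (LR S1 vs. S2), 38 (LR S3 vs. S4) and 1687 (LR S4 vs. S5), and for phenylpropanoid unigenes 11 (LB S2 vs. S3), 3 (LB S3 vs. S4) and 3 (LR S4 vs. S5).

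With an offset of 0.1 the counts were 785 (LB S4 vs. S5), 280 (LR S1 vs. S2) and 1 phenylpropanoid unigene (LB S4 vs. S5), 59.7% of LB stage-dependent unigenes were highest early, and the median r was 0.861 between replicates and 0.517 between species. With an offset of 1, 2 phenylpropanoid unigenes were called in LB S3 vs. S4. With no filter the counts were 828 (LR S1 vs. S2) and 92 (LR S3 vs. S4). With median-of-ratios scaling they were 206 (LR S3 vs. S4) and 1225 (LR S4 vs. S5), with 1 (LB S3 vs. S4) and 4 (LR S4 vs. S5) phenylpropanoid unigenes, and 52.1% of LB and 54.7% of LR stage-dependent unigenes were highest early. The rescaling without 28 unigenes gave 207 (LR S3 vs. S4), 1414 (LR S4 vs. S5) and 1 phenylpropanoid unigene (LB S3 vs. S4). A cubic polynomial gave 8722 stage-dependent unigenes in LR, with 68.5% highest early, and 59.8% in LB.

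The median Pearson r of FPKM itself was 0.932 between replicates, 0.629 between stages and 0.055 between species, and Spearman rho was 0.837, 0.784 and 0.471. With complete linkage on Euclidean distance the LB clade of S1 held 6 libraries. At a minimum FPKM of 5 the unigenes listed at 0 in the other species were 291 in LB and 270 in LR.

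Leaving out single libraries gave 3696 to 5085 (LB S2 vs. S3), 182 to 420 (LB S3 vs. S4), 3077 to 4676 (LB S3 vs. S5), 769 to 1623 (LB S4 vs. S5), 406 to 863 (LR S1 vs. S2), 4356 to 11273 (LR S1 vs. S3), 877 to 4342 (LR S2 vs. S3), 3855 to 8817 (LR S2 vs. S4), 49 to 136 (LR S3 vs. S4), 1546 to 8692 (LR S3 vs. S5) and 744 to 4431 (LR S4 vs. S5). Phenylpropanoid unigenes called were 10 to 24 (LB S2 vs. S3), 0 to 3 (LB S3 vs. S4), 1 to 4 (LR S1 vs. S2), 8 to 26 (LR S2 vs. S3), 0 to 1 (LR S3 vs. S4) and 1 to 5 (LR S4 vs. S5). Stage-dependent unigenes were 2999 (without LR1-2) to 7937 (without LR3-3) in LR, and the share highest early was 59.6% to 63.9% in LB and 63.4% to 75.2% in LR. The highest LR counts for S1 vs. S3, S2 vs. S3, S3 vs. S4 and S3 vs. S5 came without LR3-3. Of 240 counts without a library, 203 stayed within 1.5 times.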

Differences from the paper's values

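Counts between species are set at the thresholds the paper states for them, an adjusted p under 0.01 and a 2-fold change, with limma on FPKM here and the authors' edgeR in the paper. Along the stages the paper names maSigPro, with an FDR of 0.01 and an R2 of 0.7, and it states no threshold of its own for pairs of stages, which were called here with limma at the thresholds used between species. Alternatives named are those set before the data were examined, and for each value those not named still differ.

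Between stages, the paper's 11327 DEGs in LB S1 vs. S2 stand against 7019 here (7999 with no filter, 10128 with library weights and 8220 without LB4-3 and LB5-2 are within 1.5 times). The paper's 255 in LB S4 vs. S5 stand against 1352, and none of the 14 alternatives is within. In LR the paper's 966 in S1 vs. S2 stand against 518 (within: 701 with an offset of 1, 828 with no filter, 673 without LR1-3 and 863 without LR2-3). The paper's 7047 in S1 vs. S4 stand against 12224 (within: 9747 with median-of-ratios scaling, 5018 with the replicate block, and 9309, 8329, 8899 and 8271 without LR1-1, LR1-2, LR4-2 or LR4-3). The paper's 2899 in S2 vs. S4 stand against 7480 (within: 3862 without LR2-2 and 3855 without LR4-3). The paper's 39 in S3 vs. S4 stand against 61 (within: 52 with an offset of 0.1, 53 without LB4-3 and LB5-2, 49 without LR3-2 and 54 without LR4-2). The paper's 783 in S4 vs. S5 stand against 2834 (within: 922, 850, 802 and 744 without LR4-2, LR4-3, LR5-1 or LR5-2). The directions differ as well. The paper's Table 2 has more up than down for S1 vs. S3, S1 vs. S4, S1 vs. S5 and S2 vs. S5 in both species. It also does for S2 vs. S3 and S2 vs. S4 in LB. Here fewer were higher than lower at the later stage in each of these, also with median-of-ratios scaling. The table does not state which stage its up and down refer to.

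Between species, the paper's 3989 DEGs at S3 stand against 35605 and the paper's 2825 at S4 against 36947, with none of 14 alternatives within. The paper's 928 DEGs shared by the 5 stages stand against 14985. DEGs of a single stage were 574 at S3, 554 at S1, 554 at S5 and 126 at S4 in the paper's text, against 2777, 5820, 5100 and 3174 here. None of 38 alternatives is within for the shared count or for these 4.

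For the log2 differences of LR against LB, values here carry the offset of 0.5, and the log2 ratio of mean FPKM without an offset is given too. For DFR the paper's 7.79 at S3 stands against 6.37 (ratio 6.56, within: 7.19 with median-of-ratios scaling), and the paper's 14.25 at S4 against 10.13 (ratio 13.21, no alternative within). For the DFR paralogue the paper's 7.40, 13.26 and 14.59 at S3, S4 and S5 stand against 5.93, 9.75 and 11.71 (ratios 6.25, 12.00 and 14.18), with no alternative within. For OMT the paper's 13.30 at S3 and 18.10 at S5 stand against 9.37 and 14.06 (ratios 10.15 and 16.42), with no alternative within. For LDOX the paper's 5.63 at S3 stands against 4.49 (ratio 4.58, within: 5.34 with scaling and 4.91 without LB3-3), the paper's 9.44 at S4 against 8.08 (ratio 8.13, within: 9.13 with scaling), and the paper's 11.56 at S5 against 10.66 (ratio 11.14, no alternative within). For CHS the paper's -1.14 at S1 stands against -1.91 (ratio -1.92, within: -1.33 with scaling and -1.62 without LR1-3) and the paper's 4.67 at S3 against 3.48 (ratio 3.78, within: 4.34 with scaling, 3.83 without LB3-3 and 3.97 without LR3-2). For GST at S2 the paper's 6.30 stands against 3.33 (ratio 5.56), and for RPM1 at S2 the paper's 12.08 against 5.15 (ratio 11.41), with no alternative within for either.

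The paper has the most DEGs between species at S3 and the fewest at S4. Here S4 had the most (36947) and S2 the fewest (34176). S3 had the most with median-of-ratios scaling (34500) and without LB4-3 and LB5-2 (36555), and S4 the fewest with only the 6 libraries compared (19138). The paper has the most single-stage DEGs at S3 and the fewest at S4, and here S1 had the most (5820) and S3 the fewest (2777). S3 had the most under no setting run. S4 had the fewest with median-of-ratios scaling (2804), with only the 6 libraries (3027), without LB4-3 and LB5-2 (2888), with the rescaling chosen after seeing the data, and without LB4-1, LB4-2, LB4-3, LR3-3, LR4-2 or LR4-3. The paper has more DEGs higher than lower in LR at 4 of 5 stages, all but S5. Here fewer were higher at every stage (33.5% at S1 and 26.2% at S4), and with median-of-ratios scaling 52.7% at S3 and 50.1% at S4 were higher.

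OMT is not a DEG at S1 in the paper and was called here (4.34, limma adjusted p = 4.3e-05), but not with only the 6 libraries. Chitinase, EIX receptor 1/2 and PGK are not DEGs at the later stages in the paper. Here chitinase was called at S3 and S4 and not at S5, and at S4 not with only the 6 libraries. EIX receptor 1/2 was called at S3 and S5 and not at S4, and at S5 not with an offset of 1 (0.76), only the 6 libraries (1.24), or without LB4-3 and LB5-2 (1.24). PGK was called at all stages under every setting run. CHS is a DEG at S1 in the paper and was not called here, though it was with library weights (-1.81) and without LB4-3 and LB5-2 (-1.91). In LB the paper's first division sets S1 and S2 against the later stages. Here it set the 3 libraries of S1 against the other 12, and complete linkage on Euclidean distance gave the paper's division, with 6 libraries.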

Other observations

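The correlation between abundant unigenes (0.33) is a test chosen after the result was seen, as was the choice of 3 LB libraries with traces of LR unigenes.

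A comparison of 3 libraries with 3 has 10 splits, too few for a share under 0.05. In LB the real and the highest other counts were 7019 and 182 (S1 vs. S2), 19487 and 55 (S1 vs. S3), 19145 and 130 (S1 vs. S4), 16170 and 150 (S1 vs. S5), 5869 and 51 (S2 vs. S3), 7615 and 91 (S2 vs. S4), 10431 and 70 (S2 vs. S5), 300 and 56 (S3 vs. S4), 5446 and 60 (S3 vs. S5), and 1352 and 301 (S4 vs. S5). In LR they were 518 and 173 (S1 vs. S2), 7438 and 57 (S1 vs. S3), 12224 and 56 (S1 vs. S4), 9304 and 41 (S1 vs. S5), 7480 and 67 (S2 vs. S4), 7329 and 59 (S2 vs. S5), 61 and 47 (S3 vs. S4), 3335 and 70 (S3 vs. S5), and 2834 and 150 (S4 vs. S5). For LR S2 vs. S3 the real count was 2231, and 2 of 10 splits gave as many: the split that sets LR2-1, LR3-1 and LR3-2 against LR2-2, LR2-3 and LR3-3 gave 3210, more than the real one. For LR against LB they were 34383 and 10 at S1, 34176 and 252 at S2, 35605 and 3 at S3, 36947 and 2 at S4, and 36825 and 23 at S5.

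Of 100 splits drawn over the 15 libraries of a species, 1 gave as many stage-dependent unigenes as the real stages, the real one itself. The real count was 21573 in LB, with 3221 for the highest other, and 5577 in LR, with 2412. Chance can be excluded for both counts.

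The LB libraries LB2-2, LB3-1 and LB5-2 held traces of unigenes that are abundant in LR. Of 29 such unigenes 62.1%, 69% and 69% were above 0 there, and their traces followed their level in LR (Spearman rho 0.88, 0.78 and 0.79). LB3-3 had a rho of 0.67 with 44.8% above 0. Reads carried over from LR libraries may explain this. Among 25 less abundant LR unigenes, 12% at the lowest were above 0 in the 3 libraries, and 4% to 20% in the other LB libraries, so the 3 libraries stand above most of the others but not above each of them, and the test leaves the explanation open.

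The 28 abundant unigenes of LR lie in 16 assembly components. Whether they are pieces of 1 RNA source was tested by their correlation over the 15 LR libraries, whose median r was 0.33. They fall into a cluster of 13 (median r 0.96) and a cluster of 12 (median r 0.98), with a median r of 0.23 between the clusters and 3 unigenes in neither, so a single source may hold for each cluster and is left open by the 0.33 over all. The 5 other unigenes as abundant in LR, which LB also expresses, had a median r of 0.89, so a high r alone does not mark a common source.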
